# *Clusia* genomes shed light on the evolution and diversity of crassulacean acid metabolism physiotypes

**DOI:** 10.1038/s41467-026-71958-z

**Published:** 2026-05-05

**Authors:** Hannes M. Kramml, Johannes B. Herpell, Clara Priemer, Zoe Wessely, Florian Schindler, Andreas Berger, Maximilian Kellner, Stefan Plott, Ágnes Dohovits, Tamara Schmidt, Peter Kerpan, Leila Afjehi-Sadat, Palak Chaturvedi, Arindam Ghatak, Martin Brenner, Iro Pierides, Lena Fragner, Eva M. Temsch, Fabio Trevisan, Menriti Ibrahim, Felix Fromwald, Anke Bellaire, Oleg Simakov, Werner Huber, Ulrich Lüttge, Ovidiu Paun, Susann Wicke, Hanna Weiss-Schneeweiss, Gert Bachmann, Wolfram Weckwerth

**Keywords:** Evolutionary genetics, Ecophysiology, Photosynthesis, Genome

## Abstract

More than 200 years ago, Alexander von Humboldt described a tree of the genus *Clusia* for its ability to perform crassulacean acid metabolism (CAM). This drought-adaptive metabolism allows plants to maintain photosynthesis under water limitation by temporally separating CO₂ uptake and fixation. The diversity of CAM physiotypes has fueled a debate about evolutionary constraints and the feasibility of engineering CAM into C₃ crops. The genus *Clusia* displays an exceptional diversity of photosynthetic physiotypes, yet genome sequences and genomic mechanisms generating this diversity remain unresolved. Here, we sequence and compare the genomes of three *Clusia* species spanning weak, inducible, and strong CAM. We show that polyploidization followed by transposon-mediated genic diploidization could have shaped CAM-related gene families, particularly those controlling phosphoenol-pyruvate recycling via phosphorolytic leaf starch metabolism. Our results indicate that whole-genome duplication coupled to diploidization might have driven diversification of CAM physiotypes in *Clusia*, providing a genomic framework for understanding CAM diversity and evolution.

## Abstract (web summary)

*Clusia* species exhibit diverse photosynthetic physiotypes. The authors present genome assemblies for *C. major* (weak CAM), *C. minor* s.l. (facultative CAM), and *C. rosea* (strong CAM), and speculate that polyploidization and subsequent diploidization could have shaped the emergence of extant C3 + CAM physiotypes.

## Introduction

In 1800, the famous German naturalist Alexander von Humboldt became one of the first observers of a phenomenon later known as crassulacean acid metabolism (CAM). He submerged the leaf of a tropical tree in water and noted its unusual behavior: There was no release of air bubbles despite its exposure to sunlight^1^. The leaf he was studying belonged to *Clusia rosea* Jacq. (Clusiaceae), a neotropical tree with the ability to perform CAM, a carbon concentrating mechanism (CCM) and physiological adaptation to low water or CO_2_ availability in plants^2^. CAM plants open their stomata for gas exchange during the night but close them during the day. In this manner, diurnal transpiration is reduced to a bare minimum resulting in a very high water use efficiency (WUE)^3^.

In light of global warming and the concomitant aridification of many regions used for food production, there is considerable interest in the prospects for bioengineering CAM into C_3_ plants^4^. It is argued that CAM does not necessarily require specialized cell architecture or de novo evolution of enzymes or transporters^5^ and has evolved independently from C_3_ plants in at least 38 vascular plant families^6^. Species in the genus *Clusia* are, however, the only genuine dicotyledonous trees known to perform CAM, which is associated with anatomical adaptations^7^. What is, nevertheless, necessary for CAM is a rewiring of central carbohydrate storage pathways and buffer capacities^8^. This is thought to have occurred in a stepwise iterative fashion, through the regulatory evolution of pre-existing genes and not through the acquisition of neofunctionalized genes following whole-genome or tandem gene duplication^9,10^. Although the details regarding the evolution from C_3_ to CAM are elusive, investigating different physiotypes of CAM in close relatives can help gather snapshots of different evolutionary stages from C_3_ to CAM but also vice versa. In *Clusia*, a large variety of photosynthetic physiotypes have been described^1–3,7,8,11–18^, yet comprehensive and high quality genomic, transcriptomic, metabolomic, and proteomic data are unavailable.

Here, we fill this knowledge gap and use our data to reconstruct the evolutionary origins of subtypes of CAM in this particularly physiologically diverse plant genus. We illustrate that whole-genome duplication (WGD) and subsequent genic diploidization could have played a role in pseudogenization in specific pathways explaining the observed *Clusia* CAM physiotypes. Our findings modernize our understanding of the evolution of CAM physiotypic diversity, the role of polyploidy in its, perhaps recurrent, origin, and illuminate what may be necessary for CAM engineering.

## Results and discussion

### Integrating physiology, morphology, and markers to resolve taxonomic ambiguities

Extensive research throughout the 20th century has established that many *Clusia* species possess an inherent genetic capacity for CAM^19^. To evaluate this genus using contemporary molecular tools, we selected species from the Lüttge collection exhibiting contrasting physiological phenotypes. Over the years, we have utilized this collection extensively to compile a dataset of physiological traits. Based on these data, we chose three representative specimens to cover genomes of a broad range of different photosynthetic physiotypes: *C. rosea*, which constitutively performs CAM^7,15,16^; *C. minor* L. s.l., capable of facultative CAM under specific environmental conditions^7,12,13,17^; and *C. major* L., consistently exhibiting weak facultative CAM like behaviour. This selection aligned well with existing physiological data. To unambiguously clarify species identities, considering the notoriously challenging taxonomy of *Clusia* species, we conducted molecular and morphological analyses of relevant specimens and deposited nuclear marker sequences and digital herbarium vouchers (Fig. 1a, Supplementary Table 1). These analyses reveal a recurring pattern of erroneous species determinations that have confounded otherwise valid physiological observations in previous studies^20^ (see Supplementary Discussion 1). In this context, we conducted controlled-environment physiological phenotyping and provide internally consistent validation of species physiotypes. Gas exchange measurements conducted under drought conditions show C₃-like daytime carbon assimilation in *C. major* (Fig. 1b). The lack of nocturnal CO_2_ efflux, however, suggests a weak CAM phenotype where respired CO_2_ is recycled at night via the CAM cycle. Complementary titratable acidity measurements, performed over a full 24-h cycle under identical environmental conditions and either well-watered or drought treatment (Supplementary Fig. 1), demonstrate that *C. major* exhibits no nocturnal acidification when well-watered, but significant overnight acid accumulation under drought, confirming CAM induction (Fig. 1c). In contrast, *C. rosea* shows strong nocturnal acidification under both watering regimes.

**Fig. 1:**
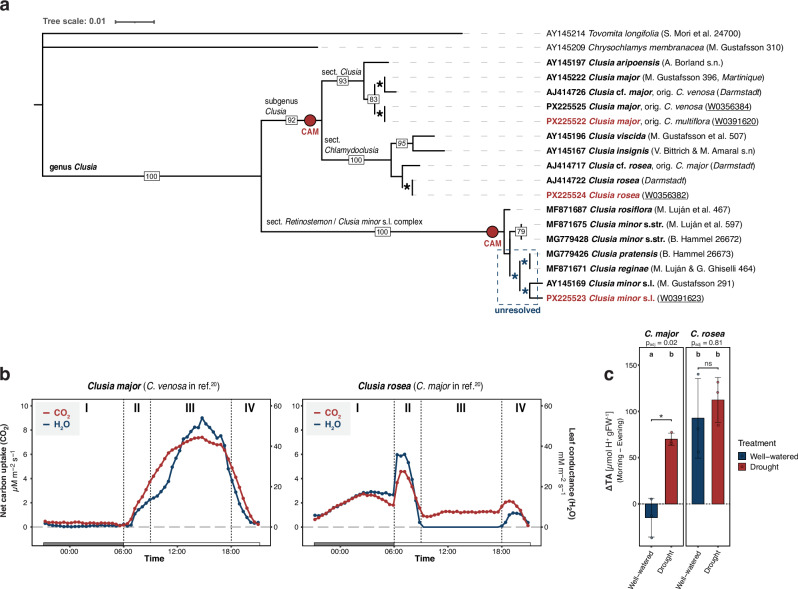
Taxonomic ambiguities and physiology of *Clusia* spp. **a** Maximum likelyhood analysis of nrITS marker sequences of selected specimens (voucher) revealed taxonomic incongruities (see original identification in specimen labels). Consensus tree constructed from 1000 bootstrap trees, support values above 70% are indicated on the branches. Branches marked with an asterisk* exhibit sequence identity (branches shifted for visualization purposes). ITS markers are insufficient to resolve the *C. minor* s.l. complex, likely due to high rate of hybridization. Red labeled specimens were used for whole-genome sequencing. Red circles show generally recognized origins of CAM. **b** Net CO_2_ fixation and stomatal conductance over a 24-h period under drought conditions. Dark bars indicate nighttime. Negative values of leaf conductance have been corrected. *C. major* (left) exhibits a C_3_-like mode of photosynthesis but with a slightly positive nocturnal carbon uptake, indicating weak CAM. *C. rosea* (right), conversely, opens its stomata and fixes carbon during the night (c). The phases II and IV are relatively pronounced showing substantial CO_2_ fixation at dusk and dawn. These findings are consistent with the revised species investigated in the literature^20^ (see Supplementary Discussion 1). **c** Nocturnal changes in titratable leaf acidity (TA) under well-watered and drought conditions, measured in technical triplicates for three biological replicates per species (*n* = 3). Significant nighttime acid accumulation under drought conditions demonstrates an induction of CAM in *C. major*. Letters denote statistically significant differences (two-sided ANOVA, and Tukey’s post-hoc test, p_adj_ < 0.05). The p_adj_-values refer to within species comparisons of treatments. Error bars represent the ±standard deviation. Experimental conditions and measurements over a full 24-h cycle are provided for all sequenced species in Supplementary Fig. 1. Source data are provided as a Source Data file.

Together, taxonomic and molecular identification, gas exchange, and titratable acidity measurements provide a coherent framework supporting our physiotype classifications (Supplementary Discussion 1). To address these issues and promote clarity in future work, here we provide reference genomes of *Clusia*, establishing a new framework amid persistent taxonomic uncertainty.

### *Clusia* genomes vary in size, chromosome number, and ploidy level

In order to investigate the genomic makeup of CAM physiotypes we determined the karyotypes and genome sizes (1 C value) of our selectees: *C. major* possesses 2*n* = 60 chromosomes (1.68 pg/1 C), *C. minor* 2*n* = 90 (3.09 pg/1 C), and *C. rosea* 2*n* = 120 (3.22 pg/1 C). The chromosome numbers unambiguously show that the genomes differ in their levels of ploidy (Supplementary Fig. 2). The genome size of *C. minor*, however, is not proportional to chromosome numbers (Supplementary Table 2) and varying estimates of C values were reported in literature^21^, likely due to taxonomic ambiguities. We would only expect a linear correlation if the event leading to polyploidy was recent and if the species are in a parent-descendant relation. Even then, mechanisms such as genome downsizing could prevent proportionality^22^.

The three *Clusia* genomes were sequenced on a PacBio Sequel II system resulting in a raw read coverage of 226 x, 120 x, and 49 x for *C. major*, *C. minor*, and *C. rosea*, respectively (Supplementary Data 1). With up to 18 million reads per plant and an average read length of up to 22 Kb, read lengths were sufficient to span large repetitive regions of the genome. Our first draft assemblies via FALCON^23^ spanned 1.76 Gb (*C. major*), 3.40 Gb (*C. minor*), and 3.29 Gb (*C. rosea*) with contig N50s of 1.12 Mb, 580 Kb, and 364 Kb, respectively (Supplementary Data 2). Using BUSCO^24^ with the lineage dataset eudicots (odb10) we estimated the completeness of our assemblies: All draft assemblies were well covered with values ranging from 94.7% to 95.1% of BUSCOs present, with high percentages of duplicated BUSCOs only in *C. minor* and *C. rosea* (Supplementary Fig. 3a).

In order to contextualize the differences in chromosome numbers of the three species we assessed the ploidy of our genomes using k-mer frequency spectra^25^ of error corrected long read data^26^. Although the meiotic behavior of the chromosomes remains unknown, all species show diploidized genomes of polyploid origin, as the estimated levels of heterozygosity and allele topology suggest (Supplementary Fig. 3b–d). To illustrate: *C. major* reads display a high frequency of the tetraploid k-mer AABB, which is only matched by the most abundant diploid k-mer AB, indicating cytological diploidization. The preferential pairing of A with A and B with B—rather than mixed AAAB groupings—could either result from the existence of parental (sub)genomes (homoeologs) that were already different before hybridization occurred, or from ongoing cytological diploidization (i.e., re-establishment of bivalent pairing and thus fertility)^27^.

Overall, karyotype and sequencing analyses suggest that *C. major* represents a diploidized tetraploid, here treated as functional pseudo-diploid. *C. minor* seems to be a diploidized hexaploid, hereafter referred to as pseudo-triploid, and *C. rosea* may represent a diploidized octoploid, referred to as pseudo-tetraploid (Supplementary Fig. 3).

### The *C. major* genome serves as a reference

We sought to obtain a chromosome level assembly to perform proper genomic analyses. We used the least complex and most highly covered genome, namely that of *C. major*, for Hi-C chromatin conformation capture. After reassigning highly heterozygous sequences and phasing pseudo-haplotypes^28,29^, we nearly halved our draft assembly to 1989 primary contigs, of which 99.5% could be anchored to 30 linkage groups^30^ (Supplementary Data 3). Position and orientation of scaffolds was manually curated, thereby breaking and correcting more than 200 chimeric scaffolds^31,32^. Finally, we obtained a haploid chromosome level assembly with an N50 of 53 Mb and almost 97% complete BUSCOs, comprising 29 of the 30 chromosomes and three small bins of unanchored contigs/scaffolds (Supplementary Data 4). The *C. major* reference genome assembly adds up to a total length of 1.5 Gb (Fig. 2).

**Fig. 2:**
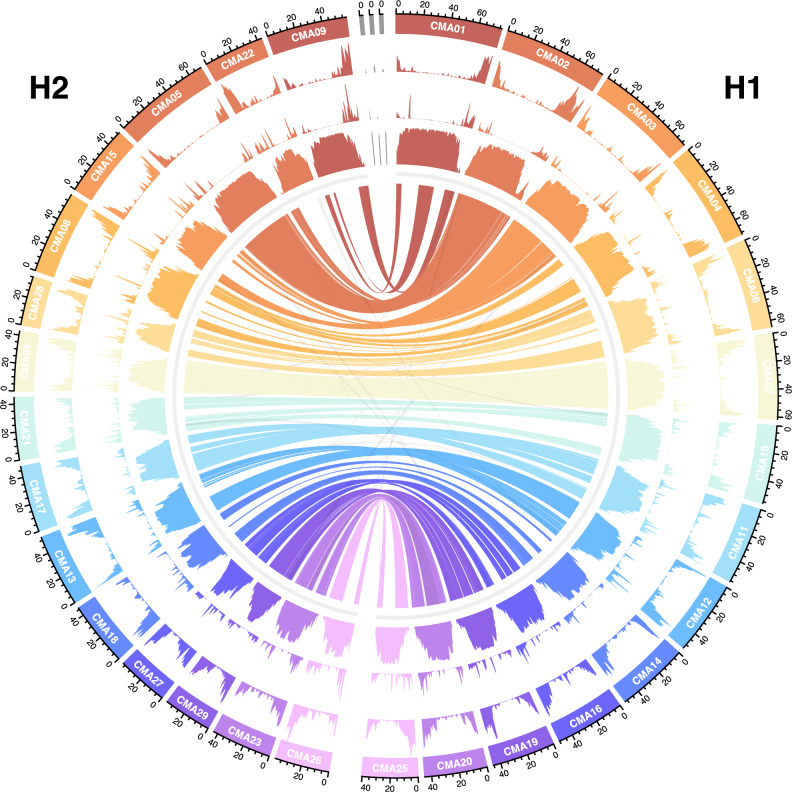
The *C. major* genome. Circos plot of the haploid chromosome-level assembly comprising 29 anchored pseudo-chromosomes with a size ranging from 76 Mb (CMA01) to 35 Mb (CMA29). The three remaining scaffolds are placed at the end (top). The tracks from the outer to the inner ring show the nucleotide densities in 1 Mb windows of genes, pseudogenes, and repetitive elements, respectively. Syntenic/colinear links between all chromosomes are shown in the innermost circle. Pairs (or triplets) of homoeologous chromosomes with strong collinearity are colored together accordingly, whereas other smaller links are shown in gray. Homoeologous pairs of chromosomes and their respective genes (homoeologs) are further grouped into H1 (right) and H2 (left) based on the size of the syntenic chromosomes affected by repetitive elements.

Through a combination of de novo and genome-guided transcriptome assembly, protein alignments, ab initio gene model prediction, repeat identification and masking, and thorough removal of genic fragments we identified 35,612 gene models and 23,194 alleles in the genome, of which 97% have been assigned a putative functional annotation based on homology within either the SwissProt or EggNOG databases. Gene and repeat densities are inversely correlated: Coding sequences (CDSs) and pseudogenes are most abundant in distal chromosome regions and repeat density is highest towards proximal regions (Fig. 2).

One apparent pattern we observed was the extensive collinearity between two sets of chromosomes, allowing us to assign homoeologous chromosome pairs. We could not identify putative subgenomes via transposon signatures^33^ because the pairings did not show significant separation (Supplementary Fig. 4). Therefore, we introduced the groups H1 (homoeolog 1) and H2 (homoeolog 2) to distinguish between homoeologous genes located on the size-ordered syntenic chromosome pairs (Fig. 2). We hypothesize that the differences between the groups reflect divergence triggered by diploidization, which may have been facilitated by reinforcement of bivalent pairing and disomic inheritance.

### WGD and diploidization shaped homoeolog landscape and pseudogenization

We investigated the polyploid nature of the *C. major* genome and the potential connection to the mixed CAM/C_3_-like physiotypes in *Clusia*. The macrosyntenic relationships between H1 and H2 in the haploid genome representation unambiguously show a polyploid origin, as evidenced by the presence of duplicates of each chromosome (Fig. 3a). Despite some rearrangements between homoeologous chromosomes, they display a high degree of synteny when scaled by gene rank order. However, collinearity is often (but not always) restricted to regions with high gene density along chromosomal arms (Fig. 2). On a physical scale, proximal accumulation (or elimination) of repetitive elements appears to strongly differentiate homoeologous chromosome pairs by size (Supplementary Fig. 5).

**Fig. 3:**
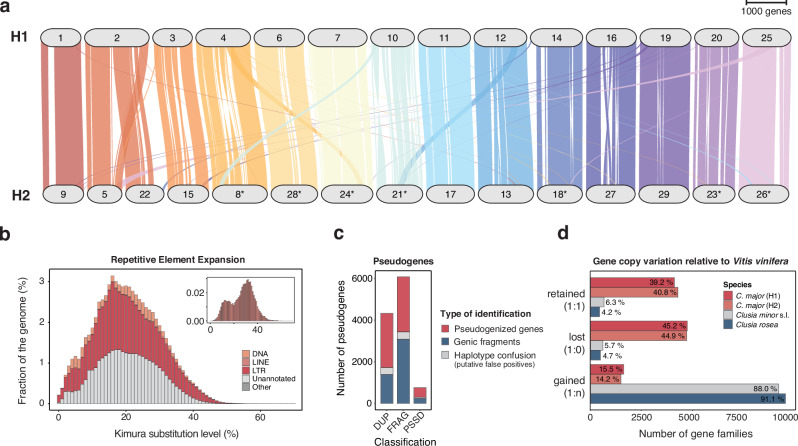
The *Clusia major* genome is undergoing genic diploidization. **a** High collinearity between homoeologous chromosomes clearly shows the polyploid origin of the species. Groups H1 and H2 comprise 17,806 and 17,800 syntenic genes, respectively (99 % of all gene models). Pseudo-chromosomes are scaled by gene rank order rather than physical positions. Inverted chromosomes are marked with an asterisk*. There is only one major structural rearrangement on chromosome 2, besides some inversions such as between the chromosomes 4/8 or 16/27. **b** Recent burst of transposable element (TE) amplification explains genome expansion. Copy-divergence analysis of TE classes based on Kimura distances (X-axis) and their represented fraction in the genome of *C. major* (Y-axis). Older copies are located on the right side of the graph while rather recent expansions are located to the left. The interspersed repeat landscape of LINE (small box) displays two waves of expansions, with an evolutionary more ancient major peak. DNA: DNA transposons (Class II), LINE: Long interspersed nuclear elements (Class I), LTR: Long terminal repeat retrotransposons (Class I). **c** High amount of pseudogenes cause homoeolog fragmentation in *C. major*. Shown are the number (Y-axis) and classification (X-axis) of pseudogenes that accumulated premature stop codons, frameshifts and/or a 3′ polyadenine tail based on high confidence parent genes. DUP: duplicated pseudogenes, FRAG: highly fragmented pseudogenes (low coverage to parent gene/homoeolog but high amino acid identity), PSSD: retrotransposed (processed) pseudogenes. More than half of the identified pseudogenes overlap with annotated gene models, indicating non-functionalization (pseudogenized genes). Numerous genic fragments remain in the genome (not meeting annotation criteria to be classified as genes). 7 % of the identified pseudogenes were filtered for erroneous mixing, collapsing, or switching between haplotypes. **d** Gene retention analysis reveals the loss of one of each homoeolog in *C. major*. 11,257 gene families were selected (16 % from eudicots sampling), containing around 75% of all putative genes in *Clusia* spp. and 18,720 genes (65 %) in the outgroup *Vitis vinifera*. Source data are provided as a Source Data file.

Since we found *C. major* to be a diploidized tetraploid, we wondered how diploidization may have affected transposable elements (TEs) and the overall gene content in terms of pseudogenization and fragmentation. The distribution of repetitive elements in *C. major* along an evolutionary time scale shows one major wave of Class I transposable elements accumulation, except for LINEs showing a second, older peak. LTR-retrotransposons and other unannotated retrotransposons account for 70% of this massive genome expansion (Fig. 3b). The Ty3/*Gypsy* superfamily members are found to be most abundant in *Clusia* genomes, and known to preferentially localize in putative (peri)centromeric regions in *Populus trichocarpa* Torr. & A. Gray ex Hook., where they might affect recombination rates^34^. Transposition bursts and differential insertion/presence of active TE families in plant genomes can impact gene loss and fractionation. In fact, gene deletion by illegitimate recombination, either involving TEs or not, is considered to be the predominant mechanism of fractionation and, together with unequal recombination, genome size reduction following WGDs in flowering plants^22,35^.

We selected 18,306 high-confidence non-pseudogenized genes (51 % of all gene models) in the haploid assembly based on similarity to and coverage of manually curated proteins, to investigate CDS pseudogenization. Using a homology-based algorithm^36^, we identified 11,175 pseudogenes (Fig. 2, Fig. 3c, Supplementary Data 5). Hence, a minimum of 27 % of all putative former genes in *C. major* have, over time, lost their function. The vast majority consists of unprocessed pseudogenes (Fig. 3c). These originate from duplicated parent genes (DUP), e.g. homoeologs, that have lost their primordial protein function because of premature stop codons, frameshifts and/or gene fractionation (FRAG)^37,38^.

We wanted to assess the evolutionary fates of ancestrally duplicated genes in all three *Clusia* species and, therefore, combined information from contig phasing^29^, protein similarities^39^, synteny^40^, and *Clusia*-specific nucleotide alignments^41^, enabling us to create a high-resolution map of gene origins and sorting of orthologs/paralogs into gene families and (positional) homoeologs. This approach suggests that gene families have experienced large expansions only in *C. minor* and *C. rosea*, which can be attributed to their higher levels of ploidy (Fig. 3d). While only a few families gained genes in *C. major*, e.g., through tandem duplications in one of the homoeologous chromosomes, many homoeologs remain as duplicates in relation to the diploid outgroup. Such retained gene pairs, together with functionally annotated but already pseudogenized genes (Fig. 3c), contribute to the high collinearity between homoeologous chromosomes (Fig. 3a). Most remarkable, however, is that the majority of gene families have lost one of each homoeolog in the putative *C. major* subgenomes (Fig. 3d).

Considering our data, genome-wide, ongoing diploidization by means of differential TE amplification, pseudogenization, or loss of one homoeologous copy of a duplicate gene pair becomes evident in *C. major* (Fig. 3). Diploidization processes involve a combination of chromosomal rearrangements, TE amplification or elimination, pseudogenization and neo-/sub-functionalization of duplicated genes, as well as changes of the epigenetic landscape^35,42^. Depending on the mode of origin, age of polyploids, and pace of diploidization, which can differ among plant groups, many polyploids represent transitory states of diploidization. This may lead to a partly diploidized genome with a mosaic of gene landscapes with different copy numbers and varying origins of individual genes/genic regions. We believe that these differences in genic landscapes might be connected to the different physiotypes in the genus *Clusia*, with respect to their photosynthetic behavior.

### Intronic repeats and fractionation affect CAM-related genes

With the aim of connecting our genomic observations to plant physiological processes, we analyzed homoeolog fractionation and TE insertions within intronic regions in a large set of ancestrally related CAM genes. Based on a literature review^5,43–49^, we compiled a list of 72 gene families comprising 1,010 enzymes, 235 transporters and 434 transcription factors directly or indirectly involved in processes related to CAM photosynthesis in *Clusia* spp. These were subdivided into their contribution to specific pathways, namely starch biosynthesis, glycolytic breakdown of carbohydrates, gluconeogenesis, carboxy-, decarboxylation, malate turnover, vacuolar storage, and regulation and their respective functionality was analyzed (Supplementary Data 6). In *C. major*, gene families linked to the GO terms of circadian rhythm (e.g. *CCA*, *GATA*), carbon utilization (e.g. *BCA*), and starch/glucan/polysaccharide metabolic processes (e.g. *AGPase*, *SS*, *GWD*, *PGMP*) show strong enrichment of large TE insertions and genic diploidization (Supplementary Fig. 6).

Genic diploidization or fractionation is the process of gene removal and loss following polyploidization via molecular mechanisms such as pseudogenization and gene deletion by recombination^35^. Illegitimate recombination can occur through unequal pairing between intrachromosomal, dispersed homologous, or homoeologous regions, ultimately contributing to genome size reduction^50–54^. Many duplicated gene copies involved in starch biosynthesis and carbon breakdown seem to have preferentially returned to single copy state (Supplementary Fig. 7). According to their level of fractionation (100% compared to the respective homoeologous gene/region/chromosome), homoeologs of starch synthase (*SS*/*SBE*) and amylase (*AMY*/*BAM*) gene families, for instance, appear to have been lost via illegitimate recombination.

In areas of the genome that do not experience elevated post-WGD recombination rates, genes may persist and accumulate deleterious mutations, leading to a higher frequency of pseudogenization^37,55^. In contrast to fractionation caused by illegitimate recombination, pseudogenes are not physically removed from the genome and may remain as genic fragments for long periods of time after non-functionalization. Essential CAM enzymes (e.g. *PPDK*, *BCA*) and transporters (e.g. *GPT2*, *ALMT9*) show evidence of pseudogenization such as partly fractionated gene models that accumulated premature stop codons or frameshifts (Fig. 4a). A pyruvate, phosphate dikinase (*PPDK*) gene/genic fragment contains a stop codon and is already 82% fractionated (Supplementary Data 6). Interestingly, the remaining genic fragment (Cma17.g469) also carries a high number of intronic repeats (genome-wide z-score of 5.4), which is, importantly, not the case in the other species. Protein alignments reveal that the parent gene on the same chromosome (Cma17.g462) is flanked by TEs and lacks its first exon, which corresponds to the chloroplast transit peptide in *Arabidopsis thaliana* (L.) Heynh. Therefore, both homoeologs in group H2 appear to be non-functional, which is also reflected by its transcriptional expression and protein abundance (see below).

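*PPDK* H1, the group of pyruvate, phosphate dikinase that includes Cmu03.g878 (chromosome 3, 70670815 to 70680178), had a mean of 79.4 TPM ± 40.8 (SD, n = 3 plants) at 8 am in leaves of shaded control *C. major*, and its lowest control mean, 14.8 ± 9.88, at 7 pm. *PPDK* H2 was at 0 in every control plant of *C. major* at 4 am, 8 am and 1 pm, and at 7 pm 1 plant had 28.0 TPM and the others 0. Over all *C. major* libraries, the short gene model Cmu00.g16021 had the highest mean of the H2 members, 1.17 TPM. Cmu17.g462 and Cmu17.g469, which appear non-functional according to the paper, averaged 0.0704 and 0.159 TPM. In *C. major* under high light and drought the H2 means were 1.62 TPM at 4 am, 0.647 at 8 am, 0.0433 at 1 pm and 2.04 at 7 pm, where H1 was at 14.6 ± 4.71 at 8 am. In *C. rosea*, H1 was at 74.0 ± 18.5 at 8 am in control plants and the H2 means lay between 0.420 and 3.82 TPM. The H2 genes include short gene models next to each other, and reads of 1 transcript may be divided over several of them, which was not tested, so their sum is given. Over the 4 times, H1 of *C. major* was lower in stress by a log2 fold change of -2.28 (SE 0.35, adjusted p = 0.00128, edgeR), and its genes Cmu03.g878 by -2.34 (SE 0.56, adjusted p = 0.0256) and Cmu03.g928 by -2.22 (SE 0.38, adjusted p = 0.00311). The call of Cmu03.g878 ended without any 1 of 5 plants (adjusted p = 0.0616 to 0.141), and over 14 alternatives the adjusted p ran from 9.5e-04 to 0.228 and from 3.5e-08 to 0.0845. H1 of *C. rosea* and H2 of both species did not pass (adjusted p = 0.555, 0.581 and 0.878), and none of the groups differed among the times (adjusted p from 0.439 to 1). Summed over all genes with the symbol *PPD*, which include H1 and H2 genes, the times of control plants differed in *C. major* and *C. rosea* (adjusted p = 0.0468 and 0.0426, edgeR). Both sums were highest at 8 am.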

**Fig. 4:**
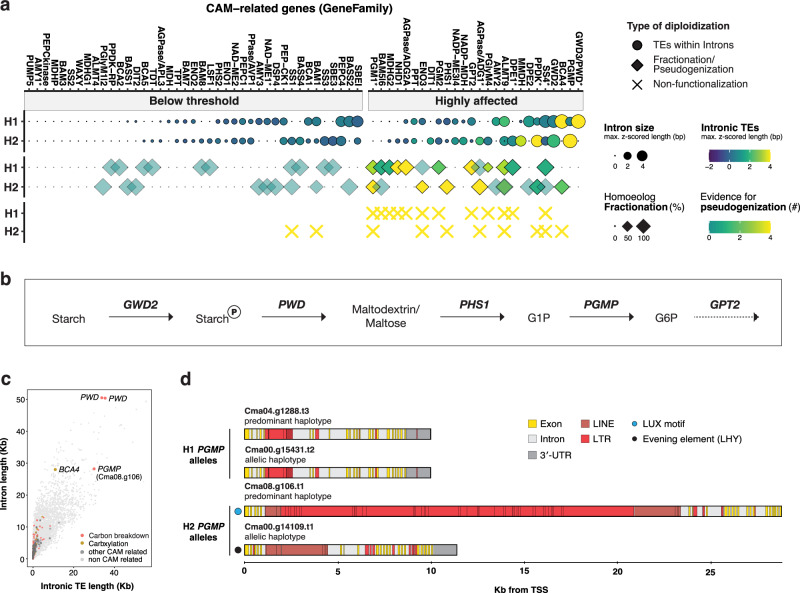
Intronic TEs and homoeolog fractionation affect plastidic CAM and starch degradation pathways in *C. major.* **a** Signals of diploidization in CAM-related gene families (X-axis). Individual gene copies within H1/H2 are summarized to their maximum intron/repeat length (z-scored bp) and mean percent of fractionation compared to the corresponding homoeolog (Y-axis). “Highly affected” means that either of the homoeologs exhibits a genome-wide z-score of intronic repeats >=1 and/or evidence of pseudogenization >0 (premature stop codons, frameshifts, polyA-tails). Gene families labeled with an asterisk are non-positional (non-syntenic) homoeologs. Data are sorted by intron size. **b** Proposed/schematic pathway of the phosphorolytic route of chloroplastic starch degradation. **c** Genome-wide intron and intronic repeat lengths (Kb) of all genes/alleles. CAM-related pathways are highlighted. **d** All genes encoding for plastidic phosphoglucomutase (PGMP), separated into a predominant and allelic haplotype as well as their positional homoeologs. Genomic repeat insertions and motif occurrences illustrate their individual properties. The models are aligned according to the transcriptional start site (TSS). Source data are provided as a Source Data file.

In general, genes associated with plastidic starch recycling and carbon breakdown seem to be most frequently affected by pseudogenization, fractionation, and intronic transposon insertions (Fig. 4a, Supplementary Figs. 6, 7). Starch-storing CAM plants are thought to utilize phosphorolytic degradation of leaf starch to provide phosphoenolpyruvate (PEP) as the primary organic substrate for nocturnal assimilation of CO_2_. These plants usually re-route chloroplastic starch degradation from the amylolytic/hydrolytic route (associated with C_3_) to the phosphorolytic route. This process is catalyzed by a starch phosphorylase (*PHS1*), resulting in the production of Glucose 6-phosphate (G6P) and its export via *GPT2*^5,47,48,56–58^ (Fig. 4b). Both, *PHS1* and *GPT2* genes show highly fractionated homoeologs (75–80%) in addition to premature stop codons and frameshifts (Fig. 4a, Supplementary Data 6). Both homoeologs of alpha-glucan-water dikinase (*GWD2*) are also severely affected by intronic repeats as is the phosphoglucan water dikinase (*PWD*/*GWD3*) and the plastidic phosphoglucomutase (*PGMP*/*PGM*). In fact, on a genome wide scale, these genes are among the top hits of the genomic loci with multiple long repetitive insertions (Fig. 4c).

Mobilized transposable elements are known to disrupt gene functions and thereby promote neo- or sub-functionalization in a variety of ways^59–61^. *PGMP* is one such example: Two homoeologous loci exist in the haploid genome, one on chromosome four (H1) and one on chromosome eight (H2). Each of these loci has an allelic variant and all four gene products are targeted to the chloroplast due to thylakoid transit peptides (Supplementary Data 7). Interestingly, the four *PGMP*-encoding alleles differ with respect to large repetitive element insertions within their introns and their promoter *cis*-regulatory motifs (Fig. 4d). Both alleles in H2 share the same, evolutionary older, LINE insertions (Fig. 3b) but only the predominant variant (Cma08.g106) experienced the additional and more recent insertion of a large ~19 Kb region consisting of many LTR-retrotransposons that almost all belong either to the LTR/Gypsy superfamily or an unknown/unclassified retrotransposon family. Such differences in TE content between alleles of the same group are a very rare phenomenon in the investigated CAM-related gene families, even for genes with very long inserts (Fig. 4c).

Promoter alignments also show that Cma08.g106 is the only H2 gene in *Clusia* spp. lacking the evening element at the particular position (Fig. 4d, Supplementary Fig. 8). The pattern of certain *cis*-regulatory motifs being found in almost all *Clusia* genes of one homoeologous group but not the other has also been observed in other CAM-related gene families such as *PEPC4*, PEPC-kinase and *PHS2* (Supplementary Fig. 8, Supplementary Data 8). As shown in the following sections, it appears that the evening element in H2-*PGMP*s also causes an altered expression pattern compared to its sister genes in H1. Therefore, the presence of the evening element and the corresponding shift to nocturnal expression indicate that the enzymes have undergone sub-functionalization (and, perhaps, neo-functionalization: only 89 % protein identity to H1 homoeologs).

Together, these data clearly show that progressive accumulation of transposon insertions in and around coding regions as well as dynamics of genic diploidization such as homoeolog fractionation and pseudogenization caused the loss of essential plastidic CAM and starch degradation functions. The loss of homoeologs over time is not necessarily harmful for plants and the long-term return to disomic inheritance allows for duplicated networks to be rewired^62^. We hypothesize that genic variability in the phosphorolytic starch degradation pathway is related to physiological changes in plastidic starch metabolism in *C. major* and may be important for carbon fixation and stomatal behavior^63^. Our objective is not to claim that diploidization uniquely targets CAM genes to the exclusion of other pathways, nor that CAM evolution required exceptional genome-wide behavior. Rather, our goal is to point out that key CAM-associated genes did undergo fractionation and pseudogenization during diploidization, and that these changes are plausibly linked to the observed CAM physiotype diversity.

### CAM signatures under close-to-real-world conditions

In order to establish a causal link between disruptions in starch metabolic genes and the plants’ photosynthesis mode, we tested the degree to which the three species sequenced here differ on a molecular level: In an ‘open greenhouse’ experiment, we exposed the plants to conditions mimicking native habitats under (a) canopy environments (shaded + well-watered) as well as (b) adverse conditions (high-light + drought), to see how they cope with variable environmental conditions (Fig. 5a–d, Supplementary Table 3). We made use of natural sunlight and, therefore, light exposure was subject to a certain degree of variability (Fig. 5b, c) but we determined ΦNPQ—the efficiency of regulated non-photochemical quenching—and observed that both shaded groups displayed little to no heat dissipation while both exposed groups had high ΦNPQ values (Fig. 5d), reflective of the exposure treatment. 

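Leaf RNA of 12 cuttings, propagated clonally from the mother plants used for the genomes, was sequenced from the open greenhouse experiment. Of *C. major* and of the obligate CAM plant *C. rosea*, 3 control plants stood in shade and were well watered, and 3 stress plants stood in high light without watering. Every plant was sampled before dawn (4 am), in the morning (8 am), after noon (1 pm) and in the evening (7 pm), which gave 48 libraries of polyadenylated RNA. The plant is the replicate (n = 3 per species, condition and time), and because clonal cuttings are genetically alike, the spread between them leaves out differences between genotypes. The authors trimmed the reads with fastp, aligned them with STAR to the repeat-masked assembly of the species and estimated an expected count and TPM, a level scaled to transcript length and library size, for each gene with RSEM, which divides a read that fits several alleles or copies among them. Gene identifiers are given as the files write them: the *C. major* genes that the paper writes as Cma are Cmu with the same number there. H1 and H2 are the 2 homoeolog groups of the paper, and the values of a group are sums over the alleles and copies that its source data list. Total expected counts per library ranged from 7305146 to 20669360 (median 13880016) in control *C. major*, from 13199868 to 26891851 (median 22402356) in stressed *C. major*, from 2849663 to 11090317 (median 7507198) in control *C. rosea* and from 1424703 to 11795830 (median 4476544) in stressed *C. rosea*. The median number of genes with a count was 26719 and 32436 in control and stressed *C. major* and 29846 and 25588 in control and stressed *C. rosea*. Of the genes with at least 100 counts in both other plants of a group, a median of 10.6% per library were at 0, and this share ran from 0.5% to 57.7%. Fewest genes relative to the species, or over 25% of the counts in 1 gene, were found in 8 libraries: control plant 2 of *C. major* at 4 am, 1 pm and 7 pm, control plant 8 of *C. rosea* at 4 am, stress plant 1 at 4 am and stress plant 5 at 4 am, 8 am and 1 pm. The expected counts were rounded and tested with edgeR's quasi-likelihood test after TMM scaling and a filter on low counts, with Benjamini-Hochberg adjustment. Stress and control were compared on the counts of each plant summed over the 4 times (3 plants against 3). A deeper library weighs more in such a sum. In stress plant 5 of *C. rosea* the totals ran from 1424703 at 1 pm to 10103117 at 7 pm, so time of day can enter this comparison. Times were compared in 1 fit of the 8 groups of condition and time over the 24 libraries of a species. In counts simulated from these libraries with a known set of changed genes, 26.2% of the genes called between stress and control were false in *C. major* and 34.9% in *C. rosea*, and of the genes called among the times of control plants 225 of 273 were false in *C. major* and 0 of 18 in *C. rosea*, so that a call of a single gene among times is uncertain. Such shares depend on how many genes change and do not carry over to the real calls. *C. minor* is not analysed here.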

We performed transcriptomic, proteomic, and metabolomic analyses on the same set of samples from this experiment (Figs. 5, 6). 

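In the shaded control plants of both species, *CCA1*, a transcription factor of the morning loop of the circadian clock, was highest at 8 am. Its H2 copies were at 202.6 TPM ± 32.2 (SD, n = 3 plants) in *C. major* and 151.9 ± 54.6 in *C. rosea*, and at 7.06 ± 9.41 and 0.813 ± 1.41 at 7 pm (adjusted p = 0.00289 and 5.6e-04 among the 4 times, edgeR). *RVE1*, a related factor, was highest at 4 am in both, with H1 at 280.4 ± 5.14 and 221.7 ± 3.08 TPM and at 47.4 ± 22.0 and 14.1 ± 1.05 at 1 pm (adjusted p = 0.0154 and 0.257, edgeR). The *DREB1D* genes Cmu04.g1297 (chromosome 4, 69990464 to 69991605) and Cro0.g9189, annotated as dehydration-responsive transcription factors, were read in control plants at 1 pm alone, at 418.4 ± 19.7 and 760.6 ± 553.9 TPM, and were at 0 in the other 9 control libraries of each species (adjusted p = 3.3e-07 and 4.7e-15, edgeR). Among the 4 times of control plants, 196 of 44442 genes tested differed in *C. major* and 223 of 51964 in *C. rosea*, of which 103 and 149 were highest at 1 pm. Of 9382 gene symbols tested in both species, 113 differed among the times in both, and 94 of them (83.2%) were highest at the same time, against 34.4% on average over 10000 random pairings of the symbols (permutation p = 0.0001, the smallest these can give, which stays 0.0001 after Benjamini-Hochberg adjustment over 4 such comparisons). With the most abundant gene per symbol 32 symbols were left, 28 of them highest at the same time against 51.0% in random pairings, and leaving out 1 plant gave from 69 symbols (without control plant 3 of *C. major*) to 131 (without stress plant 5 of *C. rosea*), each with a permutation p of 0.0001. They include *DREB1D* and *XTH1* at 1 pm, *LHY* and *LNK3* at 8 am, *COL2* and *RPT2* at 4 am and *LIR1* at 7 pm, examples chosen after their values were seen. The genes of the *CCA1* groups carry the symbol *LHY* in the annotation, so these 2 are not separate observations. The *COL2* copy Cro0.g119424 of *C. rosea* was highest at 8 am (adjusted p = 1.1e-06, edgeR), unlike the sum of the copies. Over all symbols, which are not independent replicates, the change from day (8 am and 1 pm) to evening and night (7 pm and 4 am) had Pearson's r = 0.09 (permutation p = 0.0001) and Spearman's rho = 0.25 between the species. In a principal component analysis of the 500 most variable genes, the first component held 35.6% of the variance in *C. major* and 17.8% in *C. rosea*, and the second 10.4% and 15.5%. Between the conditions lay 79.3% of the variance of the first component in *C. major*, where stressed plants also had more genes detected, and 36.1% in *C. rosea*. Both components followed the number of genes detected per library in both species (Pearson's r = 0.66 and -0.70 in *C. major* and -0.63 and 0.67 in *C. rosea*), so they do not stand for condition or time alone. Within control plants, the 4 times accounted for 41.9% of the first component in *C. major*, with mean scores of -72.7 ± 12.9 at 4 am and -17.4 ± 25.8 at 1 pm, and for 52.9% of the first and 64.3% of the second component in *C. rosea*, with mean scores on the second of -40.1 ± 23.1 at 4 am and 21.7 ± 28.3 at 1 pm (the sign of a component is arbitrary, and is the same for the scores and r). The plant accounted for 41.5% of the first and 52.0% of the second component within control *C. major*, where the times held 16.6% of the second, and for 33.9% and 6.9% in *C. rosea*, while by chance the 4 times would hold 27.3% on average and the 3 plants 18.2%. The counts of genes depend on the test: over the alternatives tried they ran from 53 to 576 in *C. major* and from 50 to 553 in *C. rosea*. The *CCA1* H2 and *RVE1* H1 calls each ended in some of 16 alternatives, among them leaving out control plant 2 of *C. major* (*CCA1*, adjusted p = 0.168) or control plants 6 or 7 of *C. rosea* (0.148 and 0.747) and control plants 1 or 3 of *C. major* (*RVE1*, 0.193 and 0.0994), with ranges of 3.0e-04 to 0.181 and 3.8e-13 to 0.747 for *CCA1* H2 and 0.0156 to 0.346 for *RVE1* H1 in *C. major*.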

First, we realized that the separation of transcriptome data along principal components followed a similar trajectory in both the strong CAM plant *C. rosea* and in the C_3_-like plant *C. major* under shaded conditions (Fig. 5e, f), suggesting some overall temporal similarities between gene expression profiles. We also performed these experiments for the facultative CAM plant *C. minor*, but the recalcitrant nature of the plant prohibited us from obtaining clean transcriptomic data.

**Fig. 5:**
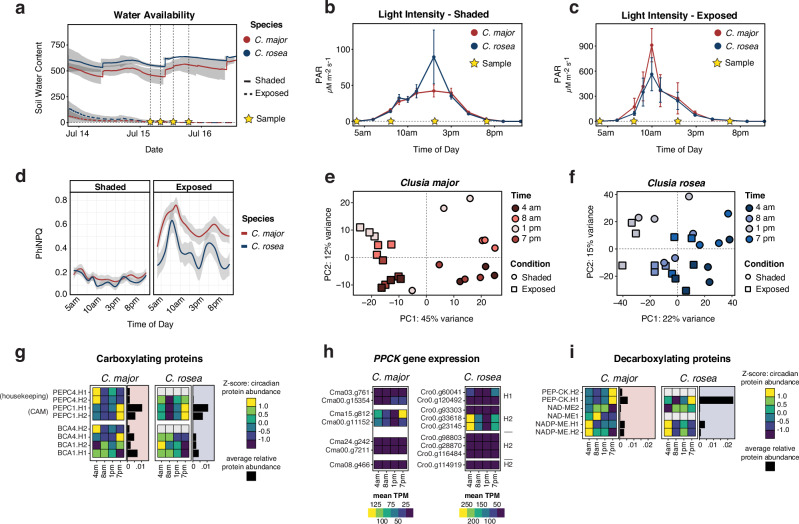
*C. major* and *C. rosea* both display CAM-like gene expression and protein activity patterns in an open greenhouse experiment using natural light. *Clusia* species were exposed to varying environmental conditions to investigate stress and CAM-type performance. **a** Soil water content as relative arbitrary digital output units. Stars indicate timepoints when multiomics samples were taken. Three sensors per species/treatment combination (*n* = 3). Light intensities measured via PhotosynQ for shaded (**b**) and high-PAR-exposed (**c**) plants. One replicate represents a single measurement per cutting. Groups: *C. major*/shaded (*n* = 6), *C. major*/exposed (*n* = 7), *C. rosea*/shaded (*n *= 10), *C. rosea*/exposed (*n* = 10). For **b** and **c**, error bars indicate the standard error of the mean (SEM). **d** PhiNPQ values (quantum yield of regulated non-photochemical energy loss in PSII) measured via PhotosynQ across the sampling day for both conditions, same replication as **b** and **c**. For **a** and **d**, lines represent loess-smoothed trends; shaded ribbons indicate the 95% confidence interval of the smoothed mean. Principal component analyses (PCA) of RNAseq data for *C. major* (**e**) and the obligate CAM plant *C. rosea* (**f**) across a diel cycle at four timepoints (4 am, 8 am, 1 pm, 7 pm) under two conditions (*n* = 3 per timepoint/condition pair). Heatmaps of carboxylating (**g**) and decarboxylating (**i**) enzyme abundances from proteomics for *C. major* (left) and *C. rosea* (right), displayed as z-score centred values across four timepoints. Bar charts indicate average relative protein abundance across all timepoints. **h** PEPC kinase (PPCK) gene expression (mean TPM) from RNAseq across the four timepoints for *C. major* (left) and *C. rosea* homologs (right). Source data are provided as a Source Data file.

**Fig. 6:**
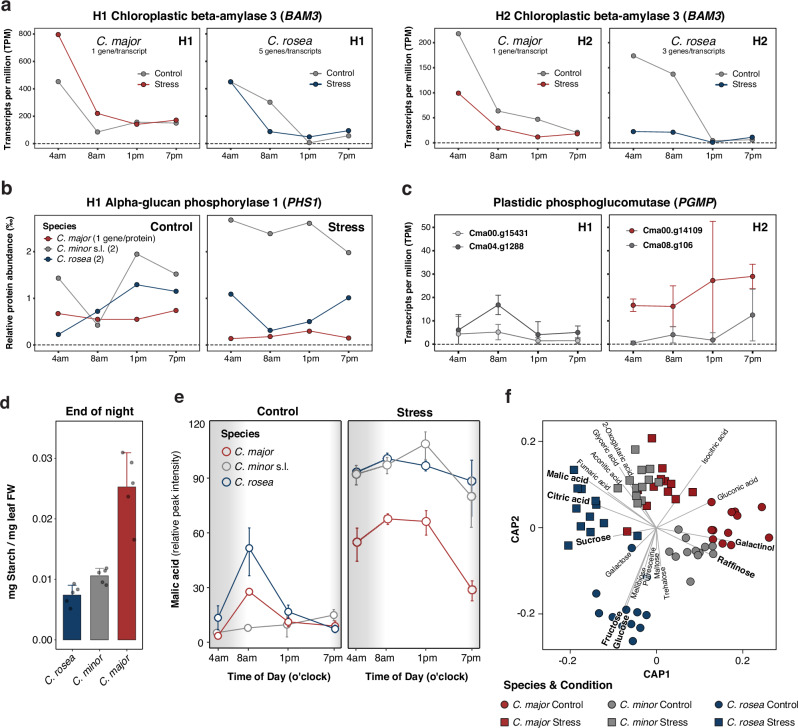
The starch/sugar-malate cycle is associated with the physiotypic diversity of CAM in *Clusia.* Chloroplastic leaf starch and various soluble sugars are degraded to supply carbohydrates for additional carbon fixation. **a** Overall gene expression of BAM3 in *C. major* and *C. rosea* shows that the C_3_-associated amylolytic/hydrolytic route of starch degradation predominates. Transcripts are averaged over replicates (*n* = 3) and paralogs are summarized into H1 (left panels, *n* = 6) and H2 (right panels, *n* = 4). **b** PHS1 protein abundance averaged over replicates (*n* = 3) of the five genes/proteins summarized in H1 (no mRNA/protein activity in genes/genic fragments of H2). **c** Mean transcript expression under control conditions of the four alleles encoding for PGMP in *C. major* (*n* = 3 per transcript per timepoint). Error bars represent the ±standard deviation. **d** Quantification of soluble starch in leaves of *Clusia* spp. Samples were collected at the end of the dark period (*n* = 5). Error bars represent the standard deviation. **e** Malic acid levels during a 24-h cycle under stress (right panel) and control (left panel) conditions (*n* = 3 per species/condition/timepoint group). Error bars represent the ±standard deviation. **f** Canonical analysis of principal coordinates (CAP) analysis of metabolites in three *Clusia* species grown under control and stress conditions (*n* = 12). Source data are provided as a Source Data file.

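The transcripts of *PHS1*, the plastidic alpha-glucan phosphorylase of the phosphorolytic route, came from H1 in both species. The genes and fragments of H2, in *C. major* Cmu09.g788 on chromosome 9 and Cmu29.g1076, Cmu29.g1077 and Cmu29.g1078 on chromosome 29, were at 0 in all control libraries. In stressed plants they were above 0 in 1 library of each species, at 1.51 TPM in *C. major* (plant 3 at 8 am) and at 0.750 in *C. rosea* (plant 9 at 1 pm). *BAM3* H1, a single gene in *C. major*, Cmu11.g188 (chromosome 11, 2287035 to 2291405), and 5 gene models in *C. rosea*, and *BAM3* H2, in *C. major* Cmu17.g179 (chromosome 17, 2218549 to 2222799), were read in all 3 plants of most groups. The 4 *PGMP* alleles of *C. major* are Cmu04.g1288 (chromosome 4, 69867707 to 69877951) and Cmu00.g15431 in H1, and Cmu08.g106 (chromosome 8, 1466758 to 1496931) and Cmu00.g14109 in H2.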

We specifically focused on genes and proteins involved in essential CAM processes (Supplementary Figs. 9–12). We observed time-dependent shifted expression of genes and a differential abundance of proteins within both the carboxylation and decarboxylation pathways across timepoints. These generally followed the same diurnal oscillations in *C. major* and *C. rosea* (Fig. 5g-i). 

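Under shade, *PEPC4* H1, a PEP carboxylase gene of *C. major*, was at 107.8 TPM ± 24.5 (SD, n = 3) at 1 pm and 4.32 ± 4.41 at 4 am (adjusted p = 0.0453 among the 4 times, edgeR). In *C. rosea* it was at most at 2.75 TPM in control plants. In *C. rosea* the *PPCK* ortholog, the kinase gene of PEPC, differed among the times of control plants (adjusted p = 0.0317), and *PEP-CK1* H1, a decarboxylase of oxaloacetate, in control and in stressed plants (adjusted p = 8.5e-04 and 3.1e-05). *PUMP5* H1, a mitochondrial dicarboxylate carrier, had its highest mean at 1 pm in every group, at 151.2 ± 50.5 and 143.9 ± 90.9 TPM in control and stressed *C. major* and 72.0 ± 76.4 and 16.4 ± 22.0 in *C. rosea*, without passing the test (adjusted p = 0.0754 to 0.995). The carbonic anhydrase *BCA1* H1 was the most abundant of these groups in control plants, at 5185.4 ± 1034.7 TPM at 4 am in *C. major* and 2273.9 ± 1012.7 at 8 am in *C. rosea* (adjusted p = 0.262 and 0.481 among the times), and was lower in stress by a log2 fold change of -2.64 (SE 0.29, adjusted p = 3.6e-04) and -2.01 (SE 0.38, adjusted p = 0.00233). *PEPC4*, *PUMP5* and *BCA1* were named after their values were seen. Of the 25 homoeolog groups of Supplementary Figs. 9 and 10 (13 of carboxylation and 12 of decarboxylation), 1 differed among the times in control *C. major*, 0 in stressed *C. major*, 2 in control *C. rosea* and 1 in stressed *C. rosea*. The counts adjusted over the list alone were 5, 0, 2 and 2, those at an unadjusted p under 0.05 were 7, 3, 4 and 5, and DESeq2 gave 2, 0, 0 and 0. In simulated data for control plants, the same test over the times put 20.0% of unchanged genes of *C. major* and 22.4% of *C. rosea* at an unadjusted p under 0.05, so these unadjusted counts include many that no change would give. With the plant as a block, *PUMP5* H1 passed in control *C. major* (adjusted p = 0.0456) and the *PPCK* ortholog did not in control *C. rosea* (adjusted p = 0.119). The calls held in 6 of 16 alternatives for *PEPC4* H1 (adjusted p from 0.00283 to 0.402), 3 for the *PPCK* ortholog (1.2e-07 to 0.866), 8 and 10 for *PEP-CK1* H1 in control and stressed *C. rosea* (5.9e-11 to 0.888 and 6.7e-11 to 0.99) and 8 of 15 for *BCA1* H1 in *C. rosea* (7.7e-08 to 0.616), and leaving out 1 plant ended them without any 1 of 5 plants for *PEPC4* H1 and the *PPCK* ortholog (0.0851 to 0.224 and 0.141 to 0.866), control plant 7 or 8 and stress plant 1 for *PEP-CK1* H1 (0.664 to 0.752 in control and 0.394 in stressed plants) and control plant 8 or stress plant 5 for *BCA1* H1 in *C. rosea* (0.0875 to 0.13).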

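In control plants, 8 of the 25 carboxylation and decarboxylation groups had their highest mean TPM at the same time in both species: *PEPC4* H1 and H2, *PUMP5* H1 and the carbonic anhydrase *BCA4* H2 at 1 pm, *BCA1* H2 and the malic enzyme *NADP-ME3/4* H1 at 4 am, and the less abundant *PPCK* copies of H2 at 8 am and of H1 at 7 pm. *PEPC4* H2 was at 90.3 TPM ± 24.9 (SD, n = 3) in *C. major* and 59.9 ± 41.9 in *C. rosea* at 1 pm, and at 23.9 ± 12.8 and 18.1 ± 13.3 at 4 am. The mitochondrial malic enzyme *NAD-ME1* H1 was highest at 1 pm in *C. major* and at 4 am in *C. rosea*. In stressed plants 11 groups shared the time of their highest mean, among them *PEPC1* H1 at 7 pm and *NADP-ME3/4* H2 at 4 am. These are shares of 32.0% and 44.0%, against 25.3% and 24.9% on average over random pairings of the groups (permutation p = 0.287 and 0.0308, adjusted over the 2 comparisons 0.287 and 0.0616). Most of the means behind them were not told apart from those at the other times. Over the whole transcriptome of stressed plants, 25 symbols differed among the times in both species and 21 of them (84.0%) were highest at the same time, against 48.6% in random pairings (permutation p = 0.0001). Without stress plant 2 or 3 of *C. major* no more than 3 or 11 symbols were left for this comparison, and the permutation p was 0.33 and 0.09. Without stress plant 1, 5 or 9 of *C. rosea* 18, 16 and 9 symbols were left (permutation p = 0.0001, 0.0002 and 0.0017), and with the most abundant gene per symbol 1 symbol, for which no p can be given.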

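*PEPC1* H1, the PEP carboxylase group with Cmu02.g612 (chromosome 2, 59161290 to 59169448) as its most abundant member in *C. major*, had mean levels in control *C. major* of 23.8 TPM ± 20.5 (SD, n = 3) at 4 am, 20.1 ± 9.82 at 8 am, 233.2 ± 177.5 at 1 pm and 259.9 ± 300.8 at 7 pm. The 3 plants at 7 pm were at 165.3, 17.9 and 596.7 TPM. In stressed *C. major* the means were 209.0 ± 124.1, 357.0 ± 146.5, 364.0 ± 165.9 and 430.7 ± 71.7 at the same times. Over the 4 times, stressed *C. major* had more *PEPC1* H1 than control *C. major* (log2 fold change 1.43, SE 0.23, adjusted p = 0.00182, edgeR). In *C. rosea* the highest means were 339.7 ± 291.9 at 4 am in control and 1397.8 ± 353.4 at 7 pm in stressed plants, and the log2 fold change in stress was 2.07 (SE 0.90, adjusted p = 0.606). *PEPC1* H2 stayed at or under 50.7 TPM in every group of *C. major* and 47.8 in *C. rosea*. Evening and night (7 pm and 4 am) against day (8 am and 1 pm) gave a log2 difference for H1 of 0.34 (95% interval -0.97 to 1.66) in control and -0.35 (-1.65 to 0.95) in stressed *C. major*, and of -0.06 (-0.83 to 0.71) and -0.24 (-1.01 to 0.53) in *C. rosea*, with an adjusted p of 1 in each. The sign turned in control *C. major* under limma on TPM (-0.13), with the plant as a block (-0.12) and without control plant 3 (-0.97), and in control and stressed *C. rosea* under DESeq2 and with its size factors (0.18 and 0.02 in each), under limma on TPM (0.02 and 0.06) and with the block (0.02 and 0.03), as well as without control plant 7 (0.19, control) and without stress plant 9 (0.44, stress). Over all alternatives the values ran from -0.97 to 0.99 and from -0.44 to -0.24 in control and stressed *C. major*, and from -0.27 to 0.19 and from -0.95 to 0.44 in *C. rosea*. The call between stress and control ended with a block on the replicate number (adjusted p = 0.0685), for the most abundant member alone (0.508) and without the low-complexity libraries, an alternative chosen after the data were seen (0.3), over a range of 8.9e-06 to 0.508.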

*C. major* appears to re-fix respiratory CO_2_ during the night via the CAM-specific isoform *PEPC1*^18,64^ (Fig. 5g). Like in *C. rosea*, *PEPC* protein abundance in *C. major* follows a strong diurnal pattern and the same *PPCK* ortholog is used in both species for its activation, as we conclude from its high level of transcript expression in the evening and during the night (Fig. 5h). 

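The *PPCK* ortholog of both species is Cmu15.g812 (chromosome 15, 47336639 to 47339503) with its allele Cmu00.g11152 in *C. major* and a group of 5 copies led by Cro0.g23145, Cro0.g33618 and Cro0.g33619 in *C. rosea*, annotated as PEP carboxylase kinase 1. In control *C. major* its mean was 169.8 TPM ± 191.8 (SD, n = 3) at 7 pm and 140.5 ± 46.5 at 4 am, where the 7 pm plants were at 102.9, 20.5 and 386.2 TPM. In control *C. rosea* it was at 212.2 ± 119.3 at 7 pm and 977.2 ± 546.1 at 4 am. Stressed plants had 250.1 ± 199.1 and 137.2 ± 107.5 in *C. major* and 563.8 ± 237.9 and 708.2 ± 388.5 in *C. rosea*. The other *PPCK* genes were less abundant, with a highest mean of 46.6 TPM in control *C. major* and 58.8 in control *C. rosea*, both for H1 at 7 pm. The mean of 7 pm and 4 am exceeded that of 8 am and 1 pm by a log2 difference of 2.09 (SE 1.01, adjusted p = 0.427, edgeR) in control *C. major*, 1.49 (SE 0.63, adjusted p = 0.435) in control *C. rosea* and 1.89 (SE 0.64, adjusted p = 0.246) in stressed *C. rosea*, and in stressed *C. major* the difference was 0.09 (SE 0.96, adjusted p = 1). Leaving out 1 plant moved the value in control *C. major* between 0.99 and 5.01 and that in stressed *C. major* between -0.80 and 0.49, where the sign also turned under limma on TPM (-0.04) and with the plant as a block (-0.25), and only DESeq2 in stressed *C. rosea* gave a call (1.93, adjusted p = 0.0365, over a range of 0.0365 to 0.985). Cro0.g23145 and Cro0.g33618 have the same TPM in every library, so their reads cannot be told apart. From the high *PPCK* transcript level in the evening and at night, the paper concludes that both species use the same ortholog to activate PEPC.

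**Figure D1:**
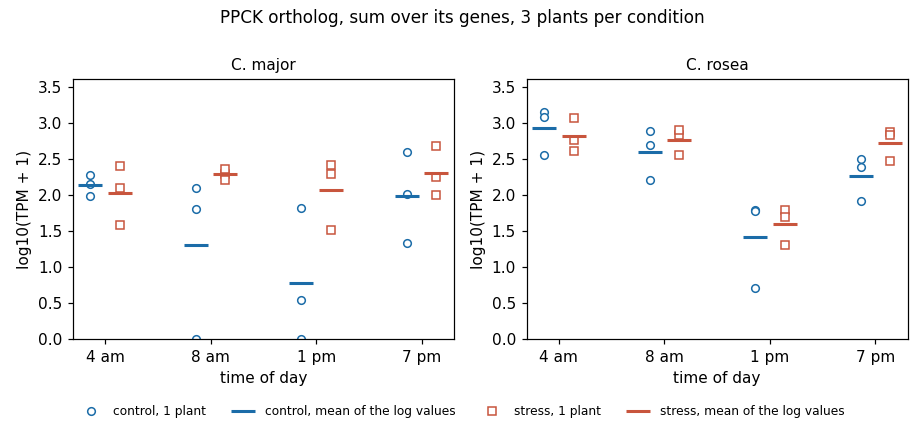
TPM of the *PPCK* ortholog, summed over its copies, on a log10(TPM + 1) axis against the 4 sampling times in *C. major* and *C. rosea*. Open circles are control plants, open squares stressed plants (3 of each) and bars the mean of the log values. In *C. rosea* the 6 plants at 1 pm lie between 4.06 and 60.9 TPM, and in control *C. major* 1 plant is at 0 at 8 am and at 1 pm.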

The transcriptionally controlled *PPCK* phosphorylates *PEPC*, which is less sensitive to inhibition by malate in its phosphorylated form and has higher substrate affinity. 

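At 1 pm the *PPCK* ortholog was at 22.2 TPM ± 36.3 (SD, n = 3) in control *C. major*, where the plants had 64.1, 0 and 2.47 TPM, and at 40.8 ± 31.8 in control *C. rosea*. At 8 am the control means were 61.8 ± 61.1 in *C. major*, with plants at 122.1, 0 and 63.3 TPM, and 477.0 ± 309.6 in *C. rosea*, with plants at 158.1, 496.5 and 776.5 TPM. In stressed *C. major* the means were 193.5 ± 33.9 at 8 am and 160.9 ± 116.5 at 1 pm, and in stressed *C. rosea* 601.1 ± 218.2 and 42.6 ± 21.3. The lowest mean of *PPCK* thus lay at 1 pm in control *C. major* and in both conditions of *C. rosea*, and at 4 am in stressed *C. major*. In *C. major* the 4 times were not told apart by the F-test (adjusted p = 0.587 in control and 1 in stressed plants, edgeR), nor were they in stressed *C. rosea* (adjusted p = 0.128).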

During the day, *PPCK* expression disappears altogether. Organic acids need to be decarboxylated to free the carbon fixed on to them. 

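*PEP-CK1* H1, whose members in *C. major* are Cmu10.g720 (chromosome 10, 50784664 to 50792680) and its allele Cmu00.g10243, was highest in control *C. rosea* at 1 pm, at 1580.9 TPM ± 701.9 (SD, n = 3), after 155.5 ± 24.9 at 4 am and 820.5 ± 372.4 at 8 am and before 681.1 ± 591.4 at 7 pm. Stressed *C. rosea* had 1610.1 ± 982.1 at 1 pm and 200.0 ± 147.7 at 4 am. In control *C. major* the means were 51.3 ± 30.1 at 4 am, 274.5 ± 183.6 at 8 am, 791.3 ± 777.3 at 1 pm and 816.3 ± 1178.1 at 7 pm, where 1 plant was at 2170.6 TPM and another at 28.1. Stressed *C. major* had between 549.6 ± 338.3 at 4 am and 976.6 ± 214.9 at 8 am. The H2 copies reached at most 19.0 TPM in *C. major* and 5.09 in *C. rosea*, so that nearly all *PEP-CK1* transcripts came from H1. Of 14 tested genes of C4 acid decarboxylation in *C. major*, a list fixed before the data were examined, 1 was higher and 2 lower in stress (3 and 2 adjusted over the list alone), and 0 of 17 changed in *C. rosea* (0 adjusted over the list alone, edgeR). The mean of 1 pm and 7 pm exceeded that of 4 am and 8 am by a log2 difference of 1.59 (SE 0.41, adjusted p = 0.0438, edgeR) in control *C. rosea*, 2.08 (SE 0.42, adjusted p = 0.00138) in stressed *C. rosea*, 3.01 (SE 0.77, adjusted p = 0.132) in control *C. major* and 0.04 (SE 0.71, adjusted p = 1) in stressed *C. major*. In control *C. rosea* the call ended with the plant as a block (1.42, adjusted p = 0.336) and without any 1 of 5 plants, with 0.72 (adjusted p = 0.944) without control plant 8, and in stressed *C. rosea* it ended without stress plant 1 (1.86, adjusted p = 0.632). Both *C. rosea* calls also ended under DESeq2 (1.65 and 1.71, adjusted p = 0.147 and 0.0942), edgeR's earlier quasi-likelihood pipeline (0.407 and 0.281) and limma on TPM (0.863 and 0.699), and the one in control *C. rosea* without the low-count filter (0.19) and for the most abundant member alone (0.21). DESeq2 gave a call in control *C. major* (2.99, adjusted p = 4.0e-04). Over the alternatives the adjusted p ran from 2.4e-06 to 0.974, from 1.0e-04 to 0.875 and from 4.0e-04 to 0.437. The sign in stressed *C. major* turned with the block (-0.01) and without stress plant 3 (-0.17), over values from -0.17 to 0.21.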

The main decarboxylation modules in *Clusia* seem to be PEP carboxykinases (*PEP-CK*): Many different isoforms are highly expressed, and protein abundance follows a diurnal oscillation pattern, which peaks in the evening (Fig. 5i). Although diurnal oscillation patterns are similar in *C. rosea* and *C. major*, the overall relative protein abundance of *PEP-CK* is significantly higher in *C. rosea*, matching higher organic acids levels.

CAM associated metabolite profiling via targeted GC-MS further confirmed that *C. major* performs some type of C_3_ + CAM. In CAM, RuBisCO is supplied with CO_2_ via decarboxylation of malate and, possibly, other organic acids, such as citrate^15,65^. Until the morning, organic acids accumulate in both *C. major* and *C. rosea* under control conditions, but not in the facultative CAM plant *C. minor* (Fig. 6e, Supplementary Fig. 13). In all three species, nocturnal malate accumulation is highly induced under adverse conditions. Here, even under well-watered conditions, *C. major* accumulates organic acids, suggesting that this species expresses the CAM cycle constitutively (albeit at a low level). *C. major*, therefore, displays all molecular hallmarks of a constitutive C_3_ + CAM physiotype in a close-to-real-world scenario.

It is generally recognized that the subgenus *Clusia* to which both *C. major* and *C. rosea* belong has ancestrally developed CAM^66^ (Fig. 1a). On a physiological level, both plants clearly have different ways of fixing carbon. In contrast to *C. rosea*, *C. major* opens its stomata during the entire day to directly fix CO_2_ via RuBisCO (Fig. 1b). However, its high WUE (water leaf conductance versus CO_2_ net assimilation rate) similar to that of *C. rosea* represents an important phenotypic indicator of some degree of CAM (PEPC activity). Significant nocturnal CO_2_ fixation could not be enforced in any setting, instead *C. major* likely supplies additional CO_2_ via weak CAM, which would explain the C_3_ + CAM behavior we observe. Our data implies that *C. major* either lost or never fully acquired the ability to perform strong CAM as a result of ongoing genic diploidization that affected genes involved in CAM and starch-related processes. Whether this is a response to long-term environmental conditions of its specific habitat/distribution area needs further investigation. But what has led to the physiological reprogramming that caused the difference between these plants?

### CAM physiotypes in *Clusia* are associated with the starch/sugar-malate cycle

Starch metabolism has a strong impact on nocturnal malate accumulation and, consequently, on stomata opening^48,58,67^. Our data on diploidization, pseudogenization, fractionation, and non-functionalization illustrated that genes involved in starch degradation were significantly affected by these processes (Fig. 4, Supplementary Fig. 6). 

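*PHS1* is the phosphorylase of the phosphorolytic route of starch breakdown and *BAM3* the plastidic beta-amylase of the amylolytic route, and their levels were not tested against each other. *PHS1* H1 (Cmu01.g761, chromosome 1, 73347989 to 73356266, and its allele in *C. major*) was at 40.8 TPM ± 18.2 (SD, n = 3) at 4 am and 25.8 ± 4.58 at 8 am in control *C. major*, and at 40.3 ± 42.0 and 19.8 ± 9.10 in control *C. rosea*. In stressed plants its highest means were 29.6 ± 6.52 in *C. major* and 83.5 ± 82.4 in *C. rosea*, both at 7 pm. Of 52 genes of amylolytic starch breakdown tested in control *C. major*, a list fixed before the data were examined, 0 differed among the 4 times (1 adjusted over the list alone), and of 60 in *C. rosea* 4 differed (4 adjusted over the list alone), 1 of them highest at 4 am and 3 at 8 am. Of the genes of the phosphorolytic list, 1 of 21 differed in *C. major*, highest at 7 pm, and 0 of 31 in *C. rosea* (1 and 0 adjusted over the list alone). Between stress and control, 0 of 51 amylolytic genes of *C. major* changed and 1 of 59 in *C. rosea* was lower, and 1 of 21 phosphorolytic genes of *C. major*, *PGM1* Cmu18.g433, was higher and 0 of 28 changed in *C. rosea*. Adjusted over the list alone these counts were 0 and 1 lower for the amylolytic list, and 1 higher and 3 lower in *C. major* and 0 in *C. rosea* for the phosphorolytic list. The 0 counts come from edgeR. The call of the phosphorolytic gene that differed among the times, Cmu00.g21538 (adjusted p = 0.0398), ended without any 1 of the 6 plants (0.0623 to 0.316, over a range of 0.0033 to 0.417), and that of *PGM1* (adjusted p = 0.0153) without stress plant 3 or 5 (0.051 to 0.0851, over a range of 2.5e-05 to 0.227). The 4 genes of *C. rosea* that differed among the times are *BAM3* copies whose calls ended without control plant 6 or 8, and for 3 of them without control plant 7 (adjusted p = 0.0715 to 0.864). The 1 that was lower, *BAM3* Cro0.g118015 (adjusted p = 0.00165), lost its call without stress plant 5 (0.0542, over a range of 2.0e-06 to 0.36).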

The amylolytic/hydrolytic route (C_3_) appears to be prominent and functional in the *Clusia* species studied here. Chloroplastic ß-amylase 3 (*BAM3*) genes are fully functional in both homoeologs and are highly expressed at night (Fig. 6a). However, the expression of *BAM3* in H2 largely ceases in stressed *C. rosea* and, simultaneously, the enzyme abundance of the phosphorolytic marker gene *PHS1* strongly increases before sunrise (Fig. 6b). 

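Both *BAM3* homoeologs had their highest control mean at 4 am in both species. In control *C. major*, H1 was at 452.8 TPM ± 96.5 (SD, n = 3) at 4 am against 85.1 ± 34.2, 156.6 ± 174.1 and 150.1 ± 75.9 at 8 am, 1 pm and 7 pm, and H2 at 217.9 ± 18.2 against 63.5 ± 21.0, 46.8 ± 32.4 and 20.5 ± 11.4. In control *C. rosea*, H1 was at 579.7 ± 387.5, 308.6 ± 289.9, 5.85 ± 6.23 and 68.9 ± 36.7, and H2 at 190.6 ± 69.1, 155.0 ± 112.6, 3.54 ± 3.11 and 5.76 ± 3.57 at the 4 times. The 4 am level exceeded the mean of the other times for H2 in control *C. major* by a log2 difference of 2.55 (SE 0.57, adjusted p = 0.0395, edgeR) and for H1 in control *C. rosea* by 2.99 (SE 0.65, adjusted p = 0.0106). H1 in control *C. major* (1.93, SE 0.68, adjusted p = 0.272) and H2 in control *C. rosea* (3.34, SE 0.87, adjusted p = 0.103) did not pass, although every control plant of *C. major* had more H1 at 4 am than at 7 pm. In stressed plants the difference was 2.17 (SE 0.68, adjusted p = 0.624) for H1 and 2.42 (SE 0.57, adjusted p = 0.444) for H2 in *C. major*, and 2.67 (SE 0.65, adjusted p = 0.036) for H1 in *C. rosea*, which with the plant as a block was 2.45 (adjusted p = 0.383). H2 in stressed *C. rosea* did not pass (2.19, SE 0.95, adjusted p = 0.294). The 3 calls held in 7, 6 and 4 of 16 alternatives, with an adjusted p from 0.0082 to 0.362, from 9.2e-07 to 0.939 and from 1.7e-04 to 0.985, and each ended when 1 of 4 or 5 plants was left out. H1 in control *C. major* passed without stress plant 2 (adjusted p = 0.0136, over a range of 0.0136 to 0.625), H2 in control *C. rosea* passed with size factors (0.0372), without stress plant 5 (8.7e-04) and without the low-complexity libraries (2.1e-04, over a range of 2.1e-04 to 0.953), and H2 in stressed *C. major* under DESeq2 (0.0318, over a range of 0.0318 to 1).

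**Figure D2:**
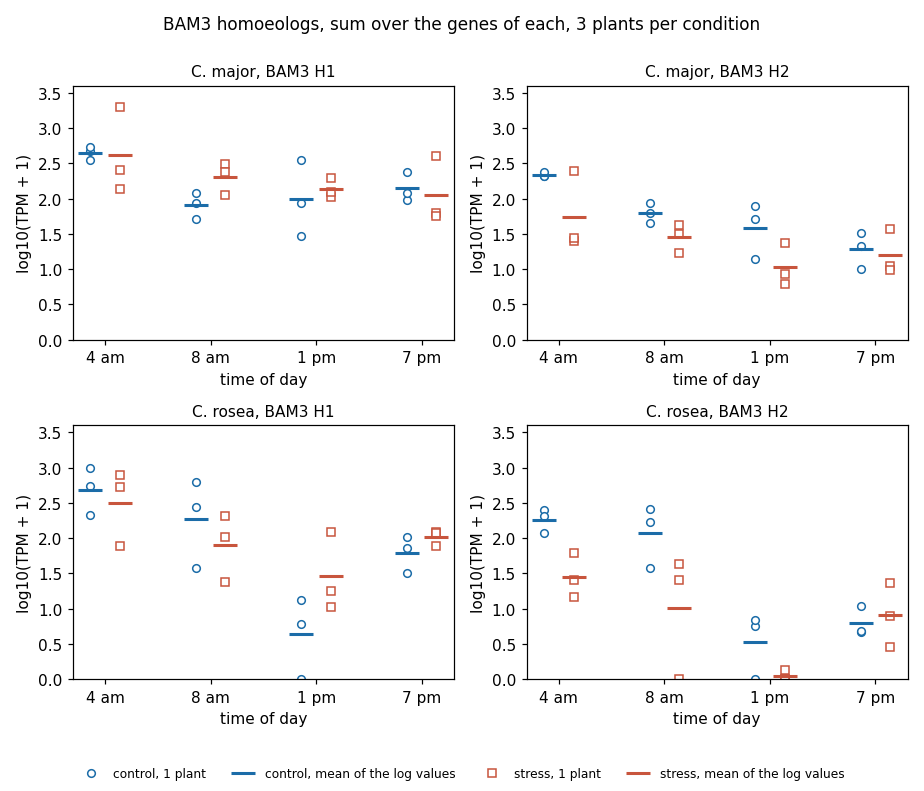
TPM of *BAM3* H1 and H2, summed over copies, on a log10(TPM + 1) axis against the 4 sampling times in *C. major* and *C. rosea*. Open circles are control plants, open squares stressed plants (3 of each) and bars the mean of the log values. The 3 control plants of *C. major* lie between 207.3 and 239.0 TPM for H2 at 4 am, and the 3 stressed plants of *C. rosea* between 13.8 and 60.6.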

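In stressed *C. rosea*, *BAM3* H2 was at 32.9 TPM ± 24.5 (SD, n = 3) at 4 am, 22.4 ± 21.3 at 8 am, 0.120 ± 0.208 at 1 pm and 10.4 ± 10.8 at 7 pm. Over the 4 times the plants averaged 16.5 ± 7.03 TPM in stress and 88.7 ± 42.4 in control, and every stressed plant lay below every control plant (exact permutation test, p = 0.1, the smallest that 3 plants against 3 allow). On the summed counts this was a log2 fold change of -2.69 (SE 0.51, adjusted p = 0.00184, edgeR), and at 4 am alone it was -3.06 (SE 1.26, adjusted p = 0.263). *BAM3* H1 of *C. rosea* averaged 181.1 ± 68.1 in stress and 240.8 ± 176.9 in control (log2 fold change -0.52, SE 0.56, adjusted p = 0.844), and the sign turned for the most abundant member alone (0.67, adjusted p = 0.809, over a range of 0.31 to 1). In *C. major*, H2 averaged 39.5 ± 35.6 in stress and 87.2 ± 2.82 in control, again with every stressed plant below every control plant (exact p = 0.1; log2 fold change -1.03, SE 0.52, adjusted p = 0.292), and H1 332.1 ± 323.5 and 211.2 ± 37.6 (0.75, SE 0.74, adjusted p = 0.638), where stress plant 2 had 1998.8 TPM of H1 at 4 am. Whether the change of H2 differs from that of H1, or between the species, was not tested. The call for H2 in *C. rosea* ended without stress plant 5 (-2.57, adjusted p = 0.0643), under edgeR's earlier quasi-likelihood pipeline (-2.69, adjusted p = 0.382) and under limma on TPM (-2.31, adjusted p = 0.308), over a range of 2.0e-06 to 0.453. In *C. major*, leaving out stress plant 2 gave a call for H2 (-2.03, adjusted p = 0.0145, over a range of 0.0145 to 0.708) and turned the sign for H1 (-0.41).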

Depending on the condition, *C. rosea* apparently shifts from daytime synthesis to nighttime activity (degradation mode), while *PHS1* is generally strongly induced in stressed *C. minor*. Such diurnal differences are absent in *C. major*, where all genes of the putative CAM-associated phosphorolytic route show highly fractionated homoeologs in addition to the accumulation of intronic TEs. The *cis*-regulatory evening element of plastidic phosphoglucomutase (*PGMP*/*PGM*) in H2 alters its expression pattern compared to its homoeologs in H1, where both alleles lack this motif and are activated in the morning (Fig. 6c). This aligns with the expected role of plastidic *PGM* in daytime starch biosynthesis. In contrast, the sub-functionalized genes in H2, especially the predominant allele most affected by transposable elements (Fig. 4d), shift towards evening expression, supporting the proposed phosphorolytic pathway of chloroplastic starch degradation.

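In control *C. major*, *PGMP* H1 was highest at 8 am, at 21.9 TPM ± 6.76 (SD, n = 3), against 10.4 ± 13.9 at 4 am, 5.54 ± 6.68 at 1 pm and 6.46 ± 2.99 at 7 pm. Of its alleles, Cmu04.g1288 was at 16.8 ± 4.16 at 8 am and between 4.06 and 6.02 TPM at the other times, and Cmu00.g15431 was at 5.17 TPM at 8 am and between 1.47 and 4.36. The 8 am level of H1 exceeded the mean of the other times by a log2 difference of 1.36 (95% interval -0.48 to 3.20, adjusted p = 0.693, edgeR), and that of the alleles by 1.49 (SE 0.97, adjusted p = 0.657) and 0.94 (SE 1.28, adjusted p = 0.962), none of which passed. H1 of *C. rosea* stayed at or under 2.86 TPM. In control plant 2 of *C. major*, one of the low-complexity plants, H1 was at 0 at 4 am and 1 pm.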

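In control *C. major*, *PGMP* H2 was highest at 7 pm, at 41.4 TPM ± 14.1 (SD, n = 3), against 17.1 ± 3.42 at 4 am, 20.2 ± 5.59 at 8 am and 29.0 ± 27.8 at 1 pm. The allele Cmu08.g106 was at 12.5 ± 11.1 at 7 pm, with plants at 16.2, 0 and 21.2 TPM, and at or under 4.02 ± 3.52 at the other times. The other allele, Cmu00.g14109, was the more abundant one, at 29.0 ± 5.21 at 7 pm and 27.2 ± 25.3 at 1 pm. The 7 pm level of H2 exceeded the mean of the other times by a log2 difference of 0.79 (95% interval -0.66 to 2.23, adjusted p = 0.79, edgeR), that of Cmu08.g106 by 3.13 (adjusted p = 0.256) and that of Cmu00.g14109 by 0.51 (SE 0.81, adjusted p = 0.964). From 8 am to 7 pm the log2 ratio of H2 to H1 rose by 1.71, 2.99 and 3.15 in the 3 control plants (mean 2.62 ± 0.79, exact sign-flip test, two-sided p = 0.25, the smallest that 3 plants allow). In control *C. rosea* H2 was at 26.6 ± 11.0 TPM at 7 pm and 24.9 ± 15.1 at 1 pm, means that lie within 1 SD of each other.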

As a conclusive piece of evidence, we investigated starch pool levels in the three species. We identified a higher starch pool in *C. major* at the end of the night compared to *C. rosea* and *C. minor* (Fig. 6d). Decreased nocturnal starch degradation would provide less substrate for nocturnal malate accumulation and, subsequently, a lower CO_2_ internal partial pressure in the leaves during the day, forcing *C. major* to open its stomata during the day as we observed (Fig. 1b). In line with this hypothesis, *C. major* also shows lower malate accumulation during the night compared to *C. rosea* (Fig. 6e). Interestingly, recent studies with mutants in starch metabolism (e.g., *PGMP* knockout) in *Kalanchoë fedtschenkoi* Raym.-Hamet & H. Perrier and *A. thaliana* revealed the plasticity of the plants to channel assimilates into soluble sugars compensating for deficiency in transitory starch synthesis and degradation^56,63,68,69^. In certain CAM plants these soluble sugars are degraded instead of starch to produce PEP^58,70^. The degradation of the soluble sugars fructose, glucose, and sucrose was found to be predominantly associated with nocturnal malate synthesis in *Clusia* species based on their oscillations^71^. In fact, while more stressful conditions induce CAM-related organic acid accumulation in all species to varying extents, their metabolic strategies in response to water limitation, however, differ drastically (Fig. 6f, Supplementary Fig. 13). *C. rosea* switches from high fructose and glucose pools to accumulating sucrose, which has osmo-protective properties and serves as an energy reserve for nocturnal CAM metabolism when photosynthetic activity is diminished under stress^72^. Remarkably, and in contrast to *C. rosea* and *C. minor*, *C. major* accumulates high levels of the potent compatible solutes raffinose and its precursor galactinol^73^ (Fig. 6f, Supplementary Fig. 13), indicating an alternative route for soluble sugar-storing CAM plants or an intermediate stage between C_3_ and CAM. The RFO sugar family is well described in C_3_ and C_4_ plants as an osmo-protectant and scavenger of oxidative stress during drought, heat and cold^69,73–75^.

### Diploidization of ancient polyploids underlies ecophysiological diversity of CAM

*Clusia* is the only known genus containing trees with typical dicotyledonous secondary growth that perform CAM. The genus is considered monophyletic but with a polyphyletic evolution of CAM, as the typical C_3_ physiology has been observed exclusively within one subclade^76^. CAM is therefore thought to have evolved convergently, at least twice (Fig. 1). However, taxonomic misidentifications and physiological inconsistencies (Supplementary Discussion 1) as well as the imprecise diagnostic methodology of plants performing any type of C_3_ + CAM subsequently biased the reconstruction of ancestral traits^6,77^. The question arises whether CAM evolution in *Clusia* resembles that in Crassulaceae or Portulacineae where CAM evolved monophyletically from a single C_3_-photosynthesis ancestor during radiation^78^ (Fig. 7a).

**Fig. 7:**
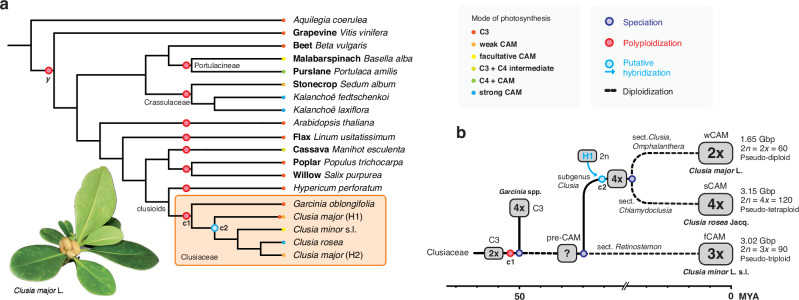
Cladogram of selected eudicots and the evolution of CAM physiotypes in *Clusia.* **a** Species tree (cladogram) of selected eudicot lineages inferred from 1845 gene trees via orthogroups. Sample size and hidden paralogy largely prevent any consideration as resolved phylogeny. Circles on the terminal branches illustrate the mode of photosynthesis of corresponding species. Known events of polyploidization cluster in close proximity to the Cretaceous-Paleogene (K-Pg) boundary^79,81^ (c1). The placement of the putative subgenomes of *C. major* (H1/H2) into different nodes indicates hybridization/allopolyploidization (c2) of a yet unknown origin/physiotype. **b** Schematic illustration of the evolution of CAM in Clusiaceae. CAM is only reported in the most species-rich genus of *Clusia*^6^. The ancestral physiotype of a putative monophyletic pre-CAM ancestor remains elusive. Different sections/subclades of our selectees allow independent long-term adaptation towards weak, facultative, and strong CAM. The c2-WGD event is likely independent in the subgenus *Clusia* given the phylogenetic age and linear correlations of both the chromosome numbers and genome sizes (Gbp/1 C), eventually resulting in descending dysploidy for *C. major* (i.e., chromosome number reduction). However, since the phylogenetic placement of speciation and polyploidization requires broader selections of species, it could also have occurred prior to the radiation of subclades as clustered in the species tree (**a**).

WGD events near the Cretaceous–Paleogene boundary in the clade of clusioids have been proposed as a response to periods of environmental and ecological upheaval^79^, coinciding with the putative origin of the family Clusiaceae^80^. In fact, *K*_*S*_ anchor pairs (synonymous substitutions in gene coding regions of syntenic paralogs) reveal that another, older, polyploidization event (hereafter named c1) occurred before the more recent one (c2, H1/H2). Two independent rounds of WGD are thus supported by the presence of evolutionarily distant collinear quadruplicated regions across all chromosomes in the haploid genome representation (Supplementary Fig. 14a). Relative timings of speciation and polyploidization events further indicate that the c1-WGD is shared within Clusiaceae (Supplementary Fig. 14b). Ongoing diversification could have conferred a selective advantage to some polyploids due to increased genetic variation and competitiveness, leading to their initial short-term survival and establishment^81^. Such polyploid formation may promote speciation and be accompanied by changes in gene expression and epigenetic remodeling, which in turn could have guided the key evolutionary innovation of (pre-)CAM in *Clusia*, as a trait distinct from C_3_ (Fig. 7b).

It has repeatedly been proposed that many polyploids have a higher stress tolerance and environmental robustness than diploids, which is supported by the observation that present-day polyploids often thrive in newly created, disrupted, or harsh environments^81^. Fractionation is a particularly important component of diploidization and post-polyploidy genome evolution because nearly all polyploids that persist experience gene removal and the resolution of duplicate gene networks. Although the forces and mechanisms that drive genic diploidization are not yet fully understood there is plenty of evidence that the process is generally not random with respect to parental subgenomes and types of genes that are retained or lost (i.e., biased fractionation)^35,62^.

All species/individuals investigated in this study seem to be functional diploids (i.e., polyploid organisms that functionally mimic diploids in a way that, despite having multiple sets of chromosomes, genes may be silenced or expressed in a balanced manner) of a tetra-, hexa-, or octoploid origin (Supplementary Fig. 3). Chromosomal studies^82^ also indicate *x* = 30 as the base chromosome number for the genus *Clusia*, suggesting that the original genome(s) of initial polyploids have been extensively diploidized. Two ancient rounds of WGD would allow for two separate cycles of diploidization under different atmospheric/climatic conditions (Supplementary Fig. 15). We therefore propose that polyploidization contributed to increased evolutionary plasticity within *Clusia*, whereby lineage-specific diploidization differentially shaping CAM-associated traits, without necessitating a present-day correlation between genome size and CAM strength, consistent with previous findings^21^. Given the c2-WGD event during genus evolution (with or without hybridization of taxa that are the donors of the putative subgenomes H1/H2), we hypothesize that at least the most recent diploidization cycle may have played a crucial role in the evolution of CAM physiotypes in *Clusia*, by directing subclade-specific, independent long-term adaptation towards weak, facultative, and strong CAM (Fig. 7b).

Our selected species are not closely related and each represents a different section within the genus (Fig. 1a) with distinct distribution areas across a wide range of ecosystems^2,83,84^. Distinct distribution areas are indicative of different ecological niches or selective pressures that the ancestors of our extant taxa were exposed to. As post-WGD adaptation proceeds, selection to maintain dosage balance and stoichiometry will relax over time, allowing duplicated networks to be rewired and to evolve novel functionality and increase biological complexity^81^. While *C. rosea* can be found in harsh, dry, and salty environments^85^, which might explain its high WUE and strong CAM phenotype, *C. major* is endemic to the islands of the Lesser Antilles^86^, which, in turn, may represent the absence of a selective pressure to evolve or maintain a strong CAM phenotype. When duplicated gene copies within specific pathways were adapted (sub-/neofunctionalization), phased out (intronic TEs) or lost (non-functionalization via fractionation), these could no longer contribute to an efficient CAM metabolism. Eventually, this could have forced *C. major* back to an energetically favorable C_3_-like behavior but with mixed CAM elements remaining intact.

Whether an ancestral physiotype originated as strong CAM (and experienced several reversals^76^) and/or as a C_3_ + CAM intermediate^78,87^ remains an open question in the genus. However, the consecutive occurrence of polyploidization and diploidization would provide a general mechanism for the nascent expression of (pre-)CAM elements in C_3_ plants^5,87^ which, once established, emerges a qualitatively distinct phenotype as required for the metabolic reprogramming that links breakdown of storage carbohydrates to the process of net dark CO_2_ fixation in strong CAM plants^8^.

Future research on accurate diagnosis, well-resolved phylogenies, and trait evolution in large surveys across CAM/CCM lineages together with comparative genome evolution, physiological transitions, and multiomics in closely related species or even populations may further clarify the evo-ecophysiological diversity and origin of CAM, or even other CCMs^6,88,89^. This could transform our current understanding through the discovery of remnants of the proposed mechanisms in agriculturally valuable crops. *Clusia* is an ideal model system for studying the remarkable plasticity and diversity of these neotropical trees and their C_3_ + CAM subtypes or discrete phenotypic phases^87^ of evolutionary trajectories of CAM.

## Methods

### Origin, documentation and identification of plant material

The studied *Clusia* accessions were obtained from the collection of the Molecular Systems Biology lab at the Department of Functional and Evolutionary Ecology, University of Vienna, including the living collection originally curated by Ulrich Lüttge. Our laboratory maintains a backup of this *Clusia* collection, with the primary collection still housed at the Botanical Garden of the Technical University Darmstadt, Germany. Cuttings of the entire collection were transferred to the greenhouse of the Department of Functional and Evolutionary Ecology, University of Vienna and cultivated and propagated there. Initially the greenhouses were located at UZA1, Althanstrasse 14, 1090 Vienna, and as of 2021, the plants were transferred to the new greenhouse at the UBB, Schlachthausgasse 43, 1030 Vienna.

Voucher specimens of the cultivated species were prepared following standard herbarium practice and preserved as dried specimens and/or flowers in 70% ethanol, and permanently stored in the herbarium of the Natural History Museum Vienna. Digital images of the voucher specimens and photos of the corresponding living plants are available at the international herbarium database JACQ. Herbarium vouchers for the three sequenced specimen are W0391620 (https://w.jacq.org/W0391620, *C. major* L.), W0391623 (https://w.jacq.org/W0391623, *C. minor* L. s.l.), and W0356382 (https://w.jacq.org/W0356382, *C. rosea* Jacq.). All other relevant specimen vouchers including links to virtual herbaria sources are documented in Supplementary Table 1.

Identification of *Clusia* is notoriously difficult, especially when sterile, but the studied plant species *C. major*, *C. minor* s.l. and *C. rosea* could successfully be identified by consulting relevant floras, revisions and other literature^85,86,90^ and by comparison with authentic specimens in the collection of the herbarium of the Natural History Museum Vienna. See Supplementary Discussion 1 for detailed information on the identification of these plants.

### Molecular barcoding

Leaf material from individuals of our *Clusia* collection were physically homogenized by grinding in liquid nitrogen with the addition of 2–3% m/m PVPP. DNA extraction was performed according to the DNeasy Plant Pro Extraction Kit from Qiagen N.V., Germany (ID 69204). PCR amplification of the ITS locus was done using the primer pairs of ITS1 (5´- TCC GTA GGT GAA CCT GCG G − 3´) and ITS4 (5´- TCC TCC GCT TAT TGA TAT GC − 3´), which flank the ITS1, 5.8S rDNA, and ITS2 sequences of a plants ribosomal DNA. Reactions were performed according to the protocol of the Phire Hot Start II Polymerase (Thermo Fisher Scientific, MA, USA) and additionally treated with 3% of dimethyl sulfoxide (DMSO). PCR products were purified using the silica-based PCR Clean-Up Kit (GeneMark, Hopegen Enterprise, Taiwan). A qualitative analysis of DNA yield and purity was conducted using NanoDrop, Qubit and gel electrophoresis.

Sanger sequencing of the amplified probes was performed in both directions using the Mix2Seq-Kit NightXpress (Eurofins Scientific SE, Luxembourg). Quality-controlled consensus sequences were aligned together with existing markers using MUSCLE (v3.8.1551)^91^ and trimmed for phylogenetic analysis via trimAl (v1.5)^92^. IQ-TREE (v2.4.0)^93^ was accelerated for maximum likelihood tree generation by using the GTR + G model with 1000 bootstrap replicates. The BASH script can be found on GitHub/Zenodo^94^. GenBank accession numbers for newly created ITS markers and all reference sequences used for the analysis are documented in Supplementary Table 1.

### DNA extraction and whole-genome sequencing

For the extraction of high molecular weight (HMW) gDNA the Nanobind Plant Nuclei Big DNA Kit from Circulomics (PacBio, CA, USA) was used according to the manufacturer’s instructions (v0.18; 10/2018). In brief, plant nuclei were pre-isolated from snap frozen plant tissue, which was ground into fine powder in N_2(l)_ and submerged in freshly prepared nuclear isolation buffer (NIB). The homogenate was gravity filtered through five layers of Miracloth and subsequently centrifuged at 3000 ×g (*C. major*) or 2600 × *g*(*C. minor*; *C. rosea*), according to the estimated genome sizes, to obtain a homogeneous nuclei suspension, which was washed three times using NIB. After the enzymatic removal of proteins and RNA (Proteinase K, RNase 1), the nuclei were incubated for lysis in a nuclear lysis buffer. Free nucleic acids were bound to magnetic nanodisks, washed three to five times, and eluted in the elution buffer supplied with the kit. Because of low initial yields, DNA extractions from *C. rosea* were repeated and included the same protocol for nuclei pre-isolation as described above but relied on a self-made nuclear envelope lysis buffer (5 mM HEPES, 1.5 mM MgCl_2_, 0.2 mM EDTA, 0.5 mM DTT, 300 mM NaCl, pH = 7.9) and a standard phenol/chloroform/isoamyl-alcohol (PCI) extraction protocol instead of the magnetic disk-based extraction. Chloroform phase separation was repeated three times to ensure thorough removal of residual phenol. DNA was precipitated in 0.3 M NaCl and isopropanol at room temperature (RT) for 1 h and finally eluted in 50 µL nuclease free water. DNA quality and quantity were determined via measurement on a NanoDrop photospectrometer and Qubit fluorometer. Gel electrophoresis and a fragment analyzer (Thermo Fisher Scientific, MA, USA) were used to assess DNA integrity and fragment length. DNA was stored at 4 °C until sequencing. Detailed results can be found in Supplementary Data 9.

Library preparation and DNA sequencing was conducted by the Next Generation Sequencing Facility at Vienna BioCenter Core Facilities (VBCF, Vienna, Austria) using a PacBio Sequel II instrument (Pacific Biosciences of California, Menlo Park, CA, United States) and following library preparation methods for continuous long-reads (CLR). Sequencing/raw read statistics are provided in Supplementary Data 1.

### HiC extraction and sequencing

For DNA crosslinking, finely ground leaf powder was suspended in 50 mL 1% paraformaldehyde in 1× phosphate buffered saline solution (PBS; pH = 7.4) and incubated for 20 min at RT under periodic vortexing. In order to stop the fixation process, 0.5 g glycine was added and the homogenate was incubated at RT for 15 min. Samples were washed three times with PBS and centrifugation at 1000 × *g* for 1 min. Approximately 10 g of crosslinked leaf powder were transferred to a clean 15 mL tube, frozen, and shipped to Phase Genomics (Phase Genomics, WA, USA) for further extraction and sequencing. DNA extractions, proximity ligations, library preparations and sequencing were performed by Phase Genomics (WA, USA).

### Genome assembly

First draft assemblies were carried out via FALCON-kit (v1.8.1) and FALCON-unzip (v1.3.7)^23^ using all raw reads longer than 500 bp. A second polyploid assembly was performed with Canu (v2.1.1)^26^ to acquire error corrected reads for ploidy estimations and to check for haplotype confusions. Details regarding configuration parameters can be found on GitHub/Zenodo^94^. All quality assessments were conducted using the tools BUSCO (v5.2.2)^24^ with the orthologous dataset eudicots (odb10). For *C. major*, duplicated primary contigs with genomic regions of high heterozygosity and artefacts were removed from the haploid primary assembly using purge_haplotigs (v1.1.2)^28^. PacBio long-reads were first aligned to the draft assembly with minimap2^41^ and read-depth based identification of purge candidates was performed using low, middle, and high cutoff values of 30, 145, and 300, respectively. Repeat annotations were further used to assist in the haplotig reassignment process. The curated primary contigs and associated haplotigs (including reassigned sequences) were phased via FALCON-phase (v1.2.0)^29^ by utilizing HiC proximity data.

For scaffolding, we created a comprehensive pipeline taking the predominant pseudo-haplotype assembly and HiC reads as input. The process of contig partitioning and scaffolding was accomplished with ALLHiC^30^, a method to assemble allele-aware chromosomal-scale genomes of polyploid plants. The final manual curation of our genome including re-mapping of HiC reads was conducted using a modified version of the software suite Juicer^31,32^. The pipelines are written in BASH and are deposited on GitHub/Zenodo^94^. Intermediate results, HiC contact maps and overall statistics are provided in Supplementary Data 2–4. Final assemblies are deposited at NCBI and on Figshare^95^.

### Repeat modeling and masking

For repeat identification, a de novo repeat library was created via RepeatModeler (v2.0)^96^ used for identification and classification of TEs based on the draft genomes and, finally, sequences were masked via RepeatMasker (v4.1.2)^97^. For *C. major*, a pipeline written in BASH handled the serial annotation of repeats using several libraries with different levels of priority, including simple/low complexity reads, well-curated repeats from Ensemble nrTEplants (v0.3)^98^, and classified and unknown *Clusia*-specific repeats via de novo library. The resulting repeat orders and superfamilies were reclassified^99^. Custom scripts were created or adapted to calculate Kimura 2-Parameter substitution levels and intronic repeat lengths via ‘bedtools intersect (v2.31.0)’ (calcDivergenceFromAlign.pl, ClusiaDB.repeats.R). Results are stored on Figshare^95^.

### Gene annotation

Ab initio gene model prediction was done on softmasked draft genomes via BRAKER2 (v2.1.5-m)^100^ using curated proteins from OrthoDB of all land plants (Viridiplantae). For *C. major*, several pipelines handled the preparation of various extrinsic sources and structural gene annotation of both the primary assembly and associated haplotigs. RNA-seq based preparation was done using HISAT2^101^ and StringTie^102^ for genome-guided transcript assembly in addition to Trinity^103^ for stranded de novo transcriptome assembly. Full-length transcripts were further processed using PASA^104^ and ORF prediction was conducted via TransDecoder (v5.5.0). Homology-based gene prediction was accomplished via GenomeThreader using protein sequences from Viridiplantae. EVidenceModeler (EVM)^105^ was used to compute weighted consensus gene annotations from all combined data sources. UTR annotations and alternatively spliced isoforms were added to the predicted gene models using PASA. About 10,000 models were filtered out based on minimum protein length (>= 50 bp), spanning gaps, or hits to known transposable elements by utilizing the algorithm of funannotate (v1.8.15). More detailed instructions and all pipelines in this section can be found on GitHub/Zenodo^94^.

Functional gene annotation was conducted on the basis of a custom BASH pipeline complemented with Python scripts making use of the publicly available databases uniport swissprot, interpro and eggnog. Gene models were further filtered based on functional annotation: (a) keep all PASA models having any transcript evidence, (b) keep valid curated functions (uniprot hits from non-PASA models), and, from the rest, (c) keep only those models having protein similarity (pident) >40%, query and subject coverage >50% based on Viridiplantae orthologs from eggnog. The final annotation files (GFF3, exons, CDS, translated proteins) are deposited on Figshare^95^.

### Pseudogene identification

High confidence genes were selected from the primary assembly based on similarity ( > 40%) and query/subject coverage ( > 50%) to manually curated proteins from uniport swissprot. Based on these parent genes, the identification of pseudogenes were conducted using an altered version of PseudoPipe^36^. Overlaps to annotated gene models were intersected via bedtools (v2.31.0) and further validated for downstream analysis. Both the pseudo-haplotypes and CANU assembly were mapped to the pseudogenized genes to screen for haplotype confusions - particularly within CAM-related loci. Pseudogenic regions lacking CANU alignment or exhibiting large deletions were filtered out as evidence of erroneous mixing, collapsing, or switching between haplotypes. Data integration and filtering were done via R as part of the *Clusia* database (ClusiaDB.pseudogenes.R). A list of identified pseudogenes is provided in Supplementary Data 5.

### Flow cytometry

Fresh leaf material of both, the *Clusia* spp. and standard samples, were co-chopped in Otto´s isolation buffer^106–108^. The resulting isolate was filtrated through a nylon mesh (30 µm pore size) and incubated at 37 °C with RNase (final concentration 0.15 mg/mL, *Sigma-Aldrich GmbH*) for 30 min. Propidium iodide supplemented Otto´s staining buffer was added and measurement took place after an about one hour incubation period at refrigerator temperature. *Pisum sativum* (4.42 pg/1 C)^109^, *Solanum pseudocapsicum* (1.295 pg/1 C)^110^, and *Capsicum flexuosum* (7.44 pg/1 C) served as internal standard organisms. For measurement two Partec/Sysmex flow cytometers were used, either a CyFlow ML (100 mW, 523 nm, Cobolt Samba Laser, Cobolt AB, Stockholm, Sweden), or a CyFlow SL (30 mW, 532 nm laser, Partec, Muenster, Germany). The *Clusia* spp. C-values were calculated from the peak´s mean fluorescence intensities ( = peak position on the x-axis, FI) as follows:

1 $$1{{\rm{C}}}-{{{\rm{value}}}}_{{{\rm{Object}}}}=	 ({{{\rm{G}}}}_{0/1}{{\rm{FI}}}\,{{\rm{peak}}}\,{{{\rm{position}}}}_{{{\rm{Object}}}} \\ 	 /{{{\rm{G}}}}_{0/1}{{\rm{FI}}}\,{{\rm{peak}}}\,{{{\rm{position}}}}_{{{\rm{Standard}}}})\ast 1{{\rm{C}}} -{{{\rm{value}}}}_{{{\rm{Standard}}}}$$

### Karyotyping

Chromosome numbers were established based on the analysis of chromosome spreads (several preparations and at least five intact spread cells): Actively growing root meristems were pretreated with 8-hydroxyquinoline for 3 h at RT and 3 h at 4 °C, fixed in 3:1 ethanol:glacial acetic acid, and stored at –20 °C. An enzymatic digestion method was used to prepare chromosomal spreads^111^. Chromosomes were stained with DAPI (4’,6-diamidino-2-2phenylindole; 2 ng/µL) and mounted in Vectashield antifade medium (Vector Laboratories, Burlingame, USA). Preparations were analyzed with an Axiolmager M2 epifluorescent microscope (Carl Zeiss, Vienna, Austria) equipped with a CCD camera to capture images using AxioVision (v4.8) (Carl Zeiss, Vienna, Austria). Selected images were used to prepare karyotypes in Corel PhotoPaint X8.

### Genome profiling and read-based ploidy level estimation

The basis for this analysis was built on the error-corrected trimmed long-reads assembled from Canu^26^. K-mer frequencies were counted using a specific version of the tool KMC^112^. We counted the 21-mer coverages between the range of 1–1,000,000 and extracted the histogram values for GenomeScope2 and smudgeplot^25^. For smudgeplot, the k-mer databases were reduced to a range between lower (filter erroneous k-mers) and upper bounds (filter highly repetitive sequences), visually gathered by inspecting the plots from GenomeScope. For *C. major* and *C. minor*, the lower bound value from automatic detection was overruled and decreased to L = 20 because we have sufficient coverage. For *C. rosea*, a lower limit of L = 10 was set as a trade-off between covering the heterozygous peak while potentially including more erroneous k-mers.

### Transposon-mediated subgenome separation

Kmer-based mapping of subgenomes in the putative allopolyploid primary assembly were conducted using the “Kmer-based-Subgenome-Mapping” algorithm^33^ with a k-mer size of 13 and a cutoff of 100 for *C. major* and 150 for the positive control of allotetraploid cotton (*G. hirsutum*). Homoeolog pairs were set as colored in Fig. 2. For comparative genomics, we introduced the arbitrary groups H1 (homoeolog 1) and H2 (homoeolog 2) by assigning each syntenic chromosome pair based on the size affected by the transposons. This facilitates the handling of homoeologs in further analyses but does not allow global subgenome-dependent interpretations.

### Synteny-based WGD analysis and K_S_ age distributions

The analysis was conducted using the tools bundled in wgd (v2)^113^. Divergence time estimation among seven species was done using PAML/ MCMCTREE with LG+Gamma model for protein alignments. Fossil calibrations and time restrictions were taken from TimeTree^114^. The results were incorporated in Supplementary Figs. 14 and 15. More detailed instructions and all pipelines can be found on GitHub/Zenodo^94^.

### Comparative genomics

Orthogroup clustering and species tree inference was conducted with OrthoFinder2^39^ on 51 plant species across the clade of vascular plants. Coding sequences (CDS) and their translated protein sequences were downloaded from NCBI Genbank/RefSeq, Phytozome or genome specific repositories. The groups H1/H2 of *C. major* were treated as different species in order to later distinguish between homoeologs and other paralogs^115^. A comprehensive list of species/accessions used for orthogroup sampling as well as results of all comparative genomic analyses are included on Figshare^95^.

Syntenic orthogroups and pangenes among *Clusia* species were inferred via GENESPACE (v1.2.3)^40^ using *Vitis vinifera* as outgroup and H1/H2 as separate species to connect positional homoeologs of the putative subgenomes of *C. major*. A second run was performed without outgroup and group separation for within species synteny and riparian plots. Configuration parameters are documented on GitHub/Zenodo^94^ (script: genespace.R). In brief, GENESPACE compares protein similarity scores into syntenic blocks using MCScanX^116^ and again uses Orthofinder^39^ to search for orthologs/paralogs within synteny constrained blocks. The forked and slightly modified software was also utilized to create riparian plots (ClusiaDB.synteny.R).

Genome-wide nucleotide alignments were performed with minimap2^41^ using the pseudo-haplotypes and CANU contigs of *C. major* as well as the draft genomes of the other species as individual sources against the primary chromosome level assembly as reference. Modes asm5 and asm10 were defined for the contigs/haplotypes and *C. minor*/*C. rosea*, respectively, to account for different extents of sequence divergence. MSAs of selected genes/promoters of interest were generated using the ClustalOmega algorithm implemented in the R package msa. For plotting with ggplot2 the R packages msavisr and ggmsa were used with slight modifications. Alignments are provided on Figshare^95^.

### *Cis*-regulatory motif analysis

Promoters of CAM-related genes for the three *Clusia* species were included in the motif analysis. Promoter sequences were defined as 1.5 Kb upstream of the predicted transcription start site (TSS). TSS were predicted using TTSFinder^117^. Low complexity regions and simple repeats were hard-masked. Promoters were scanned for transcription factor binding motifs associated with circadian oscillations using the FIMO algorithm implemented in the MEME suite^118^ with a 0-order Markov background model generated from a random subset of genes. Position weight matrices (PWMs) for the motifs from *A. thaliana* were downloaded from JASPAR (v9) or PlantTFDB (v4.0). A list of identified motifs is provided in Supplementary Data 8.

### *Clusia* panomics database

A pipeline written in R (v4.2.1) via the package tidyverse handles the resolution of homoeologs, the interspecies pangenome, and selection of CAM-relevant gene families, to account for different genome/annotation qualities, by integrating various genomic data sources and relevant literature. In addition to orthogroups, syntenic pangenes, and functional annotation, we used contig phasing information and sequence alignments to define positional homoeologs and homoeologous groups (syntenic orthogroups having one reference gene) within the primary chromosome level assembly and further map the alleles (haplotypes) of *C. major* and the homologs of *C. minor* and *C. rosea* (handles “non-syntenic”/unresolved genes due to short sequences of draft genomes, gene artefacts, etc.). Resolved/unambiguous gene relationships are then propagated to the next higher level (groups and gene families). Gene families are defined from orthogroups having at least half of all sampled species present to handle lineage/species-specific likely paralogous orthogroups containing neofunctionalized or, more likely, solely fragmented genes.

Automatic selection of CAM-relevant gene families is based on multiple identifier (EC-number, Arabidopsis gene loci, and UniprotID) gathered by inspecting relevant literature and stored along other metadata in a dedicated settings file (metadata.xlsx). The R script (ClusiaDB.init.R) creates the main dataset (data.tsv) which builds the basis to integrate all further multiomics data (see below). The entire pipeline can be executed by running the script ClusiaDB.R.

The *Clusia* database is structured so that certain raw data are processed in twelve R subscripts (notation: ClusiaDB.*.R). These subscripts then organize their own plots and feature matrices like for ClusiaDB.pseudogenes.R: Fig. 3c, Supplementary Data 5. These features are then further integrated within the main data frames and are described elsewhere. Supplementary Table 4 illustrates how the raw datasets^95^ are incorporated into the programmatic generation of figures and tables. The commented R code is available in on GitHub and Code Ocean, where it is built into a dedicated compute capsule.

Processing and visualization of data showing diploidization is organized in a separate R subscript (ClusiaDB.diploidization.R). The script calculates genome-wide *z*-scores and creates a feature/data matrix of intron length, repetitive elements within introns, pseudogenized gene models, and number of genes per homoeologous group within each gene family, which is incorporated in Fig. 4a, Supplementary Fig. 7, Supplementary Data 6.

The signals of diploidization were used to perform GO term enrichment/over representation analyses (ORA). Inputs were selected based on all CAM-relevant genes and subsets for the individual enrichments “Genic diploidization”, “Intron/repeat length”, and “Conserved genes”, respectively. The orthologs of *A. thaliana* from gene families matching those criteria were used for each ORA with clusterProfiler (v4.12.6)^119^. The org.At.tair.db was utilized as background model with BH adjustment method, 0.05 for *q*-value, and 0.01 as *p*-value cutoff. The script ClusiaDB.enrichment.R handles the calculation and visualization incorporated in Supplementary Fig. 6.

Gene counts per family for each species or homoeologous group are based on the diploid outgroup *Vitis vinifera* L. according to the formular:

2 $$	{{\rm{Gene}}}\,{{\rm{counts}}}\,{{\rm{per}}}\,{{\rm{family}}}\,{{\rm{for}}}\,{{\rm{each}}}\,{{\rm{species}}}\,{{\rm{or}}}\,{{\rm{homoeologous}}}\,{{\rm{group}}}=\\ 	 1.0-(\#{{\rm{Outgroup}}}{-}\#{{\rm{SpeciesOrGroup}}}) \, / \,\#\left.{{\rm{Outgroup}}}\right)$$

Over dispersed gene families having more than 8*ploidy genes per homoeolog/species were filtered out (e.g. transposase) and the outgroup needs to have at least one gene present (script: ClusiaDB.counts.R).

### Plant cultivation and physiological phenotyping

The plants were cultivated under a common garden environment featuring a median temperature of 28 °C during daytime and 22 °C during nighttime, with a median day air humidity of 60% and a global irradiation of 250 PPFD (photosynthetically active photon flux density 400–700 nm) using solar spectrum simulating LEDs (Valoya Inc.). The plants grew in pots with a water supply of approximately 20% water volume and a soil composition of common gardening humic soil (Kranziger), Perlite, Seramis and quarz sand (1:1:1:0.5). Detailed conditions for cultivation as well as all further experimental parameters are listed in Supplementary Table 3.

To evaluate physiological phenotypes, titratable acidity and gas exchange experiments were conducted under highly controlled conditions in a climatic chamber (Fytochamber, PSI, CZ). Microclimatic parameters followed a diurnal cycle as measured in the OpenGreenhouse experiment (i.e., length of photoperiod, average day/night temperatures and relative humidities). Ambient light conditions were set to 300 PPFD at sampling/measuring height and monitored using an Apogee 520 full spectrum quantum sensor to apply just saturating light. We used 50 –70 cm high, 5 years old mature plants grown in 24 cm pots from the same collection as the sequenced samples. Soil water content of each individual was measured continuously using ML3 theta probes (Delta T Systems, Cambridge) to facilitate precise daily watering. The exact conditions including ambient VPD (water vapor pressure deficit [kPa]) and DLI (daily light integral [mol m^−2^ d^−1^]) are listed in Supplementary Table 3. Raw data of physiological measurements are deposited on Figshare^95^.

### Titratable acidity experiment

Three biological replicates per species were incubated for 6 weeks at 25–30% soil water volume until first sampling took place (well-watered). Irrigation of the same individuals was then gradually reduced to slowly reach a soil water volume of exactly 10%. After two weeks, the second sampling was performed over a full 24-h cycle (drought conditions). Depending on species and leaf size/thickness, two to four leaf disks from three to five leaves were pooled per sample/replicate and harvested at five timepoints (9 pm, 6 am, 9 am, 6 pm, and 9 pm). A total of 90 samples were then processed using standard hot water extraction and titrated in three technical replicates via photometric assays^120^. 40–50 mg of ground leaf material was incubated in 500 μL MilliQ water at 80 °C for 30 min while shaking. After centrifugation at 21,000 xg for 8 min, the supernatant was collected. Titratable acidity was measured using bromothymol blue (Carl Roth) as a pH indicator: 10 μL of extract was mixed with 90 μL degassed MilliQ and 4 μL bromothymol blue (1 mg/mL stock). Samples were titrated with 10 mM NaOH in 1 μL steps. After each step, absorbance at 445 nm and 615 nm was recorded using the Multiskan plate reader (Thermo Scientific). Based on the 615/445 ratio of buffer standards (pH 4.6–7.8), the pH of analyzed extracts was determined. From the volume of NaOH required to titrate extracts to pH 7.0, the titratable acidity was calculated. Statistical testing was performed using two-way ANOVA and Tukey HSD. Data processing and visualization were done via R (ClusiaDB.experiments.R). The results and environmental conditions were incorporated in Fig. 1c and Supplementary Fig. 1.

### Plant leaf stomatal conductivity and gas exchange

In another phenotyping experiment, gas exchange (net CO_2_ assimilation and stomatal water conductivity) was measured under identical drought conditions by infrared gas analysis (IRGA), using the WALZ GFS3000 (Walz GmbH, DE). Leaves were enclosed in a leaf clamp chamber where CO_2_, T°C, rh (relative humidity %), and irradiation were controlled and CO_2_ net assimilation rate (calculated using the following equation) as well as H_2_O evaporation (stomatal water conductance, GH_2_O) were monitored and logged over a period of more than 24 h at a frequency of 5 min between recordings.

3 $${{{\rm{CO}}}}_{2} \, {{\rm{net}}}\,{{\rm{assimilation}}}\,{{\rm{rate}}}={{{\rm{CO}}}}_{2} \, {{\rm{assimilation}}}-{{{\rm{CO}}}}_{2} \, {{\rm{respiration}}}$$

For zero offset corrections, we applied a triple repetition of ZPIrga and ZPCuv, and performed 3 measurements with empty cuvette before and after each measurement run to record initial and emerging deviations. Before the experiment, the gas analysis device was sent to the manufacturer for complete checkup and recalibration. For *C. rosea*, we exhibited artefacts like oscillating and negative values for water stomatal conductance that are likely caused by low evapotranspiration of the upper leaf surface in combination with large differences of air water content and relatively small measurement area (Lycor and WALZ online manuals). Therefore, all plots were averaged over 5 values showing measuring points approximately every 20 min and negative values of GH_2_O were manually corrected to zero. Data processing and visualization were done via a custom R script (ClusiaDB.experiments.R).

### Open greenhouse experiment

Plant material for experimentation was generated by producing a total of 48 cuttings from mother plants. *C. major*, *C. minor*, and *C. rosea* were propagated in a clonal fashion from those plants, which we used for DNA extractions and genome sequencing. Cuttings were cultivated in the greenhouse for eight months until all plants reached at least a four-leaf stage, and they were then randomly divided into two groups. The experiment was conducted during a sunny summer week in July 2021. For one week, one group was exposed to direct sunlight. There was no precipitation, and the plants were not irrigated. The other group was placed beneath a shaded cultivation table and each pot received 50 mL of water each day, corresponding to 60% field capacity (approx. 30% soil water). Via soil moisture, photosynthetic active radiation (PAR), and temperature loggers (placed in the shade), connected to Arduinos and a Raspberry Pi, we continuously monitored environmental parameters (GitHub/Zenodo^94^, Figshare^95^). Chlorophyll fluorescence (PSII quantum yield, PSII NPQ non-photochemical quenching) as well as ambient light radiation (PPFD), ambient temperature (°C), relative air humidity (rh%) and leaf differential temperature were monitored on site every other hour using the MultispeQ V2.0 (*PhotosynQ Inc*.). We then selected six uniform cuttings from each plant species based on DLI (three replicates per group). On July 15th 2021, we started sampling leaf tissue on four time points across a 24-h period, at 4 am, 8 am, 1 pm, and 7 pm, respectively. We used sterile punch pliers with a 5 mm diameter to punch four holes into one leaf of each plant. At each time-point a new leaf section (with respect to the main nerve) was used to reduce the amount of injury related signals. The leaf tissue was transferred into 2 mL centrifuge tubes and was immediately snap-frozen in liquid nitrogen and stored at −80 °C for subsequent multiomics analyzes.

### Transcriptomics

Plant material was ground in liquid nitrogen and ~50 mg of leaf powder per sample were used for RNA extraction. All solutions were prepared with DEPC treated water. RNA was extracted using a phenol:chloroform phase separation and LiCl precipitation-based protocol^121^ with an adapted extraction buffer (2.5 M NaCl, 2.5% PVP, 100 mM Tris, 25 mM EDTA, 2.5% β-mercaptoethanol and 2% SDS)^122^. RNA concentration and quality were determined via spectral measurements on a Nanodrop-2000 UV spectrophotometer (Thermo Fisher Scientific) and via a fluorimetric assay on an Qubit ™ 4 Fluorometer (Thermo Fisher Scientific) with a RNA High Sensitivity Assay kit (Invitrogen by Thermo Fisher Scientific), according to the manufacturers’ instructions. Total RNA was sent to the Vienna Biocenter Core Facilities for further QC, purification using “AMPure” beads, RNA library preparations, and 150 bp paired-end Illumina sequencing on a NovaSeq S4 system.

Sample preprocessing was conducted using fastp (v0.23.2)^123^ with the parameters “-q 30 -l 80 --detect_adapter_for_pe”. The trimmed paired-end reads for each sample were aligned to repeat-masked *Clusia* assembly. STAR (v2.7.10b)^124^ and RSEM (v1.3.3)^125^ with custom parameters accomplished read alignment and allele-aware estimation of normalized transcripts per million (TPM) (GitHub/Zenodo^94^, Figshare^95^). Data matrices for downstream analyses were constructed and integrated via custom scripts in R (ClusiaDB.transcriptomics.R).

### Proteomics

Proteins were extracted from MCW metabolite extraction pellets^126^. Total protein was dissolved in 6 M urea and 5% SDS and protein concentration was determined using the bicinchoninic acid assay (BCA method)^127^. Proteins were pre-fractionated by 1D SDS-PAGE (40 µg of total protein were loaded onto the gel), trypsin digested, and desalted using Pierce C18 tips (Thermo Fisher Scientific). Purified tryptic peptides, dissolved in 0.1% formic acid (v/v), were separated via reversed-phase HPLC using a Thermo Scientific Dionex Ultimate 3000 nano RPLC system connected to a benchtop Quadrupole Orbitrap mass spectrometer (Q-Exactive Plus). The LC eluent entered the mass spectrometer via an Easy-Spray ion source at 1.9 kV. The LC employed a heated Easy-Spray analytical column (PepMap RSLC C18) at 55 °C, with a flow rate of 300 nL/min. A two-hour LC gradient method was applied, transitioning from 5% to 50% buffer B (79.9% ACN, 0.1% formic acid, 20% ultra-high purity MilliQ water), followed by a rapid shift to 80% buffer B over 5 min. Buffer A contained 0.1% formic acid in MilliQ water. Mass spectra, acquired in positive ion mode using a top fifteen data-dependent acquisition (DDA), had resolutions of 70,000 (full MS) and 17,500 (MS/MS) at m/z 200. For MS/MS fragmentation, normalized collision energy (NCE) was stepped at 27%, 30%, and 33%, with dynamic exclusion at 60 s. Unassigned and +1, +7, +8 and > +8 charged precursors were excluded. Raw mass spectra were correlated against our *Clusia* database containing annotations and decoy/contaminated sequences using the SEQUEST algorithm in Proteome Discoverer version 1.3 (Thermo Fisher Scientific). Peptides were considered a significant hit when the peptide confidence was high, which is equivalent to a false discovery rate (FDR) of 1%, and the Xcorr threshold was established at 1 per charge (2 for +2 ions, 3 for +3 ions, etc.). Variable modifications were set to acetylation of the N-terminus and methionine oxidation, with a mass tolerance of 10 ppm for the parent ion and 0.8 Da for the fragment ion. Two missed or non-specific cleavages were permitted. There were no fixed modifications, as dynamic modifications were used. The identified proteins were quantitated based on total ion count and normalized using the normalized spectral abundance factor (NSAF) strategy^128^. The reference database as well identified protein quantities are provided on Figshare^95^. Data matrixes for downstream analyses were constructed, integrated and visualized via custom scripts in R (ClusiaDB.proteomics.R).

### Metabolomics

Polar metabolites were extracted from 15 mg of frozen plant tissues using ice-cold methanol, chloroform and water (MCW; 2.5:1:1 (v/v))^126^. 5 µL of 10 mM pentaerythritol (PE) and phenyl-β-D-glucopyranoside (PGP) were added as internal standards. After ultrasonication (20 min, 4 °C) and centrifugation (4 min, 4 °C, 14,000 g) supernatants were transferred to a new 1.5 mL tube. This procedure was repeated twice, supernatants were combined, and 350 µL of water were added to induce phase separation. After centrifugation, the upper phase was transferred to a new 1.5 mL tube and dried by vacuum-centrifugation for 5 h. The dried pellet was dissolved in 20 µL of methoxyamine hydrochloride solution (40 mg/mL in pyridine) and incubated at 30 °C for 90 min with shaking. MSTFA (80 µL) was then added and the mixture incubated at 37 °C for 30 min with vigorous shaking. Prior to GC–MS analysis, an even-numbered alkane solution was spiked into each sample to generate retention indices^129^. An Agilent 7890B gas chromatograph equipped with a LECO Pegasus BT-TOF mass spectrometer (Leco) was used to perform metabolite analysis. 1 µL of derivatized sample was injected into the heated (240 °C) Split/Splitless inlet equipped with an ultra-inert single tapered glass liner with deactivated glass wool (Agilent Technologies) and a split ratio of 1:15 was used. Separation of metabolites was performed on a Restek Rxi-5Sil MS column (length: 30 m, diameter: 0.25 mm, thickness of film: 0.25 µm) using helium as carrier gas with a flow rate of 1.4 mL per minute and a temperature gradient starting with an initial oven temperature of 70 °C held for 1 min, and ramped up with a rate of 11 °C per minute until reaching 340 °C, held for 10 min. After an acquisition delay of 245 seconds, 15 spectra per second were collected with a detector voltage of 2287.5 V in a mass range of 50–600 m/z. A standard solution of n-alkanes (C10-C40) (Sigma Aldrich) was used to calculate the retention index of metabolites. Processing of chromatographic data and annotation of metabolites was performed according to the metabolomics standards initiative (MSI) using ChromaTOF (v5.55.29.0.1187, LECO Corporation) and MS-DIAL (v4.9.221218)^130^. Relative abundances of metabolites were calculated by normalizing peak area to internal standard (PGP) and weight of extracted material for further statistical analysis. Diurnal fluctuations in metabolite pools were analysed by the loess method using R (v4.3.1). A canonical analysis of principal coordinates (CAP) was performed in Primer6 (v6.1.13, PRIMER-E Ltd.) with the PERMANOVA extension (v1.0.3) to identify metabolites mainly discriminating the groups, defined by condition and species. Therefore, a resemblance matrix by Bray-Curtis dissimilarity was created from squareroot-transformed relative abundances in advance. Integrals of annotated peaks of targeted metabolites are provided on Figshare^95^.

### Starch assay

Fully developed primary leaves were harvested at the end and the beginning of the photoperiod. Leaves of at least three different individual plants were pooled into one sample. The frozen leaves were ground into a fine powder and 5 mL of 80% methanol was added to ~150 mg tissue. Samples were refluxed at 70 °C for 40 min to remove soluble metabolites and then pelleted by centrifugation for 2 min. The pellet was sonicated and washed four times with water to remove any remaining soluble metabolites. The samples were boiled in 1.25 mL of 0.1 M sodium acetate buffer (pH=4.5) for 30 min. After cooling an equal volume of 0.1 M sodium acetate buffer was added, containing amyloglucosidase (5 U activity in total volume) and α-amylase (0.5 U activity in total volume). For starch digestion, the samples were incubated at 40 °C for 18 h and subsequently centrifuged for 10 min^131^. The supernatant was collected for colorimetric glucose content determination^131,132^: 1 mL of the collected supernatant was combined with 0.025 mL 80% phenol and 2.5 mL of concentrated sulfuric acid. The samples were left to stand for 10 min then mixed and heated for 20 min at 25 °C. Absorbance was measured at 490 nm and the glucose concentration determined via reference to a standard curve consisting of (wheat) starch.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review file

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Reporting Summary

## Source data

Source Data

## Data Availability

The DNA/RNA sequencing data generated in this study have been deposited at NCBI under BioProject PRJNA1334428. ITS marker sequences are available in GenBank under accession PX225522 - PX225525. gDNA sequencing libraries (PacBio continuous long-reads, Illumina HiC short-reads) are publicly available within the sequence read archive (SRA) under BioProject PRJNA1183765. The primary chromosome-level assembly of *C. major* (predominant/principal pseudo-haplotype) is deposited under the GenBank accession GCA_056099205.1 [https://www.ncbi.nlm.nih.gov/datasets/genome/GCA_056099205.1/]. The genome for the alternative pseudo-haplotype of *C. major* can be accessed via GCA_056098825.1 [https://www.ncbi.nlm.nih.gov/datasets/genome/GCA_056098825.1/]. The draft genome assemblies of *C. minor* s.l. and *C. rosea* (contig-level) are linked under the BioProject PRJNA1183765. mRNA sequencing data were deposited in SRA under the project accession PRJNA1197736 and in NCBI’s Gene Expression Omnibus accessible through GEO Series accession number GSE290226. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD061385. GC/MS data of targeted metabolites are uploaded to MetaboLights under project accession MTBLS14075. The assembled genomes and annotations as well as (intermediate) pipeline results and multiomics data used for analysis in this article, including raw data of figures and additional work to support the findings, can be found on Figshare [10.6084/m9.figshare.27599406]^95^. An interactive genome browser (https://apps.pph.univie.ac.at/jbrowse/) provides access to the predominant chromosome assembly of *C. major* including gene, pseudogene, and repeat annotations as well as HiC proximity signals and alignments to CANU and the draft assemblies of *C. minor* s.l. and *C. rosea*. Source data are provided with this paper.

## Code availability

The pipelines, scripts and code files used for analyses in this study have been deposited on Zenodo [10.5281/zenodo.19666426]^94^, and are also available at GitHub [https://github.com/hanneskramml/Clusia]. A dedicated compute capsule to assess the *Clusia* panomics database is published on Code Ocean [10.24433/CO.2105665.v2]^133^.

# Supplementary material for: Clusia genomes shed light on the evolution and diversity of crassulacean acid metabolism physiotypes
**Source:** Nat Commun. 2026 May 5;17:3937. doi: 10.1038/s41467-026-71958-z
**Supplement:** Supplementary file 1 — Supplementary Information

***Clusia* genomes shed light on the evolution and diversity of crassulacean acid
metabolism physiotypes**

Kramml and Herpell *et al.*

Supplementary Discussion 1. Taxonomic ambiguities and physiological phenotyping of *Clusia* spp.

Photosynthetic physiotypes of C₃+CAM such as weak CAM, inducible/facultative CAM, and CAM-cycling have long fueled a debate on the evolutionary constraints of CAM, as have the prospects for engineering CAM into C₃ plants. Understanding the biochemical and genetic factors governing physiotype diversity of CAM might lead to novel opportunities for engineering this pathway into non-CAM plants¹. One of the major questions is how the physiological reprogramming necessary for CAM has evolved, but also what targets to focus on. Here, we sequenced the first genomes within clusioids representing the major physiotypes obligate and facultative CAM, as well as a C₃-like mode of photosynthesis. Based on genome information, physiological and multiomics analysis we provide evidence that polyploidization followed by diploidization might have played a major role in the evolution of CAM physiotypes in different *Clusia* species. We determined that *C. major* performs C₃+CAM and is not an exclusive and obligate CAM plant as previously described, due to taxonomic misidentification of the studied collections (see below). In contrast to previous studies, we demonstrated that WGD enabled sub-, neo-, and non-functionalization of duplicated gene pairs. Genic diploidization leads to shifts in plastidic CAM and starch-related pathways, which would explain the physiological diversity associated with the starch/sugar-malate cycle and the establishment of subtypes of CAM. A transition from a strong CAM to a weak CAM physiotype might represent the evolutionary trajectory from CAM to the energetically favorable C₃ physiotype but this needs further investigations. It is likely that the existence of plants representing intermediate stages of these evolutionary processes can lead to novel niche colonization and stabilization. This could explain the outstanding physiotypic diversity of plants within the genus *Clusia*² as well as their individual physiological plasticity and may be a good starting point in the discovery of breeding targets to generate plants with higher WUE. Whole-genome duplication coupled with fractionation and transposon-mediated genomic changes have shaped the ongoing process of diploidization and the emergence of extant photosynthetic modes in *Clusia* spp., and possibly beyond.

Here, we provide some additional discussion points regarding the taxonomic identification and associated uncertainties in *Clusia* that would exceed the scope of the main text but are quite

worthy of being closely considered. We also discuss the physiological phenotyping that we conducted to support our claims and, last but not least, we provide Supplementary Figures and Tables referenced in the main text.

Taxonomy of the *Clusia* spp. selected for this study

The diversity of physiotypes observed in the genus *Clusia* Plum. ex L. presents a possibility to understand the mechanisms of the evolution of CAM photosynthesis, therefore we selected species with contrasting physiological phenotypes for the study. The taxonomy of *Clusia* is notoriously challenging, partly because most species are vegetatively similar and the flowers are dioecious and variable, exhibiting variation in flower merosity even within the same sex. Differences between species are often subtle, or morphologically similar species have evolved independently in distantly related groups. Furthermore, due to their CAM photosynthesis, specimens are difficult to dry and preserve in herbarium collections, which is why they have not received adequate sampling and taxonomic attention in the past. As a result, most regional floras remained incompletely known^{3,4}, identification keys are missing for most groups or regions, and misidentifications are common in herbaria, living collections and the literature. Currently, however, knowledge of the genus *Clusia* is improving rapidly, taxonomy and species concepts are being refined^{5,6} and new species are constantly being described^{7–15} eventually cumulating in new floral or monographic treatments.

A decade ago, our laboratory received a backup of the large *Clusia* culture collection originally curated by Ulrich Lüttge, Technical University of Darmstadt. Over the years, we have utilized this collection extensively, during which we compiled a substantial dataset of physiological traits for a large variety of species. For the present study, we selected three different species exhibiting different types of photosynthetic modes: *C. rosea* Jacq. (obligate strong CAM), *C. minor* L. (reversible CAM induction), and *C. major* L. (consistent C₃-like behavior). The identification of these plants was confirmed or revised by consulting floras and other relevant literature^{4,16,17} and by comparison with authentic specimens in the collection of the herbarium of the Natural History Museum Vienna (e.g., [W0356736](#), [W0391745](#), [W0391747](#)).

C. rosea (voucher [W0356382](#)) is easily characterized, even vegetatively, among others, by its sulphury yellow latex and thick, coriaceous obovate leaves lacking resin-ducts^{4,17}. *C. rosea* is widespread and occurs from Florida and the Antilles south to Venezuela and Ecuador. It is generally accepted that *C. rosea* constitutively performs strong CAM^{18–20}.

C. minor (voucher [W0391623](#)) is a more challenging identification, since the group is among the least known and new species are still described or resurrected from synonymy⁹. *C. minor* in the broad or “traditional” sense is easily characterized by its exfoliating bark, smaller, narrower leaves, few-flowered inflorescences, usually dioecious flowers in which the pistillate flowers bear a resinous staminodial ring^{4,16,17}. The plants studied here belong to the apomictic form with light tan (vs. reddish in *C. minor* s.str.) bark, ovoid (vs. globose) fruits and the staminodial ring lacking anthers (vs. a few present), to which the name *C. pratensis* Seem. applies¹⁶. *C. minor* s.str. is distributed in the West Indies and Central America, whereas *C. pratensis* is found in one isolated population in Costa Rica, and from Panama south to northern South America. Unfortunately, no conclusive consensus has been reached in the form of floral treatments or a comprehensive revision of the taxonomy of the entire *C. minor* group. In addition, the lectotype of *C. minor*, a pre-Linnean illustration from the Codex Boerhaavianus²¹, actually shows a plant with ovoid fruits and contradicts the current use of the name for the taxon with globose fruits^{9,16}. Therefore, the names *C. pratensis* and *C. minor* (in the sense of the lectotype) probably refer to the same species, and it remains to be seen whether the species with globose fruits, currently known as *C. minor* (s.str.), has ever been formally described. Additionally, the ITS sequence data used to distinguish between species of the *C. minor* group^{6,9,14,22} is inconclusive and does not resolve relationships, likely due to a high level of hybridization between species in this clade (**Fig. 1a**). Therefore, a broad concept of *C. minor* (i.e., *C. minor* s.l.) is followed here until the group becomes better known. Nevertheless, all studied taxa in the *C. minor* complex show the capability of facultative CAM and also exhibit weak CAM under well-watered conditions^{20,23–25}.

C. major (voucher [W0391620](#)), was initially cultivated in our collection under the name *C. multiflora* Kunth, but we revised this identification after molecular analyses first revealed inconsistencies between nuclear markers of the specimen when compared to reference sequences of *C. multiflora*²⁶ (**Fig. 1a**). The plant carried molecular markers identical to those published as *C. venosa* Jacq., which is a synonym of *C. minor*²⁷. Yet, it did not cluster with our own sequences of *C. minor* nor with sequences in public databases, suggesting a misidentification in literature, further supported by clear morphological distinctions from *C. minor*. The numerous, continuous resin channels of the leaves also exclude *C. multiflora* which has intermittent resin channels. When the specimen flowered for the first time, the plant could

be re-identified as *C. major*. *C. major* is characterized, among others, by subsessile leaves with prominent wavy resin lines, few-flowered inflorescences, and drooping creme-colored pistillate flowers with a ring of few free slender staminodes secreting resin at the tips^{17,22}. Flower biology has not been studied, but the flowers in cultivation are apparently nocturnal, a rare feature in the genus. *C. major* is endemic to the Lesser Antilles and Trinidad.

Taxonomic misidentification of photosynthetic physiotypes

It is generally recognized that the subgenus *Clusia* to which both *C. major* and *C. rosea* belong has ancestrally developed CAM²⁸ (**Fig. 1a**). Our specimen of *C. major* consistently performed C₃-type photosynthesis with an additional weak CAM component. The revision of species identifications in related literature revealed surprising support for this observation.

Using molecular markers and morphological traits (e.g. leaf morphology), we traced and revisited the identification of *C. major* through available references. One accession identified as *C. venosa* (voucher [W0356384](#)) in the Lüttge collection was reported to show C₃-type physiology with the ability to perform weak CAM²⁹, and is here re-identified as *C. major* based on leaf morphology and molecular data (**Fig. 1a**). Furthermore, the closest relative of *C. major*, *C. aripoensis* Britton has been reported to also induce weak CAM³⁰. Historically, *C. major* and *C. rosea* were often considered conspecific, with both names at times treated as the accepted name^{3,21} contributing to considerable confusion. Given the prevailing taxonomic uncertainty in the genus, we also analyzed a further accession frequently reported in literature as *C. major* (voucher [W0356387](#)), which was reported to perform strong CAM²⁹. Its reference sequence fell within the *C. rosea* clade (**Fig. 1a**) and sulphury yellow latex and leaf morphology support that identification therefore revising the physiotype reported for *C. major*.

Both above-mentioned cultivated accessions have been cited in several publications over the past 35 years including extensive data for physiological characterization^{29,31} and evolutionary assumptions about CAM^{32,33}. In the light of misidentifications, this data aligns with our own results from gas-exchange and titratable acidity measurements under comparable experimental conditions, particularly with respect to key CAM-inducing factors such as day/night temperature variation and water vapor pressure deficit³⁴ (**Supplementary Table 3**).

Physiological phenotyping

In controlled eco-chambers we measured titratable acidity (TA), net CO₂ fixation and stomatal conductance over a 24-hour period under simulated natural growth conditions where water availability was strictly monitored for precise daily irrigation of individual plants (**Supplementary Fig. 1ab**). *C. major* performs a C₃-like photosynthesis mode in combination with a weak CAM component under drought conditions, denoted by the slight nocturnal CO₂ uptake (**Fig. 1b**). *C. rosea* exhibits a strong CAM physiotype, however, the substantial amount of CO₂ uptake at dawn (phase II), dusk (phase IV), and to some extent throughout the day (phase III) suggests that this species is capable of performing a fair amount of C₃ photosynthesis under certain conditions.

Complementary measurements of titratable acidity (TA) under well-watered and drought conditions further reflect these high oscillations at dawn/dusk (phase II/IV) in the three species investigated (**Supplementary Fig. 1c**). While the variability among highly controlled biological replicates differ to some extent, *C. rosea* consistently exhibits large nocturnal acidification of leaves under both conditions, indicating near-constitutive CAM. In contrast, *C. major* and *C. minor* show non-significant to moderate fluctuations at night under water-limited conditions. Large nighttime acid accumulation and significant daytime deacidification in both *C. major* and *C. minor*, however, consistently indicate an induction of CAM under drought conditions. Rather than discrete categories, our species or even individuals occupy different positions along a CAM continuum, from weak/facultative to strong constitutive expression, in any case encompassing the ability to perform CAM (**Supplementary Fig. 1d, Fig. 1c**).

The apparent uncertainties in both taxonomy and physiotype classification have likely confounded otherwise valid results in the existing literature. To address this issue and promote clarity in future work, we provide the first reference genomes of *Clusia* here (as opposed to single marker sequences), with digital voucher specimens for all revised and sequenced taxa (**Supplementary Table 1**), establishing a new reference framework amid persistent taxonomic uncertainty: *C. major* ([W0391620](#), [W0356417](#)), *C. minor* s.l. ([W0391623](#), [W0356410](#)), and *C. rosea* ([W0356382](#)).

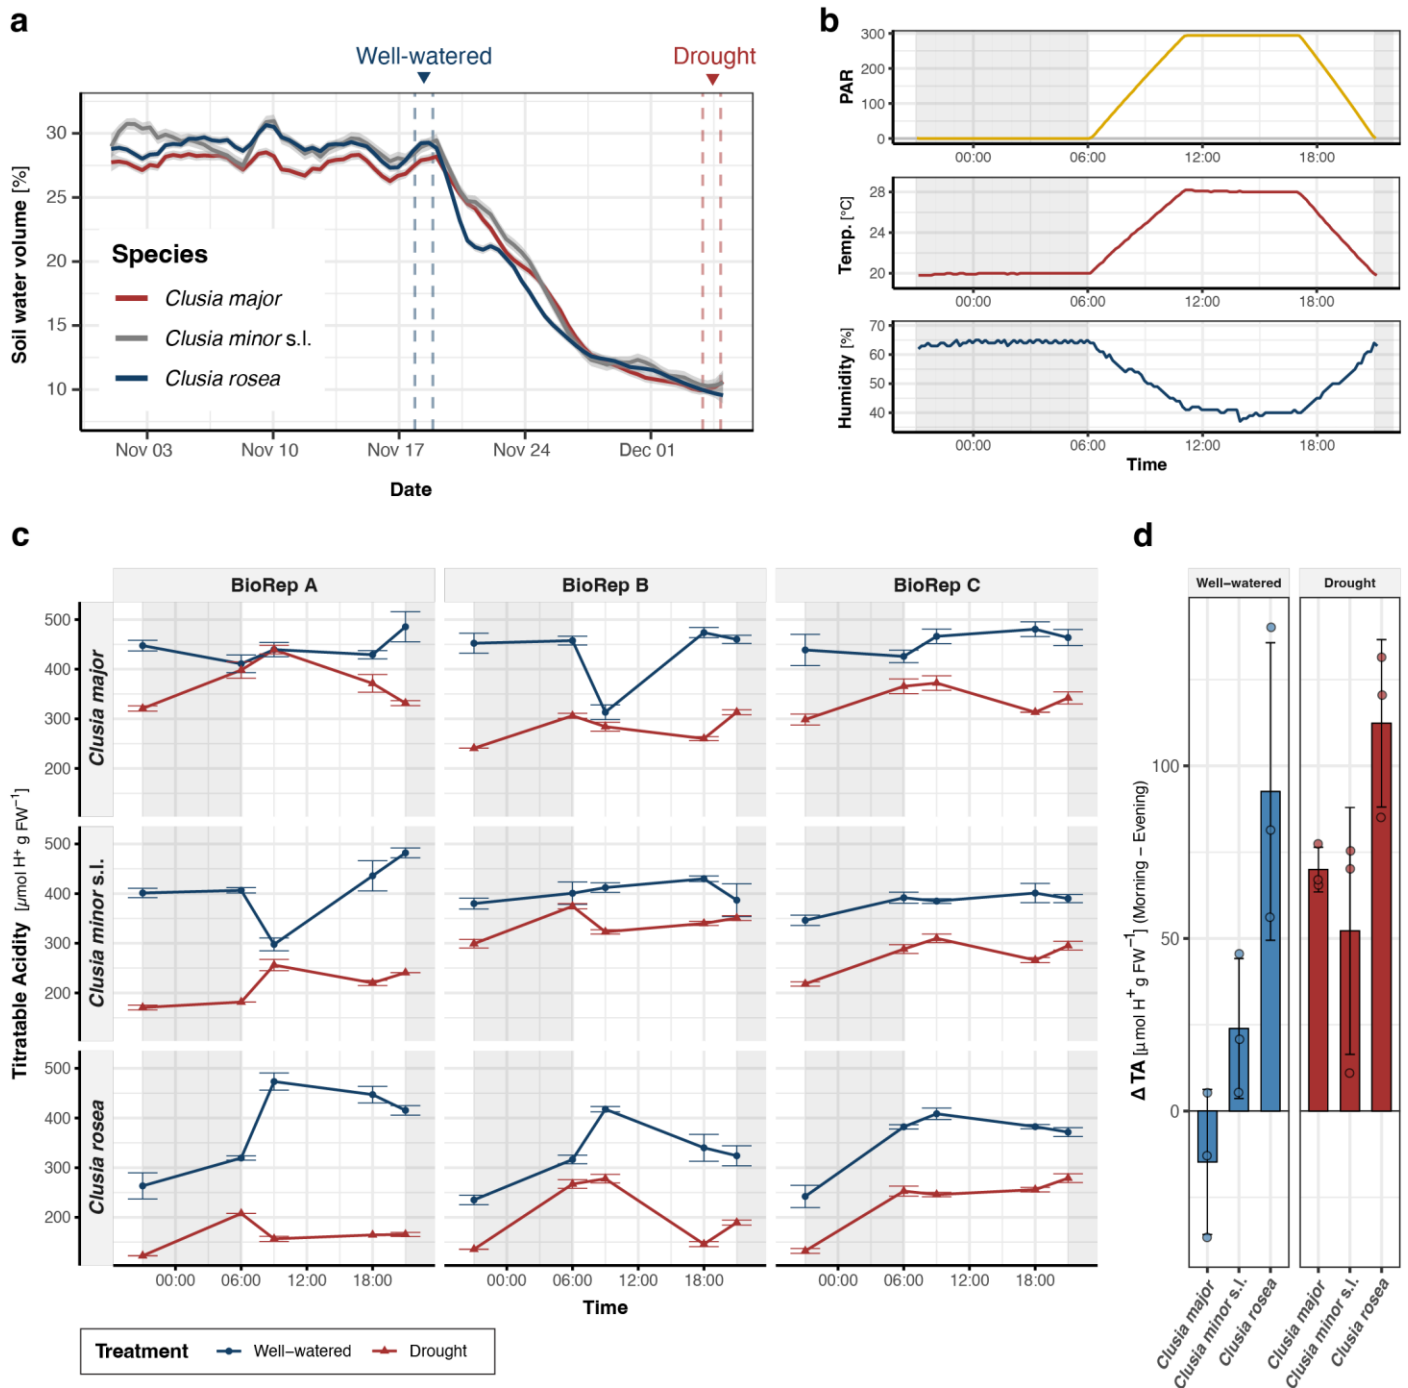

Supplementary Figure 1 | Physiological phenotyping of *Clusia major*, *C. minor s.l.*, and *C. rosea*. **a** Watering scheme of nine biological replicates incubated for 6 weeks at 25–30% soil water volume (excerpt). Sampling under well-watered conditions was performed at five timepoints over a full 24-hour cycle (dashed lines). Irrigation of the same individuals was then gradually reduced to slowly reach a soil water volume of exactly 10%. After two weeks, a second sampling was performed under water-limited conditions (drought). **b** Highly controlled environmental / microclimatic parameters following a diurnal cycle as shown for light intensity (top), ambient temperature (middle), and relative humidity (bottom). **c** Titratable acidity measurements over a full 24-hour cycle of three individuals of *C. major* (top), *C. minor s.l.* (middle), and *C. rosea* (bottom). Each sample was measured three times using photometric assays ($n=3$). Error bars represent the $\pm$ standard deviation. **d** Nocturnal fluctuation (6am - 9pm) in titratable acidity (TA) averaged over technical triplicates for three biological replicates per species and treatment ($n=3$). Error bars represent the $\pm$ standard deviation. Source data are provided as a Source Data file. Rather than discrete categories, the species or even individuals occupy different positions along a CAM continuum, from weak/facultative to strong constitutive expression, in any case encompassing the ability to perform CAM.

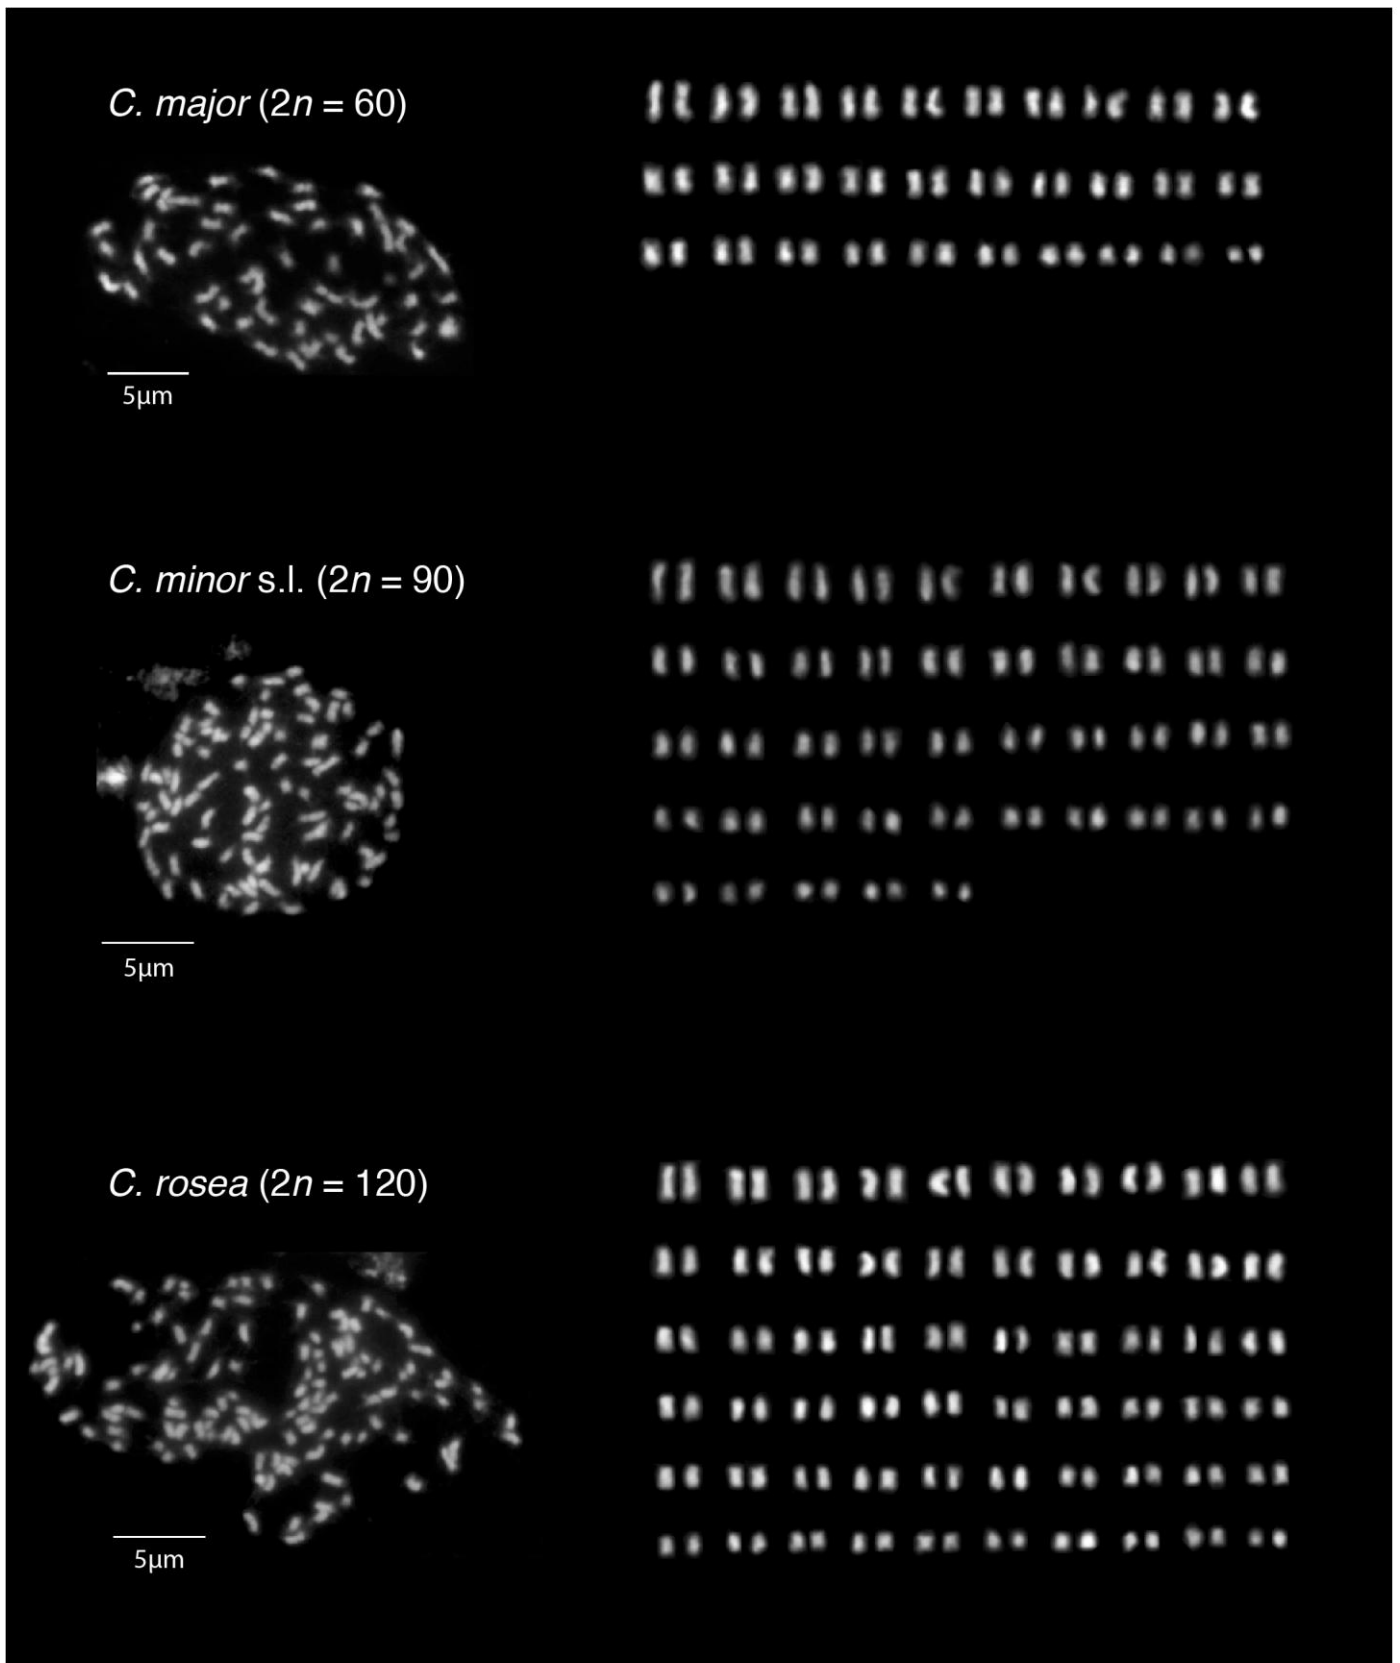

Supplementary Figure 2 | Chromosome numbers and karyotypes of *Clusia major* ($2n = 60$), *C. minor* s.l. ($2n = 90$) and *C. rosea* ($2n = 120$). Chromosome numbers unambiguously indicate that the three genomes differ in their ploidy levels.

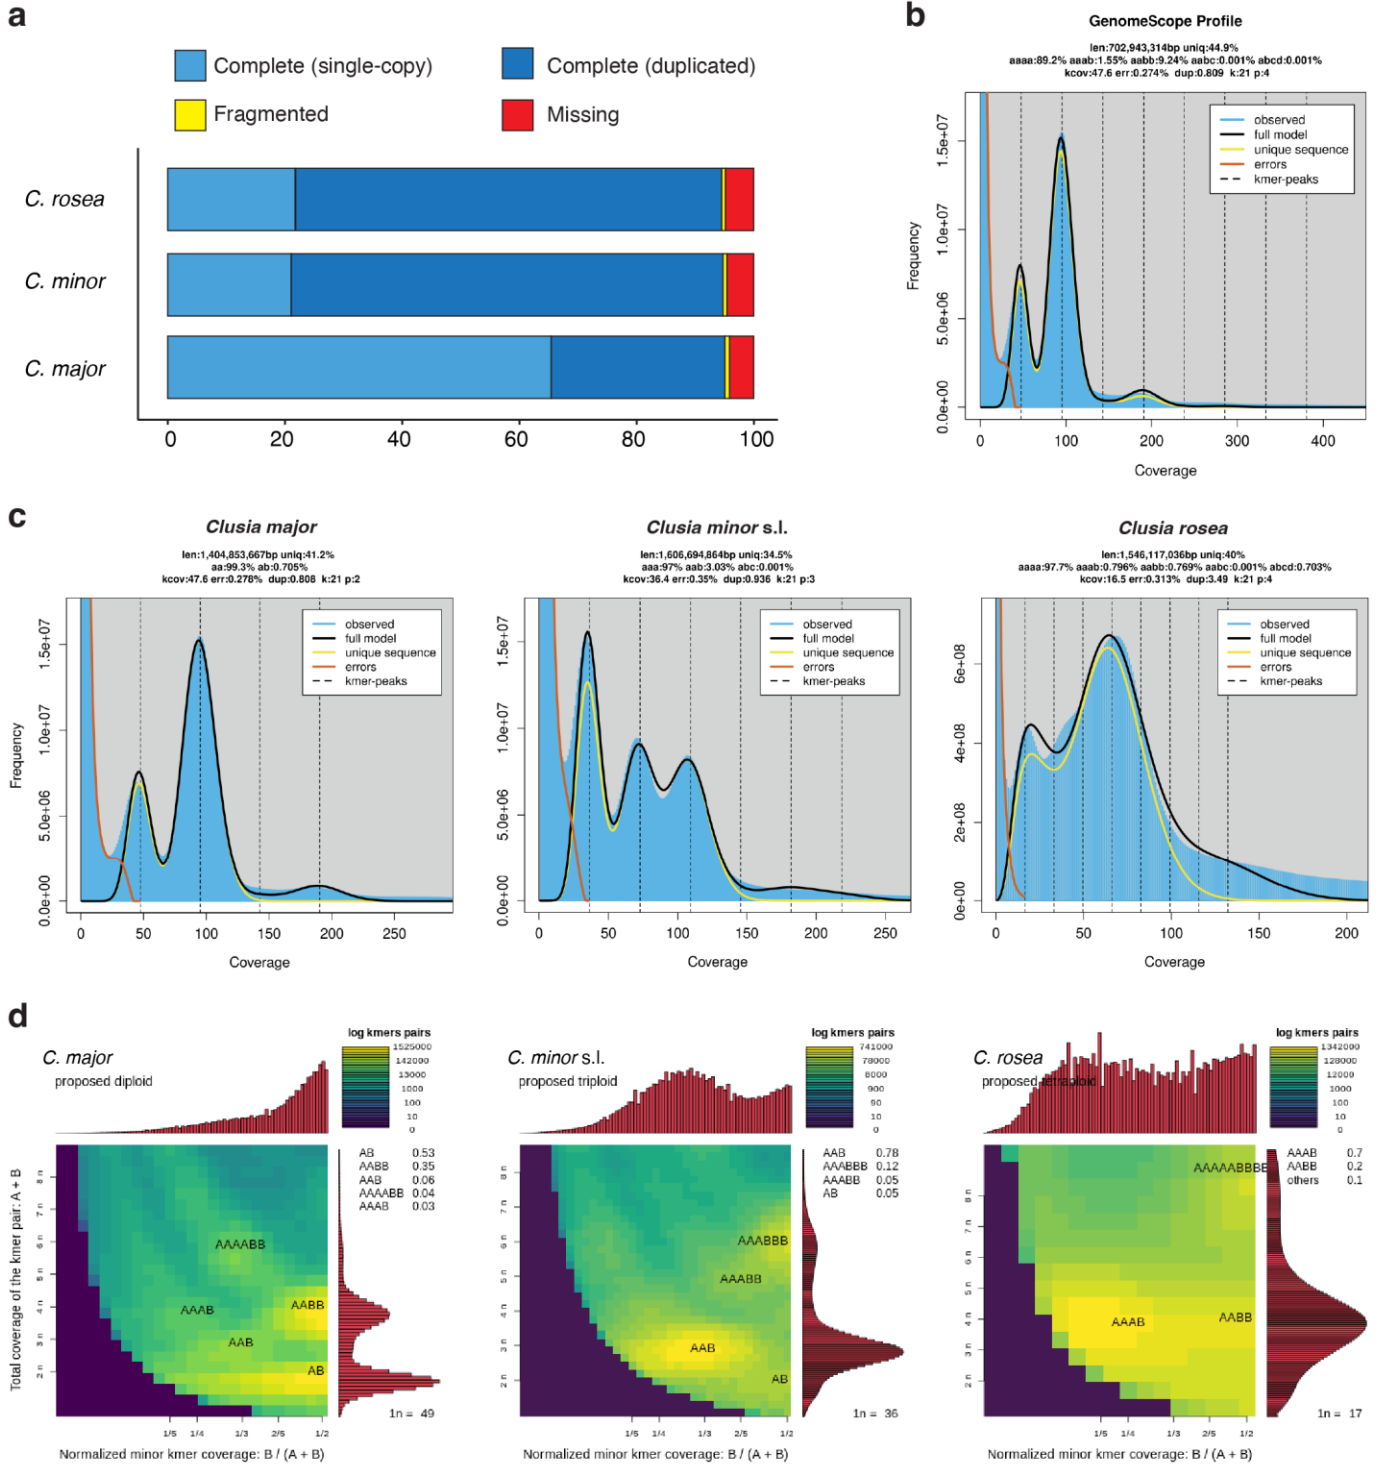

Supplementary Figure 3 | Assembly completeness and read-based ploidy level estimations of *Clusia* spp. **a** BUSCO scores of draft genomes on contig level (v1) using the lineage dataset of Eudicots (odb10). **b** Genomic properties based on GenomeScope for a tetraploid model of *Clusia major*. The high 2x peak in the k-mer spectrum (at a coverage of 100) indicates diverged homoeologs or cytological diploidization (driven by high aabb in case of polyploid origin). **c, d** Read-based profiling of the genomes of *Clusia major* (left), *C. minor* s.l. (middle), *C. rosea* (right) using GenomeScope (c) and Smudgeplot (d). Based on k-mer frequencies, all species show diploidized genomes of polyploid origin (e.g. AB > AAB). *C. major*: diploidized tetraploid (functional pseudo-diploid of tetraploid origin), *C. minor* s.l.: pseudo-triploid of hexaploid origin, *C. rosea*: pseudo-tetraploid of octoploid origin. Using error corrected long read data could result in an underestimation of heterozygotes states. But based on the author's information, we meet the criteria to use long-reads (distinct genomic peaks and separation from sequencing errors). Although, read coverage of *C. rosea* is too low for an accurate haplotype resolution.

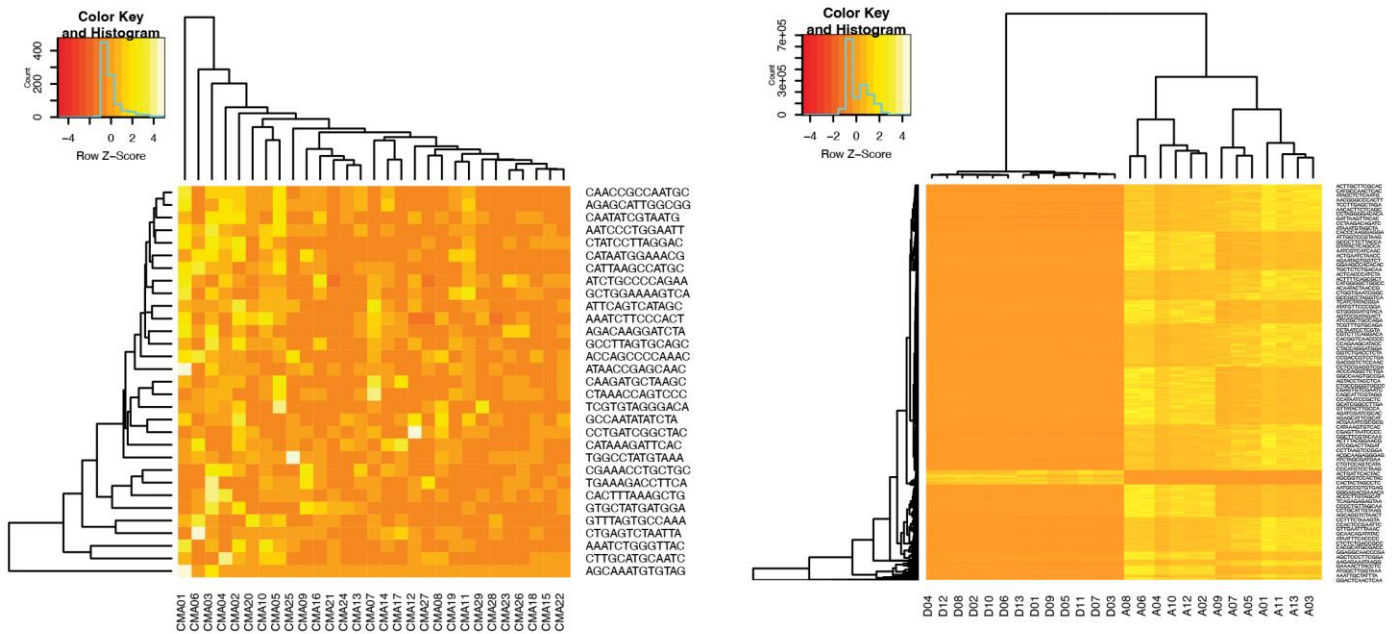

Supplementary Figure 4 | Transposon-mediated subgenome separation of *Clusia major* (left) and Cotton (right). Kmer-based analysis of remnants (e.g. transposons) from hypothetically diverged progenitors prior to an hybridization/alloploidization event show no statistically significant clustering of putative subgenomes in *C. major*. The syntenic duplicates of each chromosome (homoeologs) were used as input to search and distinguish between patterns/transposon signatures. A positive control was performed for the well-known allotetraploid cotton (*Gossypium hirsutum*). Although, transposable elements (TE) most often spread after polyploidization and invade both subgenomes. If *C. major* is an allotetraploid (which is not known), this would lead to the assumption that either the two progenitors are so closely related that they have not had time to develop distinct TE complements or, more likely, hybridization occurred long time ago so that subsequent mutations and/or genomic turnover has obscured or erased the evidence for parental genome-specific TE activity like shown in the ancient allohexaploid *Brassica rapa*.

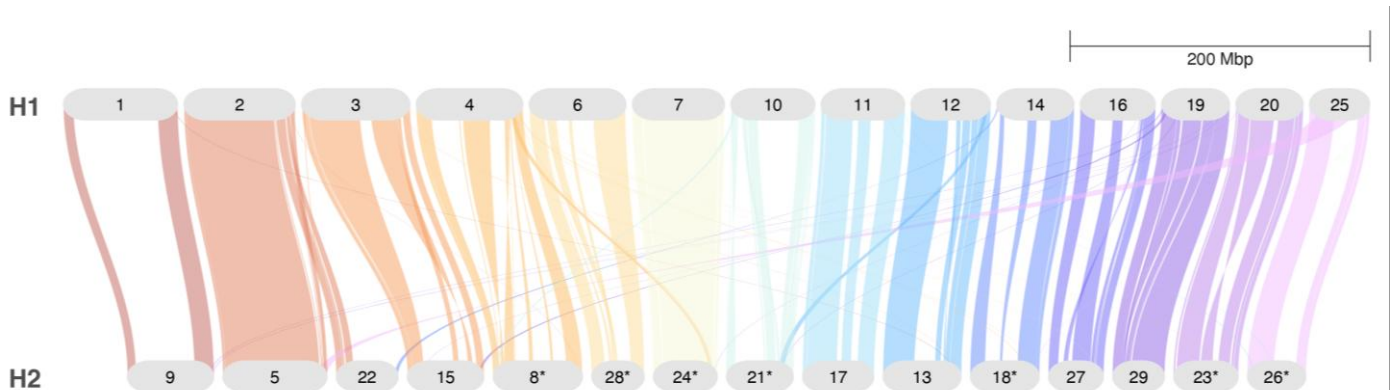

Supplementary Figure 5 | Riparian plot of homoeologous chromosomes in *C. major*. The riparian plot shows macro-syntentic relationships between the groups H1 vs. H2. Pseudo-chromosomes are scaled by physical positions (Mb). Inverted chromosomes are marked with an asterisk*. Proximal accumulation (or elimination) of repetitive elements appears to strongly differentiate homoeologous chromosome pairs by size, such as between the chromosomes 3/15, 6/28, 7/24, 16/27, or 19/29.

Genic diploidization

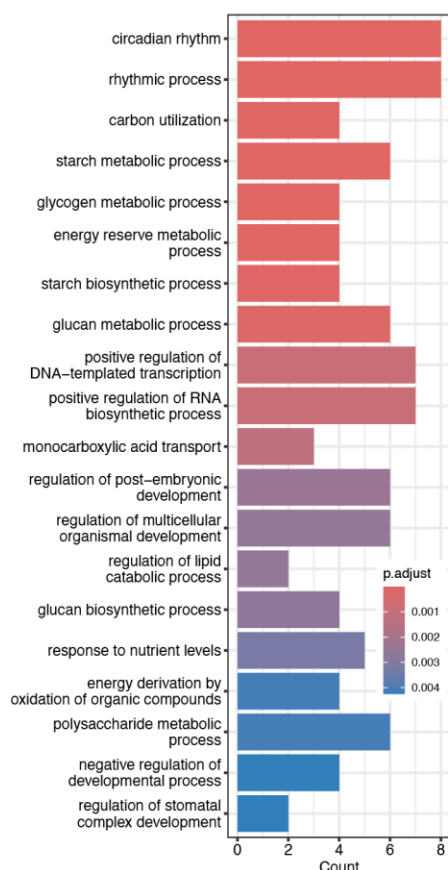

Intron/repeat length

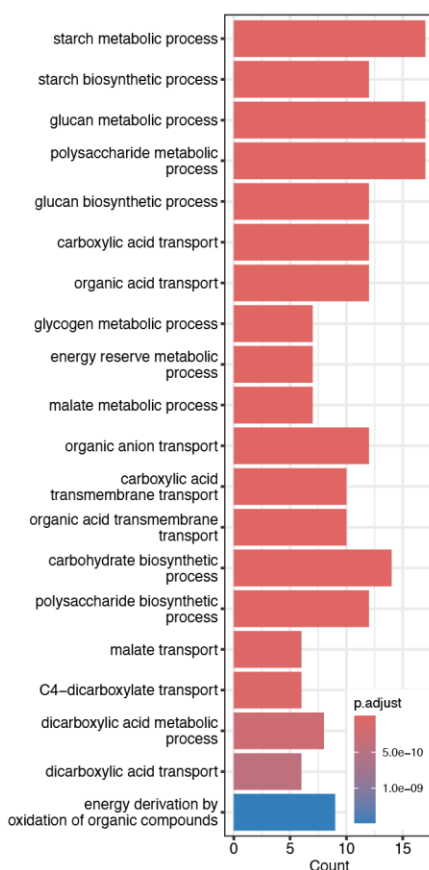

Conserved genes

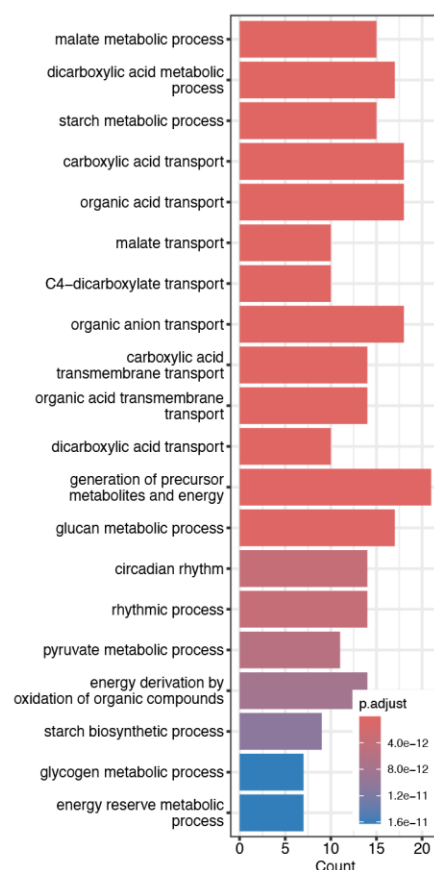

Supplementary Figure 6 | GO term enrichment analysis within CAM-related gene families of *C. major*. For each enrichment (panel), the top 20 categories of statistically over-represented GO terms are shown based on the orthologs and background model of *Arabidopsis thaliana*. Genic diploidization (left) includes gene families with fractionated genes (protein coverage ≤ 50) or evidence of pseudogenization (premature stop codons, frameshifts, polyA-tails). The panel of intron/repeat length (middle) shows large introns or intronic repeats (minimum genome-wide z-score of 1). The conserved genes (right) represent the CAM-related families comprising genes that show none of these signals (functional gene models from a genomic perspective). While malate and dicarboxylic acid metabolic processes (e.g. *MDH*, *ME*) are more conserved, circadian rhythm (e.g. *CCA*, *GATA*) and starch/glucan/polysaccharide metabolism are among the GO terms most significantly enriched for genic diploidization or large introns/repeats. Certain gene families contribute to multiple enrichments (panels) as there are variations in the gene copies involved. For instance, conserved and affected homoeologs within the same family (e.g. *AGPase*, *SS*) contributing in all three enrichments to starch metabolic process but the genes of *DPE*, *GWD* and *PGMP* add to the affected panels only. Source data are provided as a Source Data file.

CAM-related genes (GeneFamily)

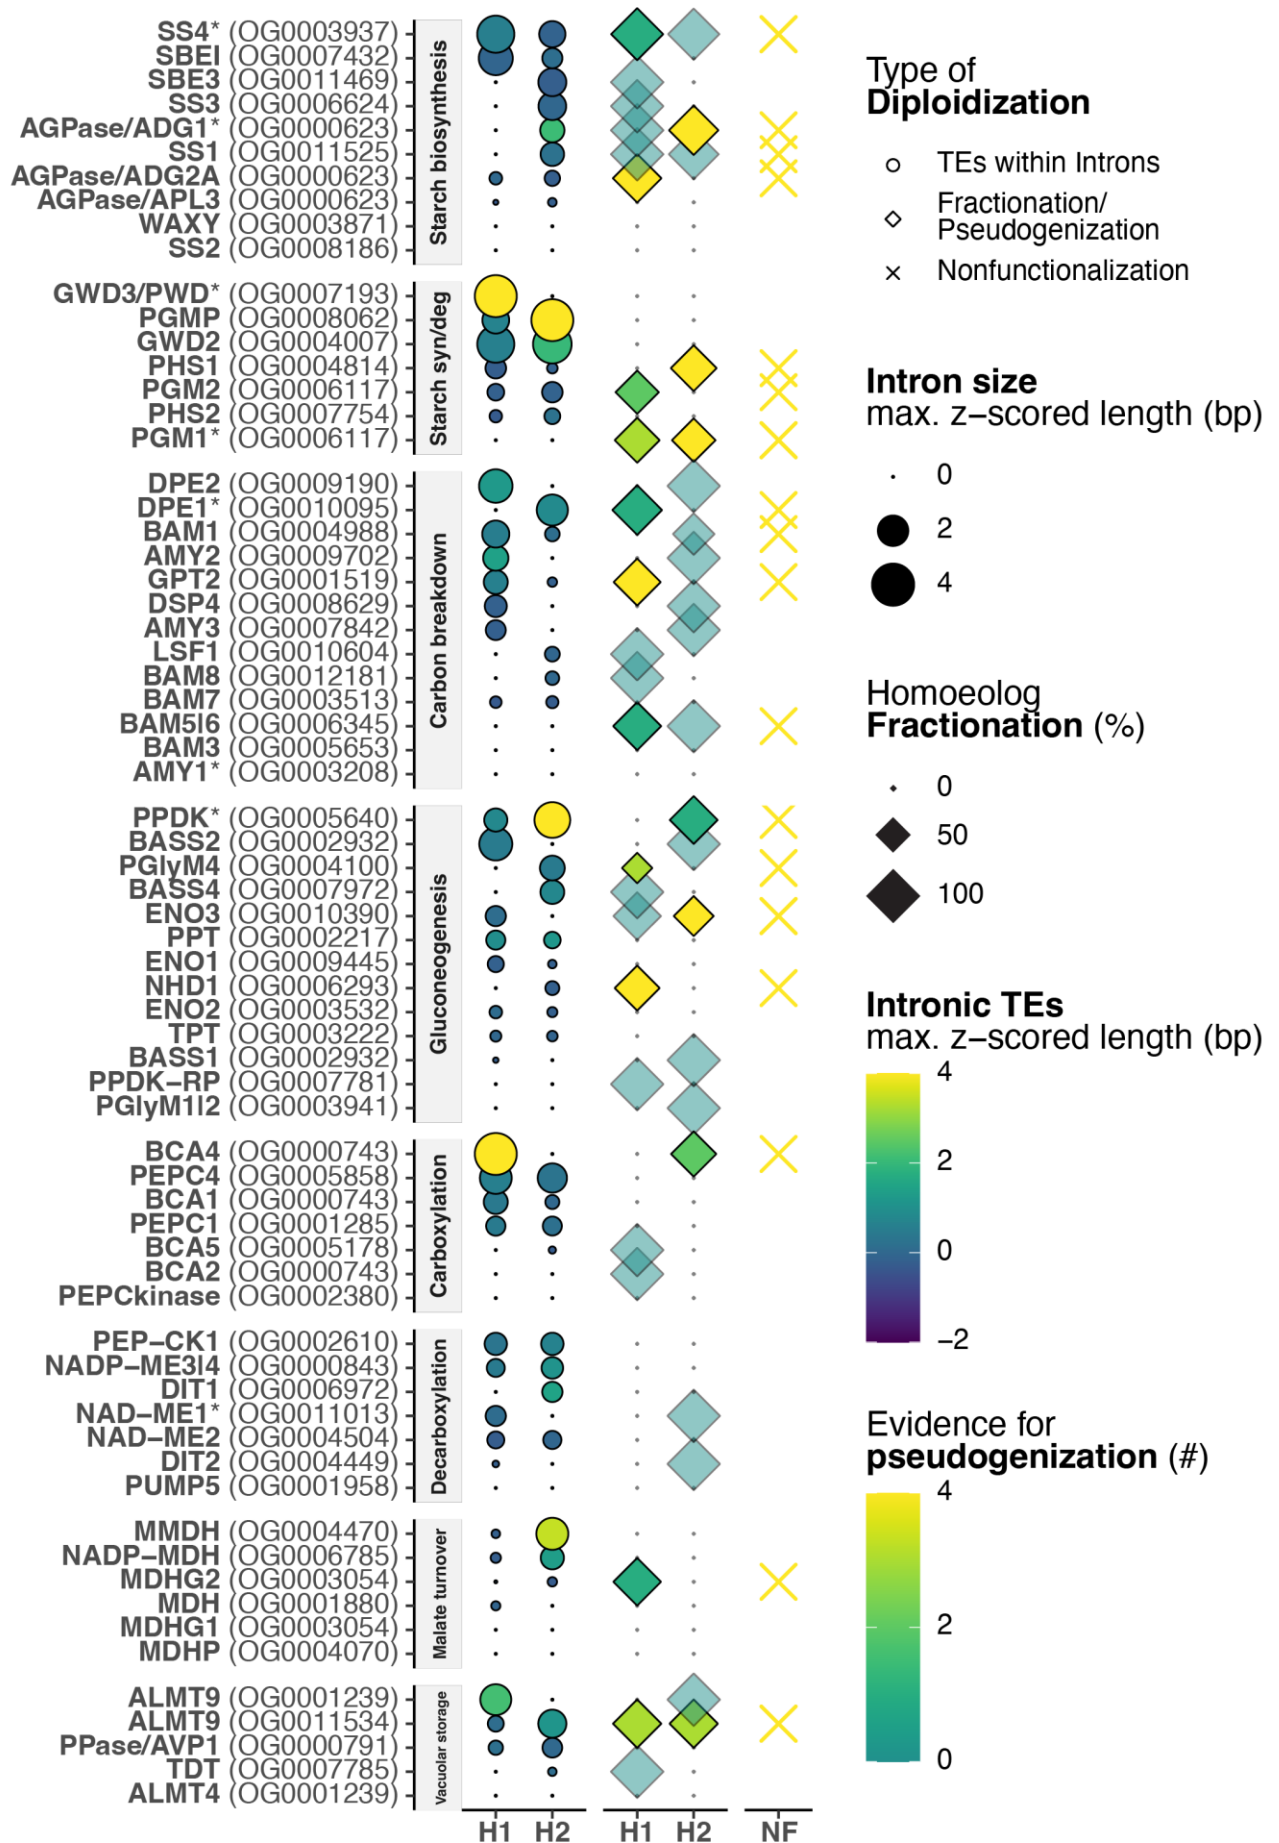

Supplementary Figure 7 | Intronic TEs and homoeolog fractionation affect plastidic CAM and starch degradation pathways in *Clusia major*. Signals of diploidization in CAM-related gene families grouped into specific pathways (Y-axis). Individual gene copies within H1/H2 are summarized to their max. intron/repeat length (z-scored bp) and mean percent of fractionation compared to the corresponding parent/homoeolog (X-axis). Gene families labeled with an asterisk are non-positional (non-syntenic) homoeologs. Data are sorted by intron size. Source data are provided as Supplementary Data 7 and as a Source Data file.

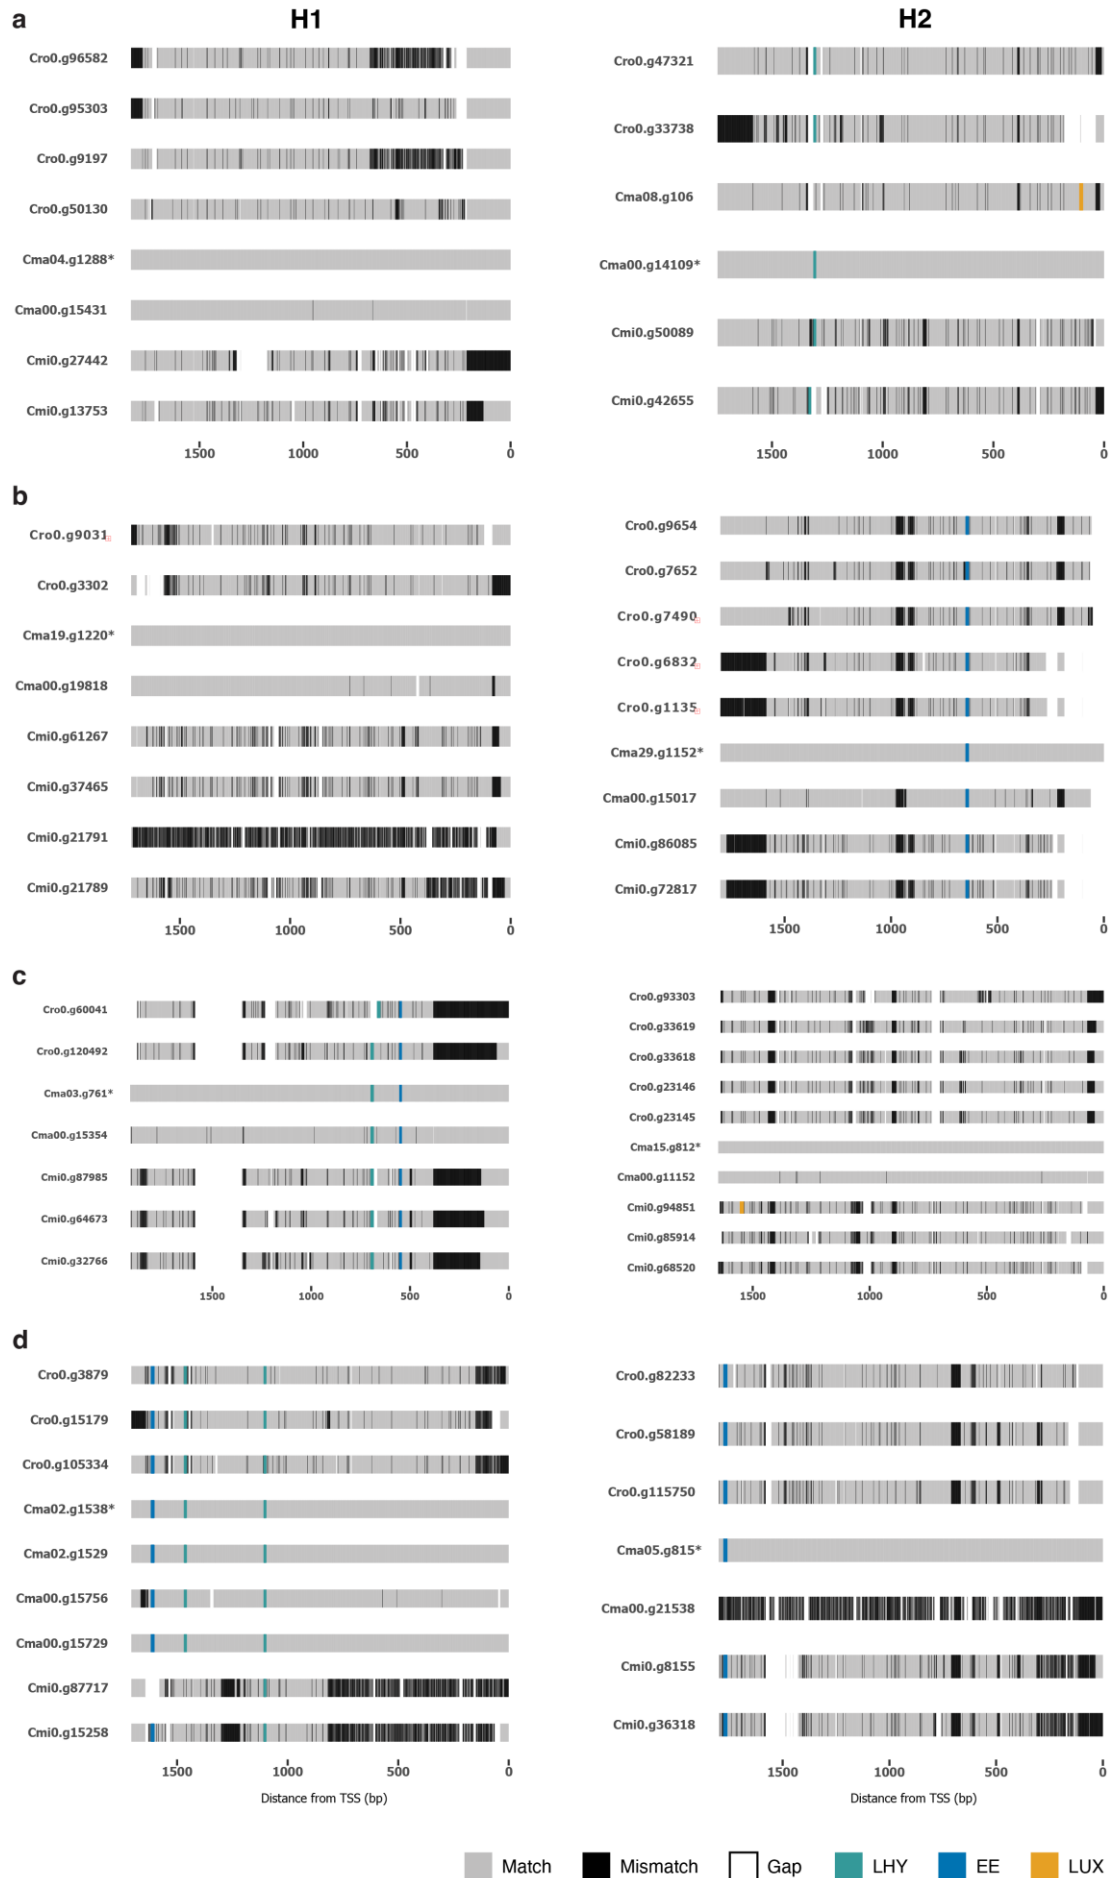

Supplementary Figure 8 | Promoter alignments and *cis*-regulatory motifs of selected CAM-related gene families in *Clusia* spp. The upstream region from the transcriptional start site (TSS) of genes including *cis*-regulatory motifs are shown and separated into the homo(eo)logous groups H1 (left) and H2 (right). Genes marked with an asterisk* were set as reference for the group-wise alignments. The respective species as such can be identified by their gene abbreviations (Cma: *C. major*, Cmi: *C. minor* s.l., Cro: *C. rosea*). Motif presence/absence across groups indicate common sub-functionalization of duplicated genes within the selected gene families. **a** Plastidic phosphoglucumutase (*PGMP*). **b** Phosphoenolpyruvate carboxylase 4 (*PEPC4*). **c** PEPC kinase (*PPCK*). **d** Cytosolic alpha-glucan phosphorylase 2 (*PHS2/PHO1*).

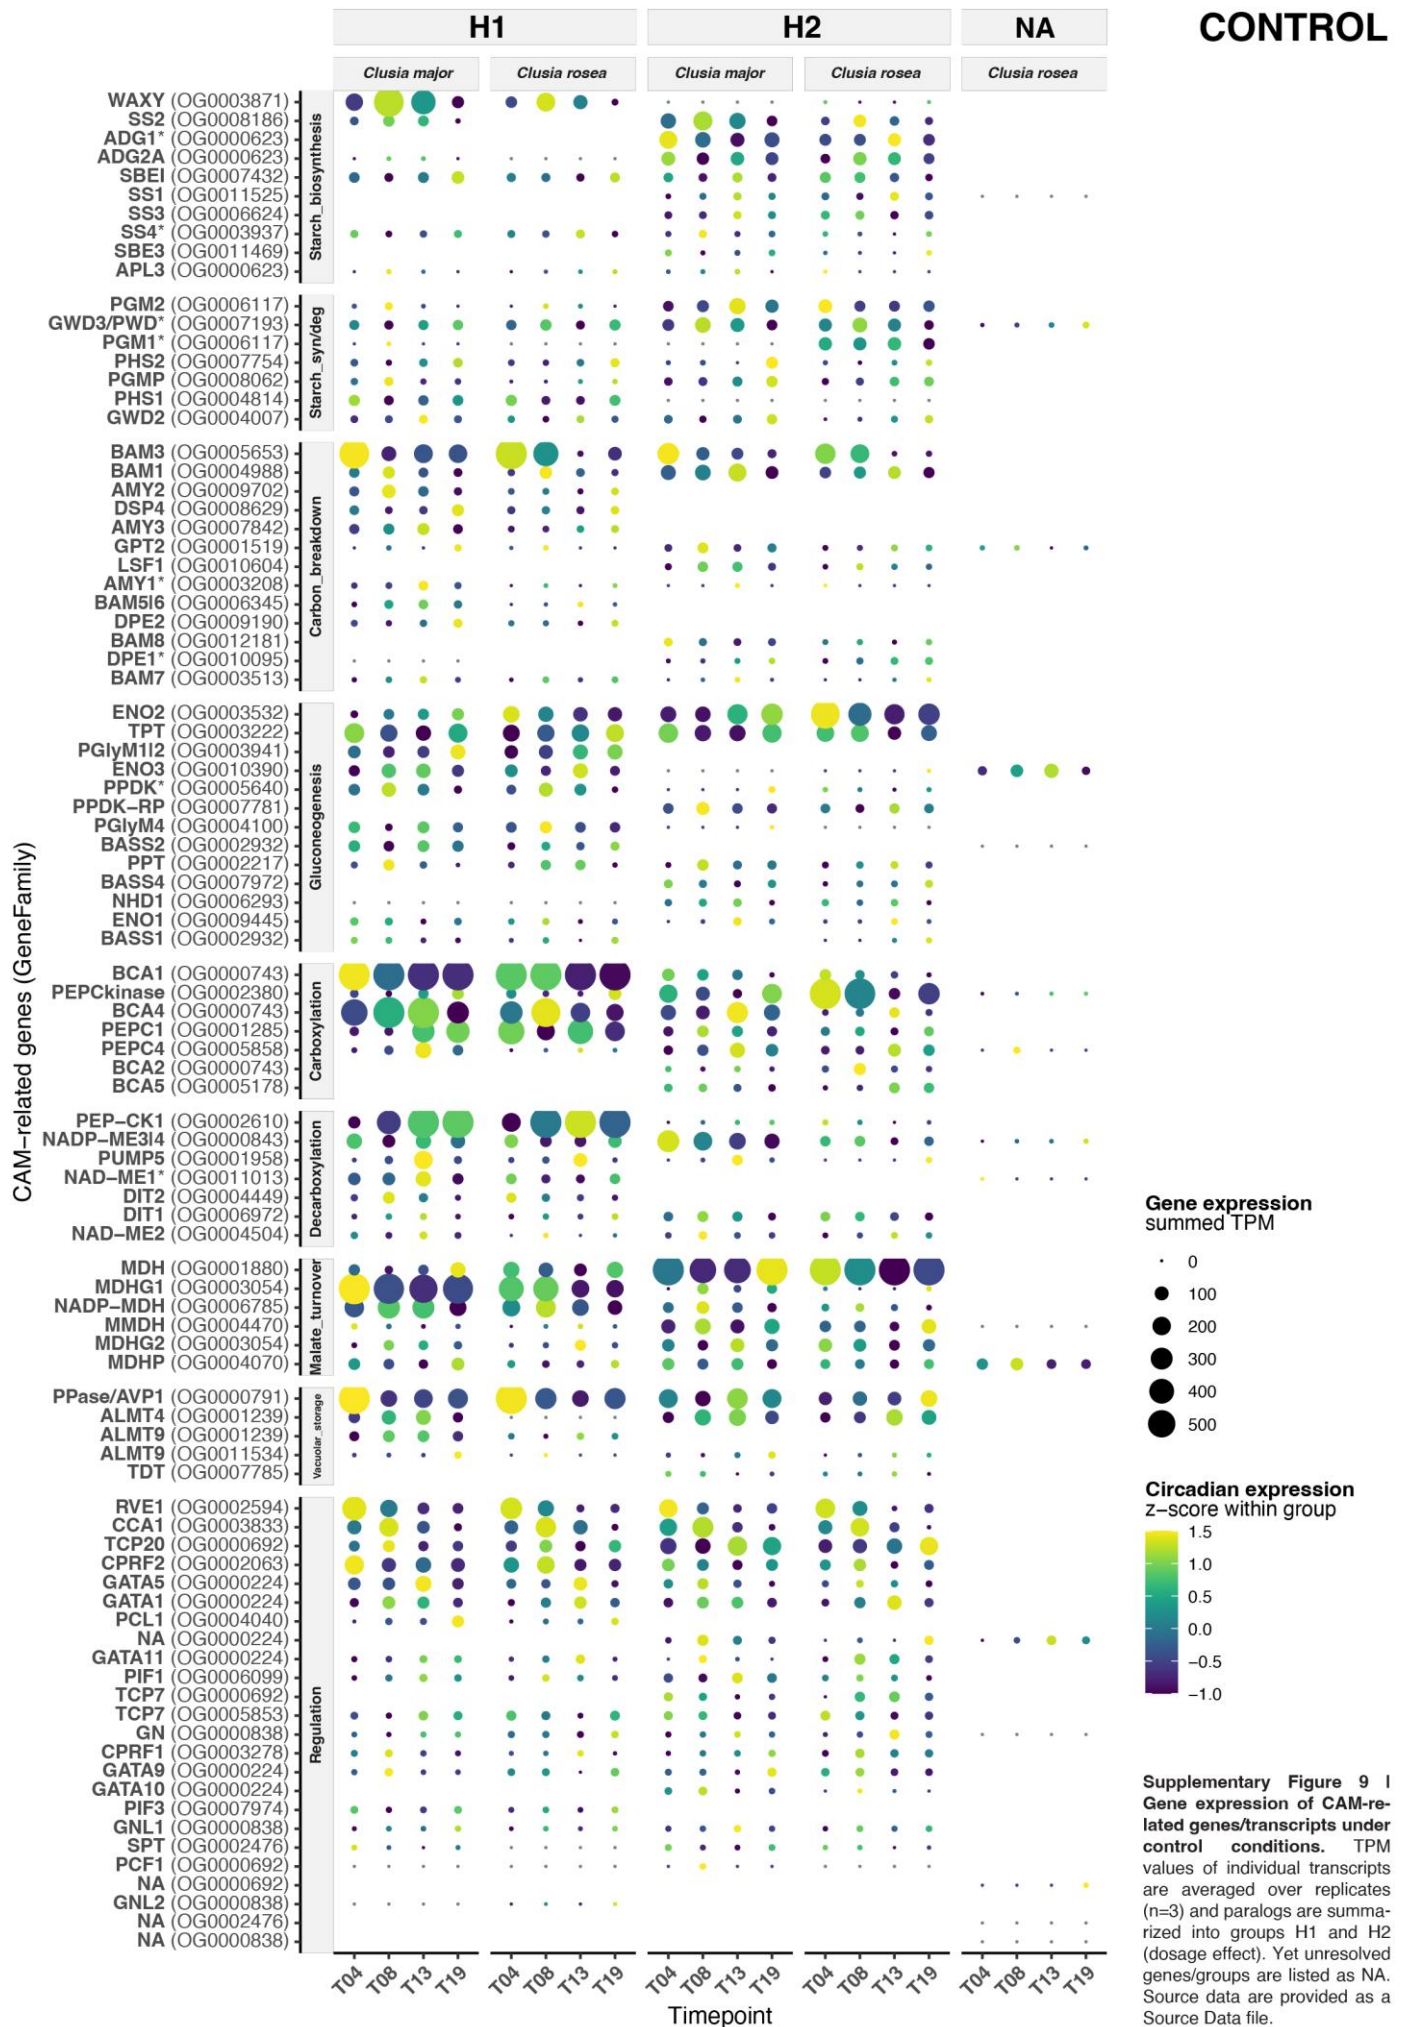

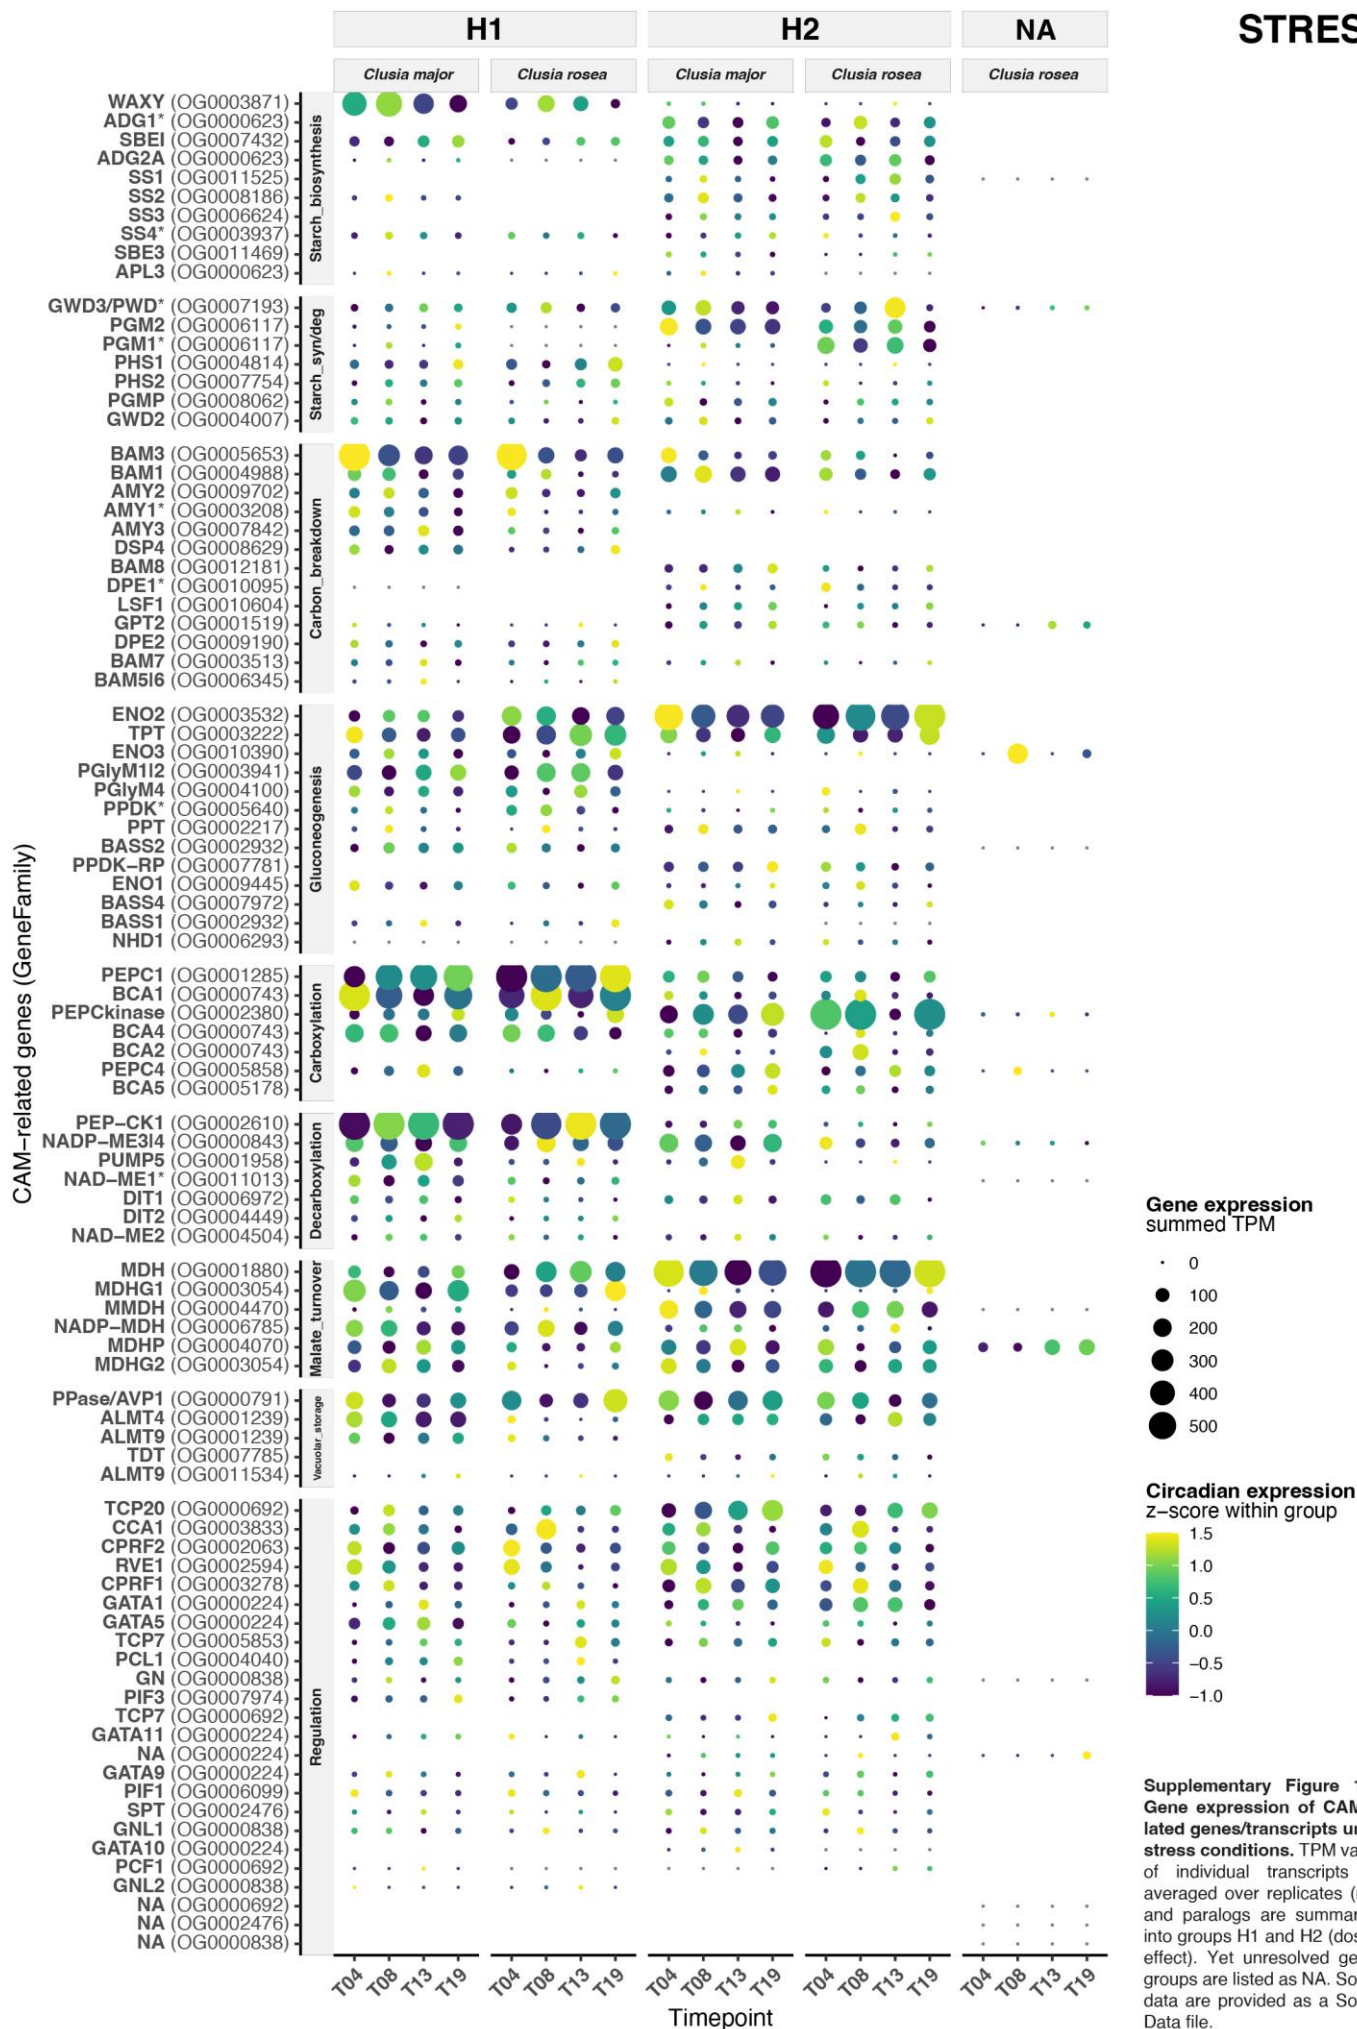

CONTROL

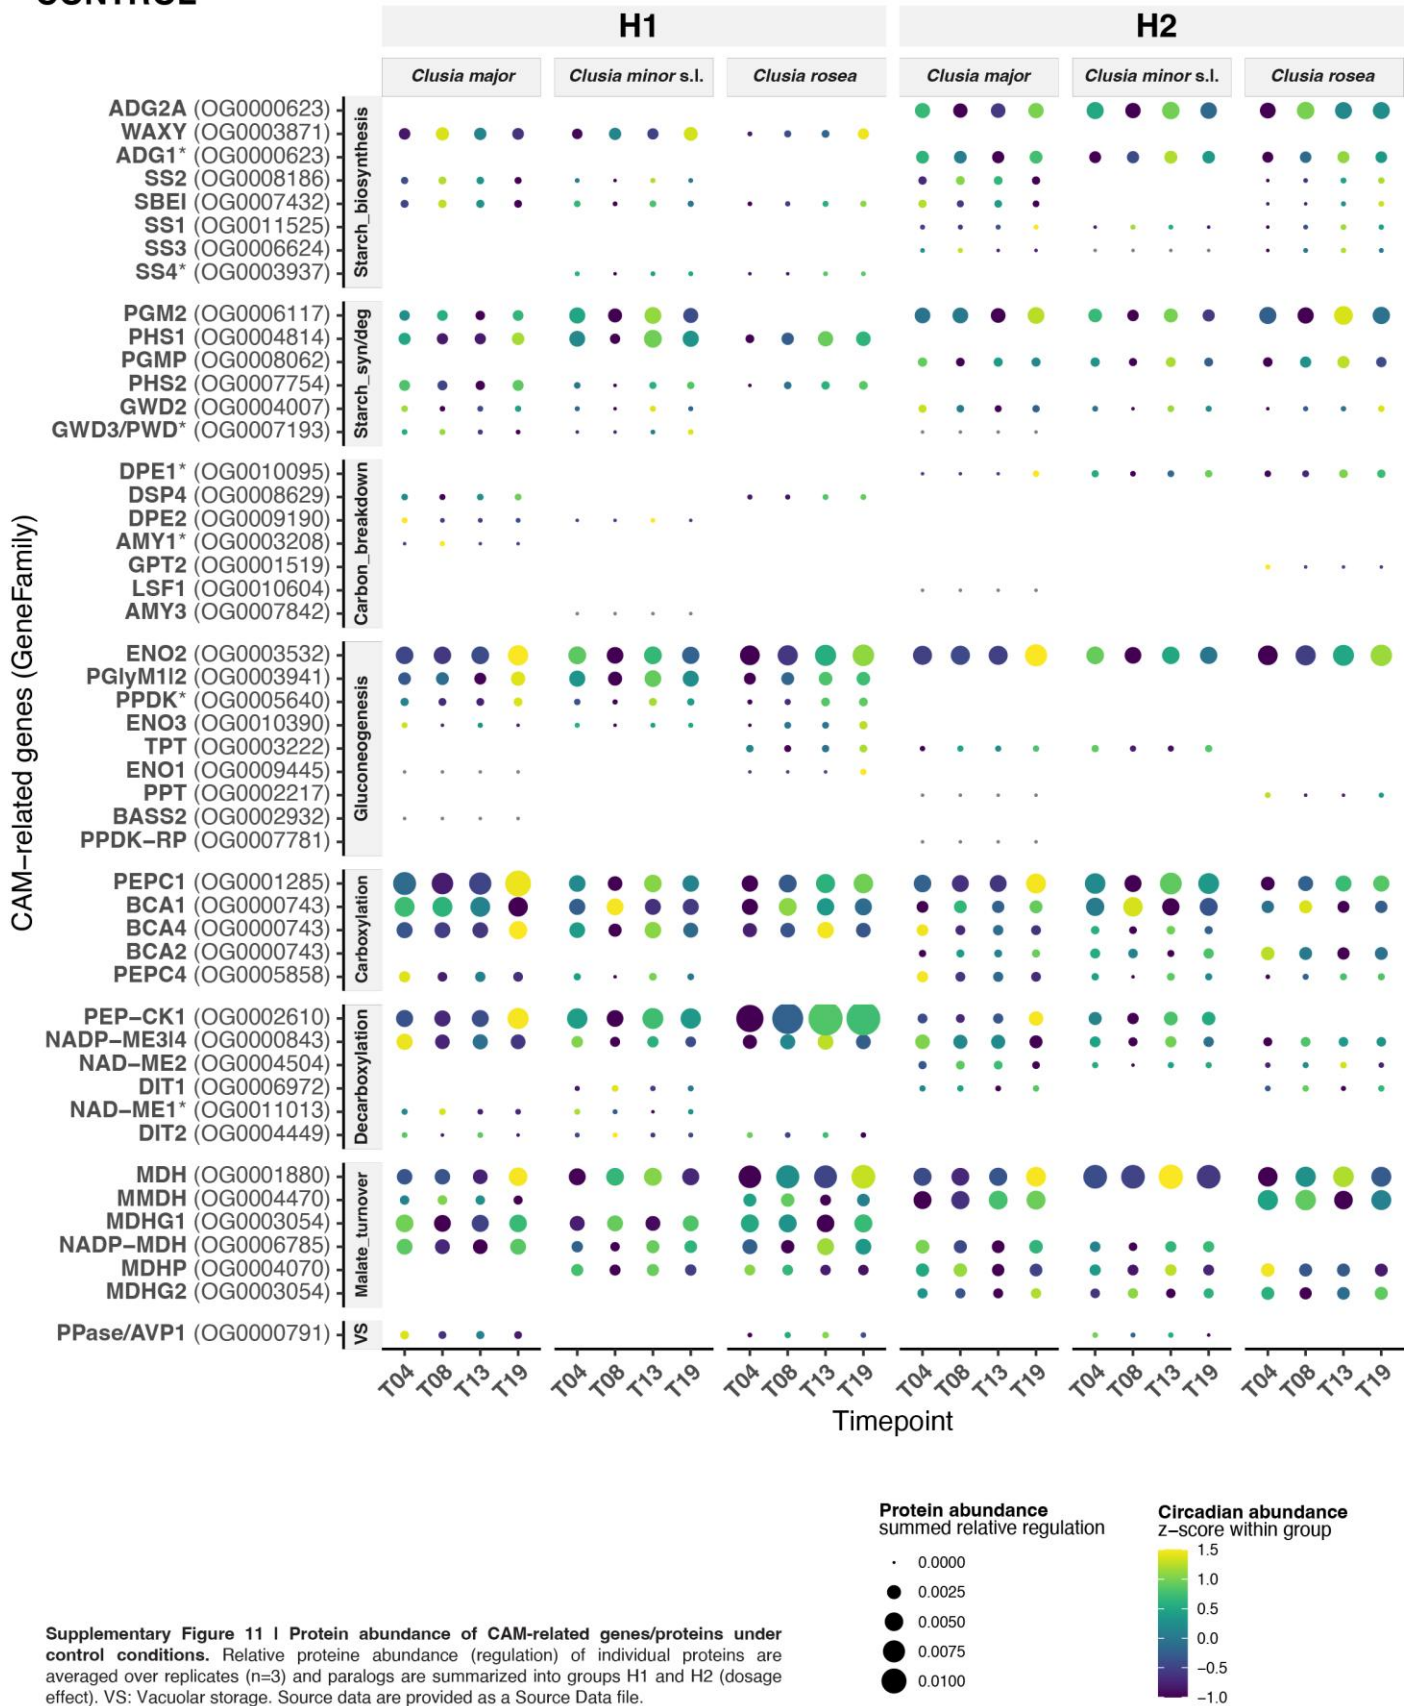

STRESS

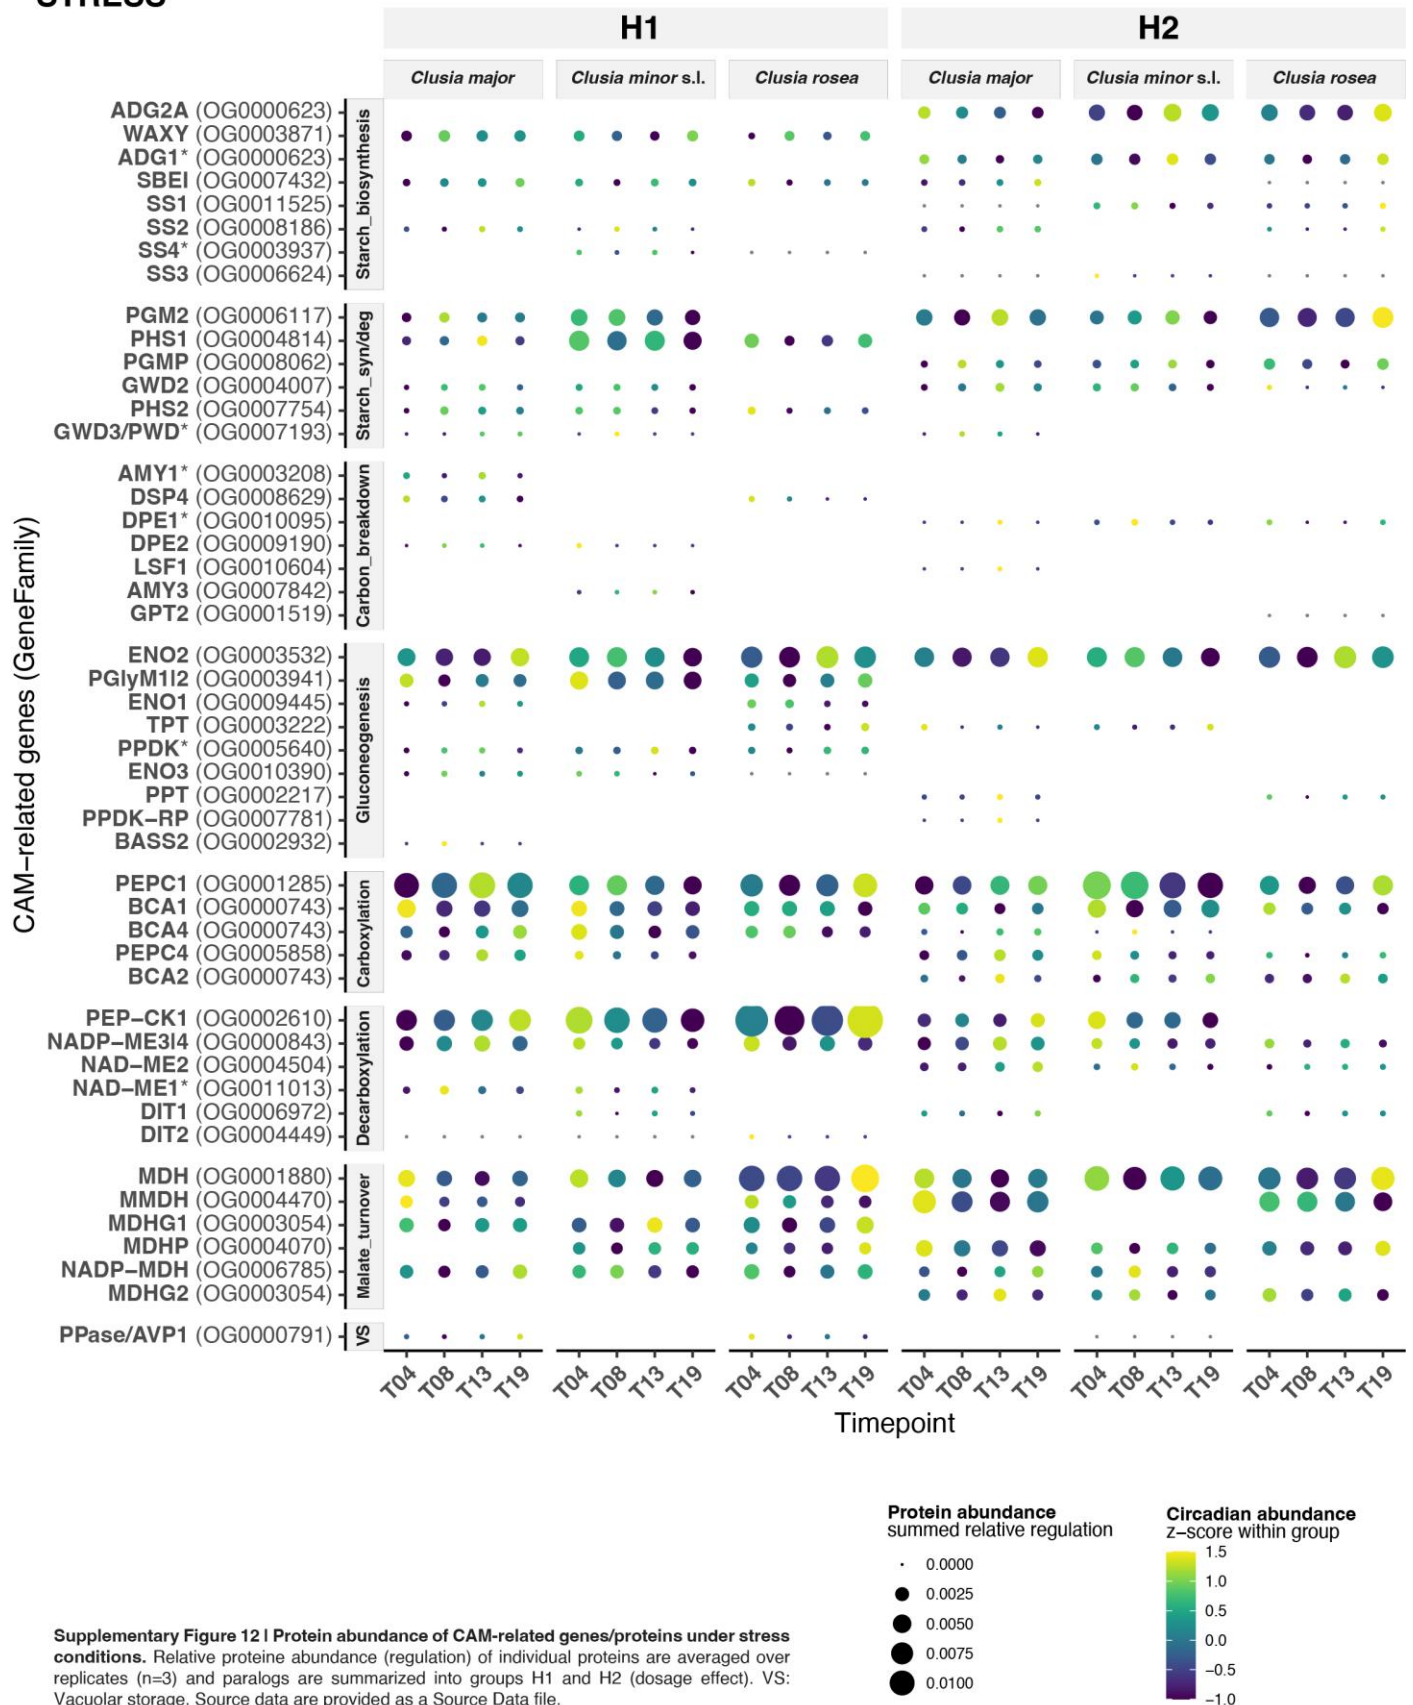

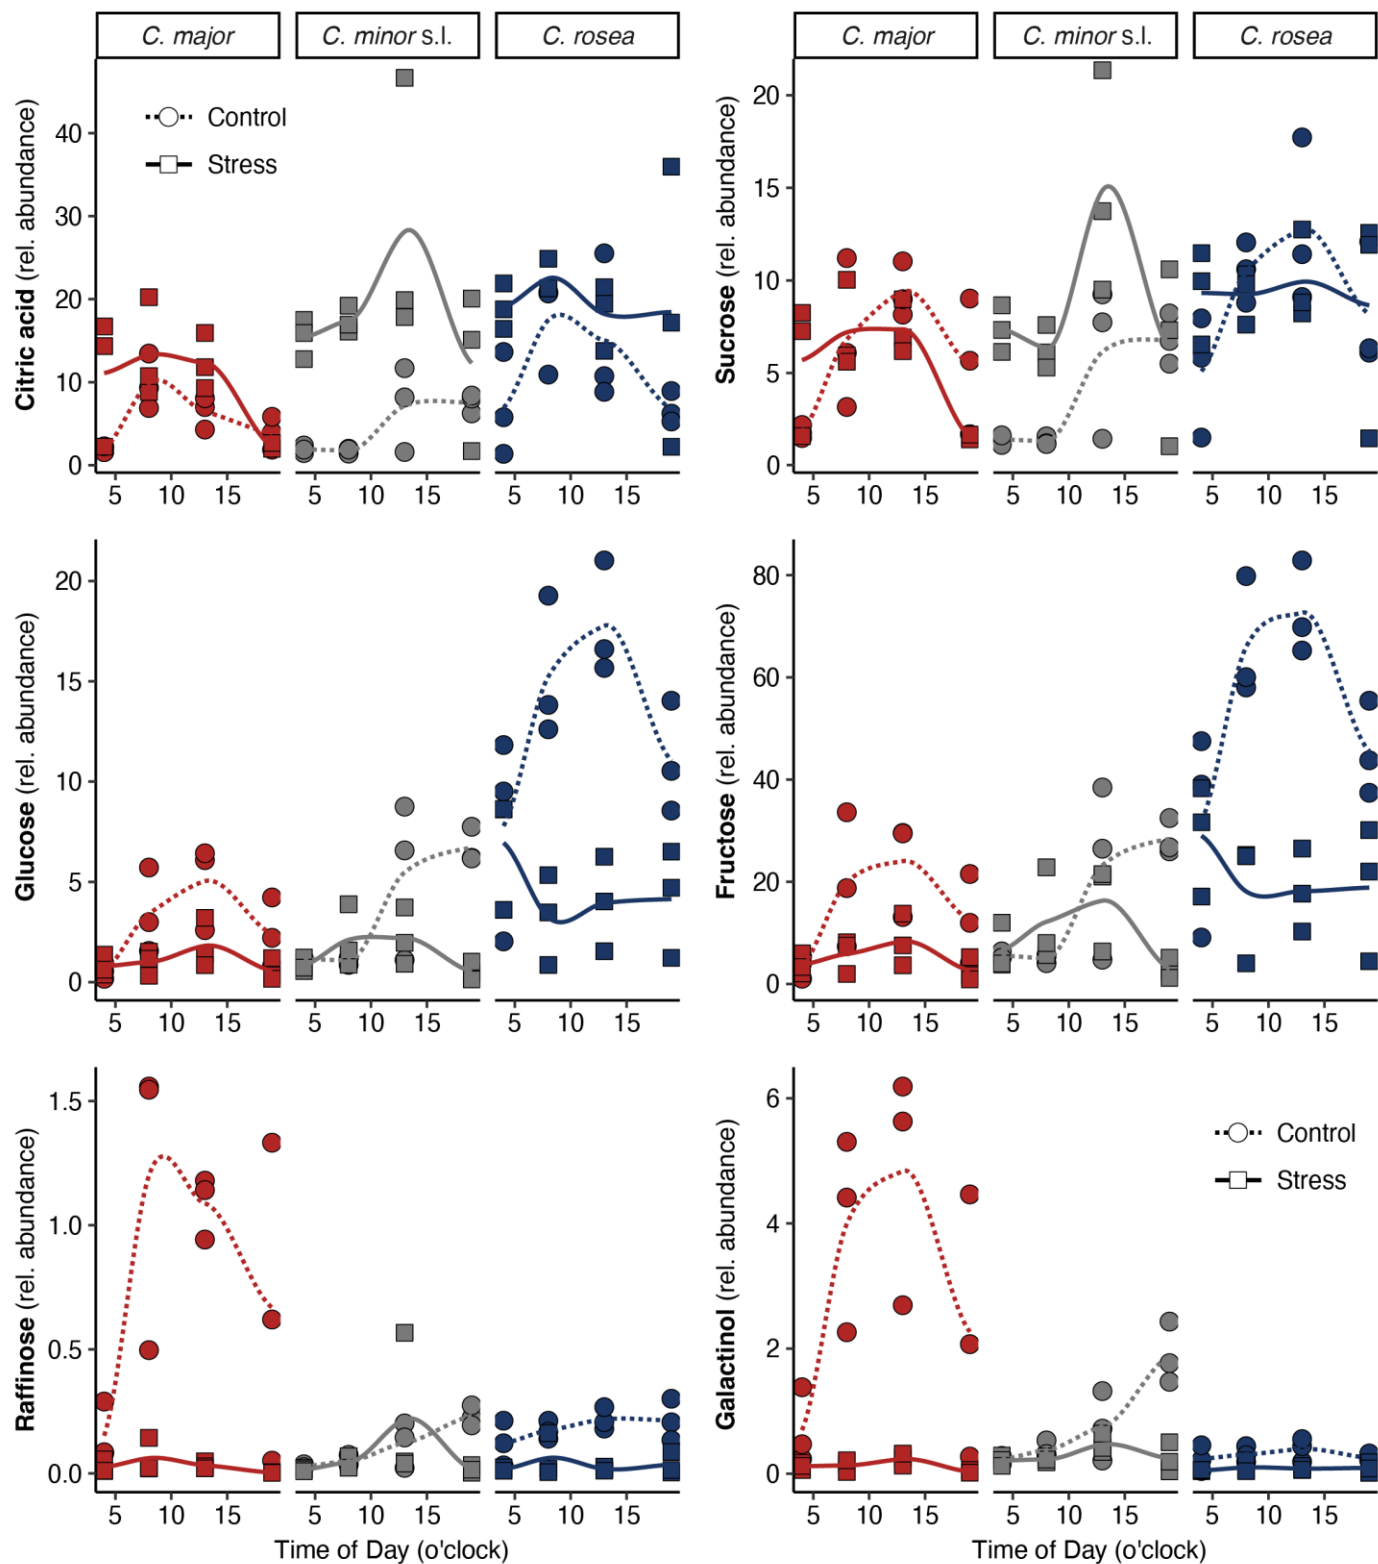

Supplementary Figure 13 | Composed figure of CAM-relevant metabolites in *Clusia* spp. Relative abundance of selected metabolites are shown across a day/night cycle at four timepoints of species/individuals grown under control and stress conditions (n=3). Fluctuations of citric acid suggest it as an alternative to malic acid for nocturnal CO₂ assimilation. Species-dependent diurnal oscillations indicate variable soluble sugars (Glucose, Fructose, Sucrose) are utilized as carbohydrate storage and PEP supply. *C. major* shows contrasting accumulation of other compatible solutes (Raffinose, Galactinol).

a Intra-specific synteny and age distribution of paralogs gene rank order

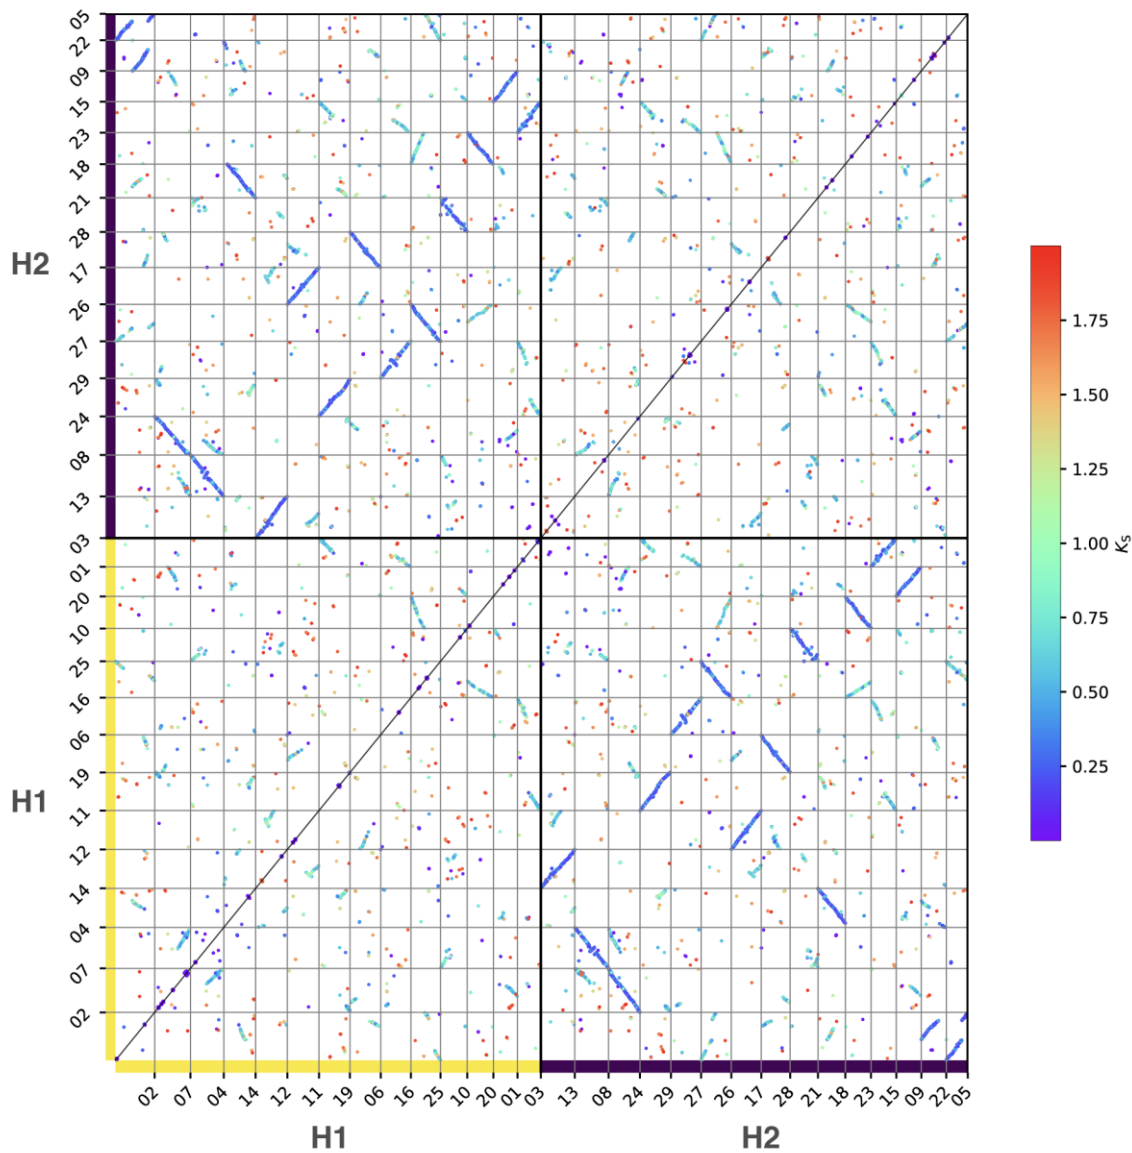

b Relative timing of speciation events and phylogenetic placement of WGDs

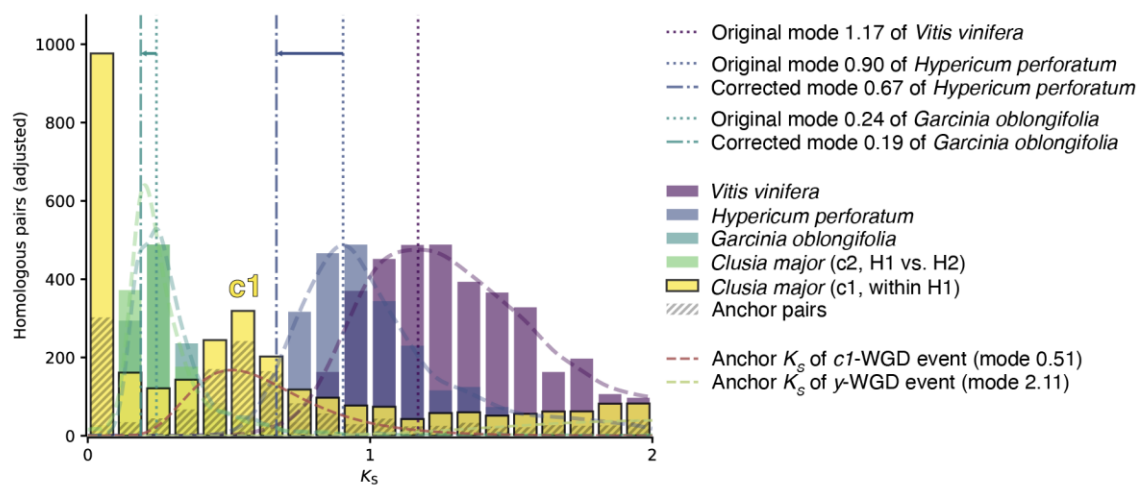

Supplementary Figure 14 | Synteny-based WGD analysis and K_s age distributions. **a** Dotplot of syntenic paralogs within the primary assembly of *Clusia major*. X/Y unit = gene rank order. K_s cutoff at 2.0 (clade of clusioids). Always four sets of collinear regions/chromosomes (e.g., chr. 23 to 20/25/26) clearly shows another event of polyploidization (former octoploidy). Based on K_s anchor pairs (synonymous substitutions in gene coding regions of syntenic paralogs), the segments split into an older (greenish, c1) and a younger (blue, c2, H1/H2) WGD/WGT event. **b** Relative timing of speciation events and phylogenetic placement of WGDs after rate correction (variation in synonymous substitution rates). Putative subgenomes of *C. major* treated as distinct species. H1 as focal species in comparison to H2 and other clusioids. *Vitis vinifera* as outgroup. Orthologous peaks of distant relatives adjusted/increased for visualization purposes. The c1-WGD event (syntenic paralogs within H1, peak at 0.51) is likely independent of Hypericaceae (speciation of *Hypericum perforatum* at 0.67) but shared within Clusiaceae (at least *Garcinia* and *Clusia*). The divergence of subgenomes (c2) falls in temporal relation to the speciation of *Garcinia oblongifolia*.

Absolute phylogenetic dating of WGDs

Older WGD event (c1)

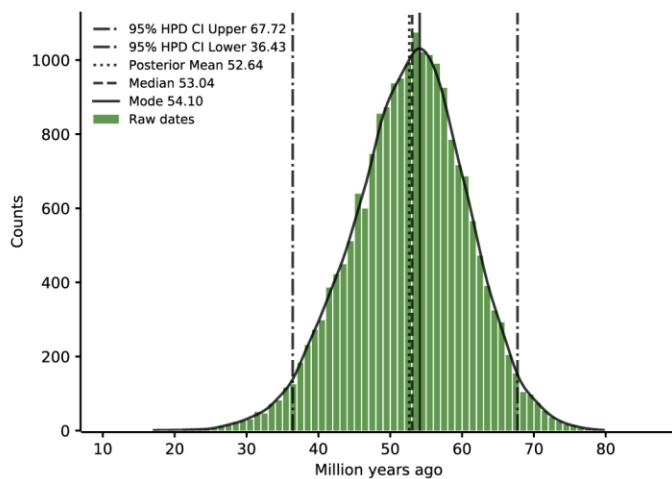

Younger WGD event (c2)

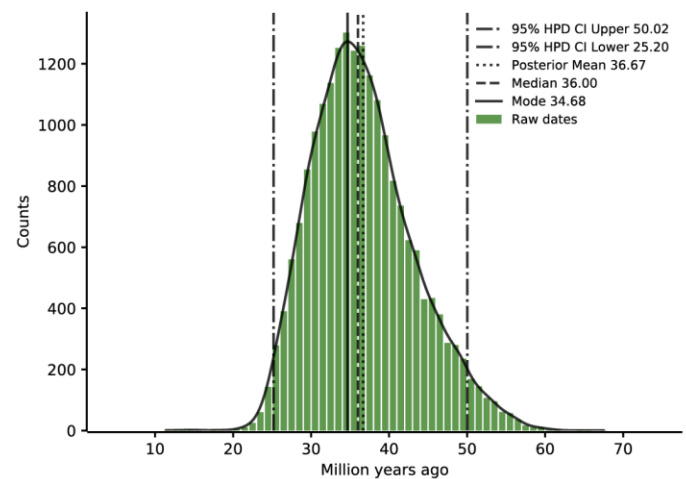

Species tree showing molecular dating of the younger c2-WGD event along speciation/divergence of selected Malpighiales

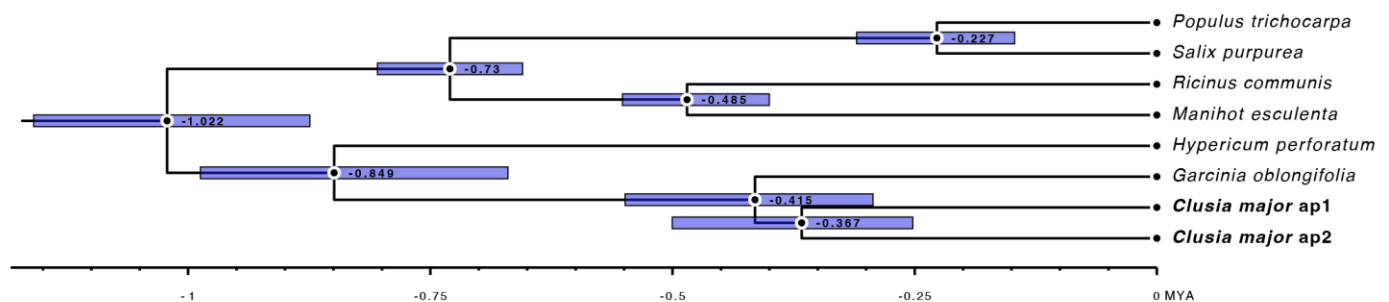

Supplementary Figure 15 | Absolute phylogenetic dating of WGDs. Absolute molecular dating of both WGD events based on reliable anchor pairs (WGD-retained gene duplicates) in *C. major* and orthologues of selected Malpighiales. Despite highly conserved collinearity at gene dense regions (Supplementary Fig. 12a), both events of polyploidization appear to be ancient and allowing for two separate cycles of diploidization under different atmospheric/climatic conditions. Phylogenomic studies are scarce but would fit the assumption that the c2-WGD event (posterior mean at 36.7 mya) coincides with the radiation of the genus *Clusia*.

Supplementary Table 1. Herbarium vouchers and GenBank accessions.

Species rev.	Species orig.	Specimen	Voucher	Origin	GenBank	Source
<i>Chrysochlamys membranacea</i> Planch. & Triana		<i>M. Gustafsson 310</i>	CAY167054, NY	French Guiana	AY145209	Gustafsson and Bittrich ²²
<i>Clusia aripoensis</i> Britton		<i>A. Borland s.n.</i>	-	Trinidad (cult.)	AY145197	Gustafsson and Bittrich ²²
<i>Clusia insignis</i> Mart.		<i>V. Bittrich & M. Amaral s.n.</i>	UEC	AM, Brazil	AY145167	Gustafsson and Bittrich ²²
<i>Clusia major</i> L.	<i>C. multiflora</i>	<i>A. Berger s.n.</i>	W0391620 ,<br>W0356417	Vienna (cult.)	PX225522	This study
<i>Clusia major</i> L.	<i>C. venosa</i>	<i>A. Berger s.n.</i>	W0356384	Vienna (cult.)	PX225525	This study
<i>Clusia</i> cf. <i>major</i>	<i>C. venosa</i>	-	-	Darmstadt (cult.)	AJ414726	Vaasen <i>et al.</i> ²⁶
<i>Clusia major</i> L.	<i>C. rosea</i>	<i>L. Hahn 150</i>	W0356736	Martinique	-	Herbarium W, NHM Vienna
<i>Clusia major</i> L.		<i>M. Gustafsson 396</i>	AAU	Martinique	AY145222	Gustafsson and Bittrich ²²
<i>Clusia minor</i> L. s.l.		<i>M. Gustafsson 291</i>	NY1204862	cult.	AY145169	Gustafsson and Bittrich ²²
<i>Clusia minor</i> L. s.str.		<i>B. Hammel 26672</i>	CR	Costa Rica	MG779428	Luján ⁶
<i>Clusia minor</i> L. s.str.		<i>M. Luján et al. 597</i>	PMA107340, SCZ	Panama	MF871675	Luján <i>et al.</i> ¹⁴
<i>Clusia minor</i> L. s.l.		<i>A. Berger s.n.</i>	W0391623 ,<br>W0356410	Vienna (cult.)	PX225523	This study
<i>Clusia minor</i> L. s.l.		<i>R. Callejas et al. 4882</i>	W0391747	Colombia	-	Herbarium W, NHM Vienna
<i>Clusia pratensis</i> Seem.		<i>B. Hammel 26673</i>	CR	Costa Rica	MG779426	Luján, 2019 ⁶
<i>Clusia reginae</i> Paolini-Ruiz		<i>M. Luján & G. Ghiselli 464</i>	MERC, MER	Venezuela	MF871671	Luján <i>et al.</i> ⁹ ,<br>Luján <i>et al.</i> ⁹
<i>Clusia rosea</i> Jacq.		<i>A. Berger s.n.</i>	W0356382	Vienna (cult.)	PX225524	This study
<i>Clusia rosea</i> Jacq.	<i>C. major</i>	<i>A. Berger s.n.</i>	W0356387	Vienna (cult.)	-	This study
<i>Clusia</i> cf. <i>rosea</i>	<i>C. major</i>	-	-	Darmstadt (cult.)	AJ414717	Vaasen <i>et al.</i> ²⁶
<i>Clusia rosea</i> Jacq.		-	-	Darmstadt (cult.)	AJ414722	Vaasen <i>et al.</i> ²⁶
<i>Clusia rosea</i> Jacq.		<i>C. Wright 50</i>	W0391745	Cuba	-	Herbarium W, NHM Vienna
<i>Clusia rosiflora</i> Planch. & Linden		<i>M. Luján et al. 467</i>	MER	Venezuela	MF871687	Luján <i>et al.</i> ¹⁴
<i>Clusia viscida</i> Engl.		<i>M. Gustafsson et al. 507</i>	AAU	Ecuador	AY145196	Gustafsson and Bittrich ²²
<i>Tovomita longifolia</i> (Rich.) Hochr.	sp.	<i>S. Mori et al. 24700</i>	CAY050672, NY	French Guiana	AY145214	Gustafsson and Bittrich ²²

Supplementary Table 2. Genome size estimations (flow cytometry).

**Taxon**	**Date of measurement**	**pg/1C**	**S.D.**	**CV%**	**Genome size [Gbp]**
<i>Clusia major</i>	10.04.19	**1,6825**	0,0027	0,1606	1,65
<i>Clusia minor</i> s.l.	09.04.19	**3,0853**	0,0102	0,3291	3,02
<i>Clusia rosea</i>	09.04.19	**3,2267**	0,0083	0,2576	3,16
<i>Clusia rosea</i>	10.04.19	**3,2165**	0,0048	0,1479	3,15

Supplementary Table 3. Growth/treatment conditions for greenhouse and physiological experiments.

Experiment	Year	Location	Treatment	Species	Day/Night Temp [°C]	Delta Temp [°C]	Day/Night RH [%]	Day/Night VPD [kPa]	Soil H2O [Vol. %]	Photo-period [h]	PAR (noon) [PPFD]	DLI [mol m ⁻² d ⁻¹]
**Literature**												
Franco <i>et al.</i> ²⁹			well-watered	C. venosa (aka C. major), C. minor, C. major (aka C. rosea)	26/20	6	58/76	1,83/0,71	-	12	250-300	-
Borland <i>et al.</i> ³⁰			H2O withheld for 10d	C. aripoensis, C. minor, C. rosea	27/19	8	60/80	-	-	11	530	-
Zambrano <i>et al.</i> ²⁰			H2O withheld for 9d	C. minor, C. rosea, C. hilariana, ...	27/18	9	60/75	-	-	12	300	-
**Cultivation**												
UZA1	until 2021	Greenhouse (UZA1)	-		25/20	5	50/60	1,40/0,79	20	13-16	150	5
UBB	from 2021	Greenhouse (UBB)	-		28/22	6	60/75	1,30/0,50	20	13-16	250	10
**Experiments**												
OpenGreenhouse (multiomics)	2021 (Q2)	Rooftop (UZA1)	shadow, well-watered	C. major, C. minor s.l. (w/o RNA), C.rosea	27/20	7	42/65	1,86/0,82	>25	15	50-100	3
			exposed, H2O withheld for 7d	C. major, C. minor s.l. (w/o RNA), C.rosea	27/19	8	42/68	2,28/0,70	<10	15	600	30
GasExchange (CO2/GH2O)	2025 (Q2)	Fytochamber3 (UBB)	H2O limited at 10% soil volume	C. major, C.rosea	28/20	8	40/65	2,05/0,68	10	15	300	11
Titratable Acidity (TA)	2025 (Q4)	Fytochamber3 (UBB)	H2O limited at 10% soil volume	C. major, C. minor s.l., C.rosea	28/20	8	40/65	2,05/0,68	10	15	300	11
			well-watered (25-30% soil water vol.)	C. major, C. minor s.l., C.rosea	28/20	8	40/65	2,05/0,68	>25	15	300	11

Supplementary Table 4. Programmatic generation of figures and tables (from raw to source data).

Figure	Raw data (INPUT)	Code file(s)	Data frame (ClusiaDB)	Source data (output)
Figure 1a	Supplementary Table 1	comparative_genomics/phylogeny/tree.sh	-	-
Figure 1b	Dataset 9	ClusiaDB.experiments.R	phenotyping.gasexchange	Fig1b.GasExchange.tsv
Figure 1c	Dataset 9	ClusiaDB.experiments.R	phenotyping.acidity.delta<br>phenotyping.acidity.delta.aov	Fig1c.DeltaTA.tsv<br>Fig1c.ANOVA.tsv
Figure 2	Dataset 2-6	ClusiaDB.circlize.R	-	-
Figure 3a	Dataset 6	ClusiaDB.synteny.R	-	-
Figure 3b	Dataset 4	ClusiaDB.repeats.R	feature.repeats.landscape	Fig3b.RepeatLandscape.tsv
Figure 3c	Dataset 5	ClusiaDB.pseudogenes.R	feature.pseudogenes	Fig3c.ListOfPseudogenes.tsv
Figure 3d	Dataset 6	ClusiaDB.counts.R	feature.counts.og.vitis	Fig3d.GeneFamilies.tsv
Figure 4a	Dataset 2-6	ClusiaDB.diploidization.R	data.diploidization.plot	Fig4a.SummarizedDiploidization.tsv
Figure 4c	Dataset 4	ClusiaDB.diploidization.R	data.diploidization	Fig4c.GenewiseDiploidization.tsv
Figure 5a	Dataset 9	ClusiaDB.experiments.R	opengreenhouse.arduino.soil	Fig5a.SoilWater.tsv
Figure 5b,c	Dataset 9	ClusiaDB.experiments.R	opengreenhouse.photosynq.par	Fig5bc.PAR.tsv
Figure 5d	Dataset 9	ClusiaDB.experiments.R	opengreenhouse.photosynq	Fig5d.PhotosynQ.tsv
Figure 5e,f	Dataset 10	-	-	-
Figure 5g	Dataset 11	ClusiaDB.proteomics.R	data.proteomics.plot	Fig5g.CarboxylatingProteins.tsv
Figure 5h	Dataset 10	ClusiaDB.transcriptomics.R	data.transcriptomics	Fig5h.PPCK.tsv
Figure 5i	Dataset 11	ClusiaDB.proteomics.R	data.proteomics.plot	Fig5i.DecarboxylatingProteins.tsv
Figure 6a	Dataset 10	ClusiaDB.transcriptomics.R	data.transcriptomics.plot	Fig6a.BAM3.tsv
Figure 6b	Dataset 11	ClusiaDB.proteomics.R	data.proteomics.plot	Fig6b.PHS1.tsv
Figure 6c	Dataset 10	ClusiaDB.transcriptomics.R	data.transcriptomics.plot	Fig6c.PGMP.tsv
Figure 6d	-	-	-	Fig6d.Starch.tsv
Figure 6e,f	Dataset 12	-	-	-
Supplementary Figure 1a	Dataset 9	ClusiaDB.experiments.R	phenotyping.env.water	Supplementary_Fig1a.SoilWater.tsv
Supplementary Figure 1b	Dataset 9	ClusiaDB.experiments.R	phenotyping.env.par	Supplementary_Fig1b.PAR.tsv
Supplementary Figure 1b	Dataset 9	ClusiaDB.experiments.R	phenotyping.env.fytotron	Supplementary_Fig1b.ENV.tsv
Supplementary Figure 1c	Dataset 9	ClusiaDB.experiments.R	phenotyping.acidity	Supplementary_Fig1c.TA.tsv
Supplementary Figure 1d	Dataset 9	ClusiaDB.experiments.R	phenotyping.acidity.delta	Supplementary_Fig1d.DeltaTA.tsv
Supplementary Figure 3	-	assembly/genomescope/genomescope.sh	-	-
Supplementary Figure 4	-	assembly/kbsm/run.sh	-	-
Supplementary Figure 5	Dataset 6	ClusiaDB.synteny.R	-	-
Supplementary Figure 6	Supplementary Data 6	ClusiaDB.enrichment.R	feature.goterms.diploidization	Supplementary_Fig6.GenicDiploidization.tsv
Supplementary Figure 6	Supplementary Data 6	ClusiaDB.enrichment.R	feature.goterms.repeats	Supplementary_Fig6.Repeats.tsv
Supplementary Figure 6	Supplementary Data 6	ClusiaDB.enrichment.R	feature.goterms.conserved	Supplementary_Fig6.ConservedGenes.tsv
Supplementary Figure 7	Dataset 2-6	ClusiaDB.diploidization.R	data.diploidization.plot	Supplementary_Fig7.SummarizedDiploidization.tsv
Supplementary Figure 8	Dataset 10	ClusiaDB.transcriptomics.R	data.transcriptomics.plot	Supplementary_Fig8.GeneExpression.tsv
Supplementary Figure 9	Dataset 11	ClusiaDB.proteomics.R	data.proteomics.plot	Supplementary_Fig9.ProteinAbundance.tsv
Supplementary Figure 10	Dataset 6	-	-	-
Supplementary Figure 11	Dataset 12	-	-	-
Supplementary Figure 12	Dataset 2-3	comparative_genomics/wgd/wgd.*.sh	-	-
Supplementary Figure 13	Dataset 2-3	comparative_genomics/wgd/wgd.dating.sh	-	-

Supplementary references

1. Luján, M., Leverett, A. & Winter, K. Forty years of research into crassulacean acid metabolism in the genus *Clusia*: anatomy, ecophysiology and evolution. *Annals of Botany* **132**, 739–752 (2023).
2. Lüttge, U. *Clusia*: Holy Grail and enigma. *J Exp Bot* **59**, 1503–1514 (2008).
3. D'Arcy, W. G. *Flora of Panama: Checklist and Index*. (Missouri Botanical Garden Press, St. Louis, Mo, 1987).
4. Hammel, B. E. *Manual de plantas de Costa Rica: Clusiaceae-Gunneraceae*. (Missouri Botanical Garden Press, St. Louis, 2010).
5. Herbert-Doctor, L. A. *et al.* *Clusia suborbicularis* is not a synonym of *Clusia flava*: Molecular and metabolomic evidence. *Taxon* **70**, 1229–1238 (2021).
6. Luján, M. Playing the Taxonomic Cupid: Matching pistillate and staminate conspecifics in dioecious *Clusia* (Clusiaceae). *Systematic Botany* **44**, 548–559 (2019).
7. Alencar, A. C., Nascimento-Jr, J. E. D., Bittrich, V., Farias-Castro, A. S. & Amaral, M. D. C. E. D. Two new species of *Clusia* sect. *Cordylandra* (Clusiaceae) from the *brejo de altitude* vegetation, plateau of Ibiapaba, Ceará, Brazil. *Phytotaxa* **460**, 259–268 (2020).
8. Alencar, A. C., Bittrich, V. & Amaral, M. do C. E. *Clusia nascimentojuniorii*: A new species of sect. *Phloianthera* from the Amazon (Brazil). *Systematic Botany* **46**, 370–374 (2021).
9. Luján, M., Paolini-Ruiz, J., Sanoja, E., Rojas, C. A. & Ely, F. Integrative taxonomy led to recognising *Clusia reginae* (Clusiaceae), a new tree species from the Venezuelan Andes. *Kew Bull* **79**, 191–200 (2024).
10. Luján, M. *Clusia chuj* (Clusiaceae), a new tree species from the border between Guatemala and Mexico. *Kew Bull* **78**, 533–537 (2023).
11. Luján, M., Wodcke, E. & Hammel, B. Two new species of *Clusia* (Clusiaceae) endemic to Costa Rica. *Kew Bull* **79**, 881–887 (2024).
12. Luján, M., Cacho, N. I., Pérez-Farrera, M. Á. & Hammel, B. *Clusia falcata* (Clusiaceae), an endangered species with exceptionally narrow leaves endemic to Chiapas, Mexico. *Kew Bull* **76**, 645–650 (2021).
13. Wodcke, E. A., Luján, M. & Hammel, B. *Clusia salicifolia* (Clusiaceae), a new hemiepiphyte species from Costa Rica and Panama. *Kew Bull* **79**, 185–190 (2024).

14. Luján, M., Aranda, J., Virgo, A. & Winter, K. *Clusia guabalensis* (Clusiaceae), a new hemiepiphyte species with floral resins from the Atlantic wet forest in Panama. *Brittonia* **70**, 412–417 (2018).
15. Luján, M., Idárraga, Á. & Hammel, B. *Clusia hirsuta*, a new species from *Clusia* sect. *Retinostemon* and the first description of trichomes in the genus. *Novon, A Journal for Botanical Nomenclature* **26**, 154–158 (2018).
16. Hammel, B. E. New species of Clusiaceae from Central America with notes on *Clusia* and synonymy in the tribe Clusieae. *Selbyana* **9**, 112–120 (1986).
17. Howard, R. A. *Flora of the Lesser Antilles, Leeward and Windward Islands: Vol. 5: Dicotyledoneae-Part 2 by Richard A. Howard & Allan J. Bornstein.* (Arnold Arboretum, Harvard Univ., 1989).
18. Lüttge, U. Photosynthetic flexibility and ecophysiological plasticity: questions and lessons from *Clusia*, the only CAM tree, in the neotropics. *New Phytologist* **171**, 7–25 (2006).
19. Winter, K., Garcia, M. & Holtum, J. A. M. On the nature of facultative and constitutive CAM: environmental and developmental control of CAM expression during early growth of *Clusia*, *Kalanchoë*, and *Opuntia*. *Journal of Experimental Botany* **59**, 1829–1840 (2008).
20. Barrera Zambrano, V. A., Lawson, T., Olmos, E., Fernández-García, N. & Borland, A. M. Leaf anatomical traits which accommodate the facultative engagement of crassulacean acid metabolism in tropical trees of the genus *Clusia*. *J Exp Bot* **65**, 3513–3523 (2014).
21. Bittrich, V. & Stevens, P. F. Lectotypification of the names *Clusia major* and *C. minor* (Clusiaceae). *Taxon* **47**, 117–122 (1998).
22. Gustafsson, M. H. G. & Bittrich, V. Evolution of morphological diversity and resin secretion in flowers of *Clusia* (Clusiaceae): insights from ITS sequence variation. *Nordic Journal of Botany* **22**, 183–203 (2002).
23. Winter, K. & Holtum, J. A. M. Facultative crassulacean acid metabolism (CAM) plants: powerful tools for unravelling the functional elements of CAM photosynthesis. *Journal of Experimental Botany* **65**, 3425–3441 (2014).
24. Borland, A. M., Griffiths, H., Broadmeadow, M. S. J., Fordham, M. C. & Maxwell, C. Short-term changes in carbon-isotope discrimination in the C3-CAM intermediate *Clusia minor* L. growing in Trinidad. *Oecologia* **95**, 444–453 (1993).
25. Haag-Kerwer, A., Franco, A. C. & Lüttge, U. The effect of temperature and light on gas exchange and acid accumulation in the C3-CAM plant *Clusia minor* L. *Journal of Experimental Botany* **43**, 345–352 (1992).

26. Vaasen, A., Begerow, D., Lüttge, U. & Hampp, R. The genus *Clusia* L.: Molecular evidence for independent evolution of photosynthetic flexibility. *Plant Biology* **4**, 86–93 (2002).
27. Howard, R. A. Some Guttiferae of the Lesser Antilles. *Journal of the Arnold Arboretum* **43**, 389–399 (1962).
28. Gustafsson, M. H. G., Winter, K. & Bittrich, V. Diversity, Phylogeny and Classification of *Clusia*. in *Clusia: A Woody Neotropical Genus of Remarkable Plasticity and Diversity* (ed. Lüttge, U.) 95–116 (Springer, Berlin, Heidelberg, 2007). doi:10.1007/978-3-540-37243-1_7.
29. Franco, A. C., Ball, E. & Lüttge, U. Patterns of gas exchange and organic acid oscillations in tropical trees of the genus *Clusia*. *Oecologia* **85**, 108–114 (1990).
30. Borland, A. M., Técsi, L. I., Leegood, R. C. & Walker, R. P. Inducibility of crassulacean acid metabolism (CAM) in *Clusia* species; physiological/biochemical characterisation and intercellular localization of carboxylation and decarboxylation processes in three species which exhibit different degrees of CAM. *Planta* **205**, 342–351 (1998).
31. Lüttge, U. *Clusia: A Woody Neotropical Genus of Remarkable Plasticity and Diversity*. (Springer, Berlin, 2007).
32. Sage, R. F., Gilman, I. S., Smith, J. A. C., Silvera, K. & Edwards, E. J. Atmospheric CO₂ decline and the timing of CAM plant evolution. *Annals of Botany* **132**, 753–770 (2023).
33. Vaasen, A., Begerow, D. & Hampp, R. Phosphoenolpyruvate carboxylase genes in C₃, crassulacean acid metabolism (CAM) and C₃/CAM intermediate species of the genus *Clusia*: rapid reversible C₃/CAM switches are based on the C₃ housekeeping gene. *Plant, Cell & Environment* **29**, 2113–2123 (2006).
34. Lüttge, U. Photosynthetic flexibility and ecophysiological plasticity: questions and lessons from *Clusia*, the only CAM tree, in the neotropics. *New Phytologist* **171**, 7–25 (2006).

# Supplementary material for: Clusia genomes shed light on the evolution and diversity of crassulacean acid metabolism physiotypes
**Source:** Nat Commun. 2026 May 5;17:3937. doi: 10.1038/s41467-026-71958-z
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

Supplementary Data 1. Sequencing statistics and read coverage

Supplementary Data 2. Assembly performance of draft genomes

Supplementary Data 3. Scaffolding efficiency and HiC contact maps

Supplementary Data 4. Statistics of pseudo-haplotype assembly

Supplementary Data 5. Pseudogenes in the chromosome-level assembly of *C. major*

Supplementary Data 6. Combined data/signals of diploidization for CAM-related gene families

Supplementary Data 7. Transit peptide prediction of genes encoding for *PGMP*

Supplementary Data 8. *Cis*-regulatory motifs in promoters of CAM-related genes

Supplementary Data 9. HMW gDNA extraction

# Supplementary material for: Clusia genomes shed light on the evolution and diversity of crassulacean acid metabolism physiotypes
**Source:** Nat Commun. 2026 May 5;17:3937. doi: 10.1038/s41467-026-71958-z
**Supplement:** Supplementary file 13 — Reporting Summary

Last updated by author(s): Mar 28, 2026

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

☐	☒	The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒	A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒	The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☐	☒	A description of all covariates tested
☐	☒	A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒	A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒	For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐	For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐	For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐	Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection see MM

Data analysis The pipelines, scripts and code files used for analyses in this study have been deposited on figshare [<https://doi.org/10.6084/m9.figshare.26212895>] and Zenodo [<https://doi.org/10.5281/zenodo.19212189>], and are available as public repository on GitHub [<https://github.com/hanneskramml/Clusia>]. A dedicated compute capsule to assess the Clusia panomics database is published on Code Ocean [<https://doi.org/10.24433/CO.2105665.v2>].

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The DNA/RNA sequencing-related data generated in this study have been deposited at NCBI under the umbrella project PRJNA1334428 [<https://www.ncbi.nlm.nih.gov/bioproject/PRJNA1334428/>]. ITS marker sequences are available in GenBank under the accession numbers PX225522-PX225525 [<https://www.ncbi.nlm.nih.gov/genbank/>].

[www.ncbi.nlm.nih.gov/nuccore/?term=PX225522:PX225525\[accn\]](https://www.ncbi.nlm.nih.gov/nuccore/?term=PX225522:PX225525[accn]). gDNA sequencing libraries (PacBio continuous long-reads, Illumina HiC short-reads) are publicly available within the sequence read archive (SRA) under project PRJNA1183765 with the following BioSample:SRA accessions SAMN44635471: SRX26662290, SRX26679105 (C. major); SAMN44635472: SRX26662291 (C. minor s.l.); and SAMN44635473: SRX26662292 (C. rosea) [https://www.ncbi.nlm.nih.gov/sra/?term=PRJNA1183765]. The primary chromosome-level assembly of C. major (predominant/principal pseudo-haplotype) is deposited under the GenBank accession GCA_056099205.1 [https://www.ncbi.nlm.nih.gov/datasets/genome/GCA_056099205.1/]. The genome for the alternative pseudo-haplotype of C. major can be accessed via GCA_056098825.1 [https://www.ncbi.nlm.nih.gov/datasets/genome/GCA_056098825.1/]. The draft genome assemblies of C. minor s.l. and C. rosea (contig-level) are linked under the BioProject number PRJNA1183765 [https://www.ncbi.nlm.nih.gov/bioproject/PRJNA1183765/]. mRNA sequencing data were deposited in SRA under the project accession PRJNA1197736 and in NCBI's Gene Expression Omnibus accessible through GEO Series accession number GSE290226 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE290226]. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD061385 [http://proteomecentral.proteomexchange.org/cgi/GetDataset?ID=PX061385]. GC/MS data of targeted metabolites are uploaded to MetaboLights under project accession MTBLS14075 [https://www.ebi.ac.uk/metabolights/MTBLS14075]. The assembled genomes and annotations as well as (intermediate) pipeline results and multiomics data used for analysis in this article, including raw data of figures and additional work to support the findings, can be found on figshare [https://doi.org/10.6084/m9.figshare.26212895]. An interactive genome browser providing access to the predominant chromosome assembly of C. major including gene, pseudogene, and repeat annotations as well as HiC proximity signals and alignments to CANU and the draft assemblies of C. minor s.l. and C. rosea [https://apps.pph.univie.ac.at/jbrowse/]. Source Data are provided with this paper.

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used.

Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected.

Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.

Reporting on race, ethnicity, or other socially relevant groupings

Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status).

Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.)

Please provide details about how you controlled for confounding variables in your analyses.

Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☐ Life sciences ☐ Behavioural & social sciences ☒ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see nature.com/documents/nr-reporting-summary-flat.pdf

Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

Study description

Genomes of three tropical trees *Clusia major*, *Clusia minor* s.l. and *Clusia rosea* were sequenced.

Research sample

Leaf samples of *Clusia major*, *Clusia minor* and *Clusia rosea* for genome sequencing were obtained from the collection of the Molecular Systems Biology lab at the Department of Functional and Evolutionary Ecology, University of Vienna, including the living collection originally curated by Ulrich Lüttge. Our laboratory maintains a backup of this *Clusia* collection, with the primary collection still housed at the Botanical Garden of the Technical University Darmstadt, Germany. Cuttings of the entire collection were transferred to the greenhouse of the Molecular Systems Biology lab, Department of Functional and Evolutionary Ecology, University of Vienna and cultivated and propagated there. Initially the greenhouses were located at UZA1, Althanstrasse 14, 1090 Vienna, and as of 2021, the plants were transferred to the new greenhouse at the UBB, Schlachthausgasse 43, 1030 Vienna.

Voucher specimens of the cultivated species were prepared following standard herbarium practice and preserved as dried specimens

and/or flowers in 70% ethanol, and permanently stored in the herbarium of the Natural History Museum Vienna. Digital images of the voucher specimens and photos of the corresponding living plants are available at the international herbarium database JACQ (<https://jacq.org>). All relevant specimen vouchers including links to virtual herbaria sources are documented in Supplementary Table 1. Further stress and multiomics experiments with these three species were conducted in climate chambers and an open greenhouse experiment.

Sampling strategy	Leaf samples were collected from all three species in a glashouse (genome sequencing), climate chambers (phenotyping), and open greenhouse (multiomics). If not otherwise stated in the manuscript n= 3 samples were collected.
Data collection	HK and JH extracted HMW gDNA for genome sequencing. GB, HK and AD performed plant physiological phenotyping. HK, JH, TS, LF, SP, FS, FT, AKB and GB conducted greenhouse experiments. MI, SP and JH extracted RNA from <i>Clusia</i> species, JH and HK performed transcriptome data analyses. PK, SP, LF, MB and CP extracted metabolites and performed data acquisition. CP and JH analyzed metabolomics data. FF, LAS, PC, AG and TS performed proteomic data acquisition. FS performed starch assays. HWS, EMT and TS conducted genome size estimation experiments and karyotyping. ADB revised the taxonomy and documented the plant species in the herbarium.
Timing and spatial scale	Plant material for experimentation was generated by producing a total of 48 cuttings from mother plants. <i>Clusia</i> major, <i>C. minor</i> , and <i>C. rosea</i> were propagated in a clonal fashion from those plants, which we used for DNA extractions and genome sequencing. Cuttings were cultivated in the greenhouse for eight months until all plants reached at least a four-leaf stage, and they were then randomly divided into two groups. The experiment was conducted during a sunny summer week in July 2021. For one week, one group was exposed to direct sunlight. There was no precipitation, and the plants were not irrigated. The other group was placed beneath a shaded cultivation table and each pot received 50 mL of water each day, corresponding to 60% field capacity (approx. 30% soil water). Via soil moisture, photosynthetic active radiation (PAR), and temperature loggers (placed in the shade), connected to Arduinos and a Raspberry Pi, we continuously monitored environmental parameters (Supplementary Code, Supplementary Data 9Materials). We selected six uniform cuttings from each plant species based on DLI (three replicates per group). On July 15th 2021, we started sampling leaf tissue on four time points across a 24-hour period, at 4 am, 8 am, 1 pm, and 7 pm, respectively. We used sterile punch pliers with a 5 mm diameter to punch four holes into one leaf of each plant. At each time-point a new leaf section (with respect to the main nerve) was used to reduce the amount of injury related signals. The leaf tissue was transferred into 2 mL centrifuge tubes and was immediately snap-frozen in liquid nitrogen and stored at -80 °C for subsequent multiomics analyzes.
Data exclusions	No data were excluded
Reproducibility	Biological replicates of control and stress treated samples were analysed in all cases showing statistical significant separation where indicated.
Randomization	All measurements are randomized.
Blinding	No blinding
Did the study involve field work?	☐ Yes ☒ No

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☒	☐ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☒	☐ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☐	☒ Plants

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Plants

Seed stocks

Clusia trees are part of a collection in the greenhouse of the University of Vienna.

Novel plant genotypes

No novel genotypes

Authentication

No genetic manipulation

How the deposited data were processed for this re-analysis (not part of the article)

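Leaf RNA of *C. major* and *C. rosea* from the open greenhouse experiment was analysed: 3 control plants (shade, watered) and 3 stress plants (high light, no watering) of each species at 4 sampling times, 48 polyA libraries in all. The deposited files hold, for each library, the expected count and the TPM of each gene that the authors estimated with RSEM (1.3.3), after trimming with fastp (0.23.2) and alignment with STAR (2.7.10b) to the repeat-masked assembly of the species, and an annotation with symbols and product names. The count tables hold 59490 genes of *C. major*, 47756 of them with a symbol, and 127589 of *C. rosea*, 88727 with a symbol. The steps before the expected counts were not repeated, since the reads are not used here. Every library was mapped to its species, condition, time and plant from its label. The TPM of the authors' source tables for Fig. 5h, Fig. 6a and Supplementary Figs. 9 and 10 were compared with the files, and 0 of 64, 16 and 960 values of *C. major* and 0 of 112, 16 and 1039 of *C. rosea* were off by over 0.05 TPM. The source table for Supplementary Figs. 9 and 10 is held only in part, and the blocks of carboxylation and decarboxylation lie in that part. *C. minor* is not analysed here.

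Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and tables and figures were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Expected counts were rounded, scaled by TMM and filtered with filterByExpr (minimum count 10, minimum total 15), and tested with edgeR's quasi-likelihood test (glmQLFit with legacy=FALSE and robust=TRUE). The false discovery rate was 0.05 after Benjamini-Hochberg adjustment over all genes tested. Stress and control were compared on counts summed over the 4 times of each plant, since the plant is the replicate. These sums weight each time by the depth of its library. The mean of the 4 time contrasts weights the times equally, but takes the libraries of 1 plant as separate. It called 4326 genes in *C. major*, 1897 of them among the 2432 of the sums, and 581 in *C. rosea*, 122 of them among the 215. Times, and the interaction of time and condition, were tested in 1 fit of 8 groups over the 24 libraries of a species. Same-numbered libraries of a species and condition come from 1 plant. After the means of the groups were removed, libraries of the same plant had a mean Pearson's r of 0.03 in control and 0.03 in stressed *C. major* and 0.07 and 0.03 in *C. rosea*, and libraries of different plants -0.02, -0.01, -0.03 and -0.02, and a fit with the plant as a block was an alternative. Homoeolog groups (H1, H2) were tested as sums of expected counts over the members that the source data list, because RSEM divides reads between near-identical copies. Genes that share a symbol in both species were summed per symbol to compare the species, with 10000 random pairings. Principal components were computed on log2 CPM (prior count 2) of the 500 most variable genes of each species. The paper's text names no differential test for the transcripts and no transformation for the principal components.

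Gene lists were fixed before the data were examined: circadian clock (morning and evening), PEP carboxylation, C4 acid decarboxylation, vacuolar malate transport, amylolytic and phosphorolytic starch breakdown, starch synthesis, raffinose family synthesis, heat shock proteins, ABA and dehydration, photoprotection, light-harvesting antenna, flavonoid and anthocyanin synthesis, antioxidant enzymes, wounding and jasmonate, senescence, plastid-encoded genes, guard cell, epidermis and vein markers, and reference genes. Symbols whose product name gave another function were removed by patterns written after the annotated names were read and before any list was tested. Those names were not separately checked for other meanings in *C. major*. Lists were tested with limma's camera (preset correlation 0.01) and again with an estimated correlation. Named genes were fixed by rule before the data were examined: the genes and groups that the paper names for their transcripts, whose values in the paper's tables had been seen, *CCA1* and *RVE1*, for stress against control the 10 largest changes in each direction among annotated genes whose plants do not overlap (average log2 CPM of at least 2), for the times of control plants the 3 largest ranges at each time of highest level, and up to 4 members of each list with the smallest p. *PEPC4*, *PUMP5*, *BCA1*, *BCA4*, *NAD-ME1* and *NADP-ME3/4*, and the sums per symbol of *COL2*, *LIR1*, *LNK3*, *PPD*, *RPT2* and *XTH1*, fall outside it and were named after their values were seen. The ranges over the times were ranked only among genes that passed the FDR of 0.05 over the times. For a gene at 0 in a whole condition, a fold is given against a floor of 3 counts over the group. This floor covers counting error only. Zeros were far more frequent than counting error gives (a median of 10.6% against 0.00%), and reads are not independent molecules, so such a fold is no firm bound.

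The alternatives, set before the data were examined, were DESeq2, DESeq2's size factors, no low-count filter, edgeR's earlier quasi-likelihood pipeline, limma on TPM with pseudocounts of 1 and 0.1, a replicate block, the mean of the 4 time contrasts, the 12 libraries of 1 condition alone, the most abundant member of a group, 3 other inputs and a scaling for the principal components, and leaving out each plant. Leaving out libraries of low complexity (fewer than 0.6 times the median number of genes of the species, or over 25% of the counts in 1 gene) was added after the data were seen. In *C. major*, the block on stress against control uses label numbers that different cuttings share, and in *C. rosea* no number occurs in both conditions, so no block was fitted there. DESeq2 was first run with its default optimiser, which ran too long, then without it, once with no check of convergence, which gave impossible values, and once with genes that had not converged left out. The values given are from the default optimiser, run on blocks of genes, which was kept because it is the tool's default. DESeq2 gave no p for 986 of 43381 genes between stress and control and 2375 of 44442 over the times in *C. major*, and for 1436 of 49615 and 5160 of 51964 in *C. rosea*. It gave no adjusted p for 13925 genes over the times of control and 2375 of stressed *C. major*, 19024 for its interaction, 5188 between stress and control in *C. rosea*, 42332 and 33332 over the times of its control and stressed plants and 43334 for its interaction.

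The tests were run on simulated data with the counts' own spread and 50 genes changed at each of 4 sizes. Between stress and control, 4% of genes changed 2-fold, 48% of those changed 8-fold and 78% of those changed 32-fold were recovered in *C. major* and 4%, 26% and 44% in *C. rosea*, and 37 of 141 and 37 of 106 calls were false. Among the 4 times of control plants, 10% and 36% of genes changed 8-fold and 32-fold were recovered in *C. major* and 0% and 8% in *C. rosea*, and 225 of 273 and 0 of 18 calls were false. With the earlier quasi-likelihood pipeline, 6 of 97, 7 of 59, 14 of 38 and 0 of 8 calls were false in the same order. Such shares depend on how many genes change, here 50 at each of 4 sizes, and do not carry over to the real calls. Of the unchanged simulated genes, 7.7% (*C. major*) and 9.3% (*C. rosea*) had an unadjusted p under 0.05 between stress and control, and 20.0% and 22.4% among the times, so these tests give too many small p values in both species, and the 0 of 18 false calls in *C. rosea* do not show that its test over the times keeps its rate. The choice of test was fixed before this was known and was kept. In the comparison of the species, 28 symbols differed in both simulated species, of which 20 were highest at the same time, and all 20 had been planted. Standard errors of log2 fold changes and 95% intervals come from edgeR's fit and include the spread between plants. The intervals use the normal distribution and are narrower than those of the test itself. Standard errors of the medians of marker lists come from random draws of the genes of a list and hold no spread between plants.

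Switching from TMM to DESeq2's size factors moved the values of the homoeolog groups by a median log2 of -0.31 in *C. major* and 0.30 in *C. rosea* for stress against control at 4 am, by -0.11 in control *C. major*, 0.17 in control and 0.54 in stressed *C. rosea* for 4 am against the other times, by 0.14 for 8 am in control *C. major*, by 0.16 and 0.15 for evening and night against day in control and stressed *C. rosea*, and by -0.37 for 1 pm and 7 pm against 4 am and 8 am in stressed *C. rosea*. Over all genes, stress against control moved by -0.03 in *C. major* and -0.02 in *C. rosea*.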

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

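Of the tests in this part, the one of mesophyll cells, the one of genes whose symbol names 1 gene, the division of the one of few distinct molecules by group and those that leave out the low-complexity libraries were chosen after the result was seen.

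In *C. major*, 2432 of 43381 genes differed between stressed and control plants, a comparison that the paper does not report (1177 higher and 1255 lower, edgeR), and 1381 differed without control plant 3, 835, 1211 and 1055 without stress plants 2, 3 and 5, 484 with edgeR's earlier quasi-likelihood pipeline, 397 with a replicate block, 1423 with limma on TPM, 3261 with DESeq2 and 4326 as the mean of the 4 time contrasts, where simulated data gave 26.2% false calls for the test used and 6.2% for the earlier pipeline. A false share depends on how many genes truly change, so the simulated ones do not give the share of the 2432 that are false. The 10 ways to part 6 plants are too few to judge chance (real value 2432, highest other 1, reached by 1 of 10). Thinning every plant to 40026425 counts, the lowest total, left 2096 of the 2432 genes called, which argues against a difference in depth as the whole cause. Without the low-complexity libraries 916 genes were called, 823 of them shared, and the median standard error rose from 0.50 to 0.72. The median ratio of the log2 fold changes was 0.99 and 2411 of 2411 genes kept their direction. In *C. major* these libraries all come from control plant 2, whose remaining library was then set against sums over 4 times. In 2402 of the 2432 genes, called on these same data, stressed and control plants do not overlap. The other plants thus largely fix ratio and direction in advance, so these values cannot decide on low-complexity libraries as a cause. Of 915 changed genes with 2 to 4 copies, 74.6% kept at least 0.5 of their log2 fold change in the sum over the symbol. This argues against reads divided between copies as the whole cause among these 915 genes, and leaves open a part in it. The other changed genes were not covered. An effect of high light and drought, which the design does not separate, stays a hypothesis.

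In *C. major*, 33 of 40 light-harvesting antenna genes were lower in stress, a signal in genes that the paper does not discuss, with 22 without stress plant 2, 17 with edgeR's earlier quasi-likelihood pipeline and 14 with a replicate block, and the call of the list ended with an estimated correlation between genes (camera, adjusted p = 9.9e-23 against 0.176). A lower share of mesophyll cells would raise markers of the other cell types, if stress did not change these markers itself. The epidermis list had a median log2 fold change of 0.64 (SE 0.27), the vein list 0.15 (SE 0.31) and the guard cell list -0.71 (SE 0.25), with 0 of its 34 genes called. These standard errors are over the genes of a list and hold no spread between plants. The lists moved apart and cannot decide on a lower share of mesophyll cells. The antenna median was -1.89 without the low-complexity libraries (39 of 40 genes below 0, 14 called) and -1.93 with them (33 called). These libraries all come from control plant 2, and the genes were called on these same data. The other plants thus largely fix median and direction in advance, so these values cannot decide on low-complexity libraries as a cause. The summed antenna counts changed by -1.61 (SE 0.15, adjusted p = 2.4e-05), so reads divided between copies are not the whole cause. A lower level of antenna transcripts per cell under high light and drought is a hypothesis found and tested on the same data. A lower share of mesophyll cells and a part of the low-complexity libraries stay open beside it.

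In most libraries many genes were at 0 that had at least 100 counts in both other plants of the group. Poisson sampling at the library's depth gives a median of 0.00% of such genes, against 10.6% seen, which argues against depth. Few distinct molecules behind many reads remain a candidate explanation in stressed *C. major*, control *C. rosea* and stressed *C. rosea*, where 11 of 11, 8 of 11 and 11 of 11 libraries (30 in all) had under 0.5 times as many genes at 1 to 9 counts as their most complex sister library thinned to the same depth, although stressed *C. major* had the lowest median share at 0 of the groups (6.9%). Only 1 of 11 libraries did so in control *C. major*, which had the highest (15.6%), and few molecules cannot be told from other causes there, since its most complex library had 1052 such genes against 4188 in that of stressed *C. major* at the same depth, which leaves no complex library of the group to compare with. Each comparison rests on 1 library per group, picked for the most genes detected. In stressed *C. major* this was plant 5 at 1 pm, with 3127 genes at 1 to 9 counts before thinning. The other libraries of that group had 719 to 1298 and those of control *C. major* 865 to 1299. These counts thus cannot tell 1 unusual reference library from few molecules in the others. Among genes whose symbol names 1 annotated gene, a median of 7.20% were at 0. Such a gene can still have a copy without a symbol or under another one. The members of *PEPC1* H1 in *C. rosea*, for example, are annotated as *PPC3*, *PPC16*, *PPC* and *PPC1*. This share therefore cannot decide on reads divided between near-identical copies as a cause, and no biological explanation was tested.

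In *C. rosea*, 215 of 49615 genes differed between stress and control, in data that the paper does not analyse this way, and the 10 ways to part the plants are too few to judge chance (highest other 1, reached by 1 of 10), with 128 without control plant 8, 143 and 129 without stress plants 5 and 9, 8 with edgeR's earlier quasi-likelihood pipeline, 30 with limma on TPM, 48 without the low-complexity libraries, 412 with DESeq2, 430 without the low-count filter and 581 as the mean of the 4 time contrasts, where simulated data gave 34.9% false calls for the test used and 11.9% for the earlier pipeline. These simulated shares do not give the share of the 215 that are false, since it depends on how many genes truly change. The course over the 4 times differed between stressed and control *C. rosea* in 24 genes by the test of the interaction, where the splits are again too few (highest other 20, reached by 1 of 10), with 15 without control plant 7, 7 and 62 without stress plants 1 and 5, 11 with the earlier pipeline, 7 with limma on TPM and 100 without the low-complexity libraries. The same test gave 0 genes in *C. major* (edgeR, 2898 at an unadjusted p under 0.05, 127 with DESeq2, highest other 1, as many in 10 of 10 splits), and 36, 12 and 2 without control plants 1, 2 and 3 and 2 without stress plant 3. With the times shuffled within plants, no shuffle reached the number of genes that differ among the times in control *C. major* (196, highest other 72, 1 of 60), control *C. rosea* (223, highest other 161, 1 of 60) and stressed *C. rosea* (172, highest other 134, 1 of 60). In stressed *C. major* 22 of 60 reached it (1, highest other 3). The 60 include the real times. Both conditions were shuffled at once, and no adjustment over these counts was made. Where no shuffle reached the number, chance is less likely as its source, but it is not excluded, and single genes were not judged. In simulated data 225 of 273 such calls in control *C. major* were false and 0 of 18 in control *C. rosea*, so the shuffles leave open how many of the 196 genes are true. They also leave this open for the 223 and 172 genes of *C. rosea*, where shuffled times called up to 161 and 134 genes. For the carboxylation and decarboxylation groups, no shuffle reached the 2 groups of control *C. rosea* (highest other 1, 1 of 60). This count is too small to exclude chance, and it fell to 0 without control plant 7 or 8. Chance was not excluded in control *C. major* (1, highest other 1, 6 of 60) or stressed *C. rosea* (1, highest other 1, 18 of 60), and the shuffles cannot judge stressed *C. major*, where 0 groups were called (edgeR and DESeq2, 3 at an unadjusted p under 0.05) and all 60 of 60 reach that by design (highest other 0). Without 1 plant, the count of control *C. major* was 53 (control plant 3), that of stressed *C. major* 8, 2 and 10 (control plants 1, 2 and 3) and 2, 3 and 8 (stress plants 2, 3 and 5), that of control *C. rosea* 62, 62 and 52 (control plants 6, 7 and 8) and 148, 446 and 139 (stress plants 1, 5 and 9), and that of stressed *C. rosea* 54 and 40 (stress plants 1 and 9). For the carboxylation and decarboxylation groups it was 0, 0 and 2 in control *C. major* (without control plant 3 and stress plants 3 and 5), 1, 0 and 0 in control *C. rosea* (control plants 6, 7 and 8) and 1 and 1 (stress plants 1 and 9), and 0 in stressed *C. rosea* (stress plant 1).

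Among gene lists that the paper does not discuss for transcripts, 32 of 124 heat shock genes, 20 of 63 genes of ABA and dehydration and 11 of 27 of raffinose family synthesis were higher in stressed *C. major*, where 4 of raffinose family synthesis were lower, 17 of 200 heat shock genes and 10 of 37 of raffinose family synthesis were higher in stressed *C. rosea*, where 1 of raffinose family synthesis was lower, and 65 of 208 heat shock genes differed among the 4 times in stressed *C. rosea*. In *C. major*, the heat shock count was 21, 20 and 14 without control plants 1, 2 and 3 and 13 and 15 without stress plants 2 and 5, the ABA count 10 and 11 without control plants 1 and 3 and 9, 7 and 9 without stress plants 2, 3 and 5, and the raffinose count 7 without stress plant 2. In *C. rosea*, the heat shock count was 8, 28 and 7 without control plants 6, 7 and 8 and 38 and 0 without stress plants 1 and 9, and the raffinose count 6 without stress plant 1 and 6 without stress plant 9. The count of heat shock genes that differ among the times in stressed *C. rosea* was 4 without stress plant 9 and 36 without stress plant 1, 6 with DESeq2, 30 with the earlier pipeline, 29 with limma on TPM and 42 with a replicate block, so it rests on stress plant 9 and on the test. With edgeR's earlier quasi-likelihood pipeline the counts of higher genes were 5, 4 and 4 in *C. major* and 0 and 1 in *C. rosea*.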

How the results depend on the processing

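Leaving out the low-complexity libraries was chosen after the data were seen, and all other alternatives were set before. Over all alternatives, named genes and gene groups with a call kept it and its direction in 940 of the values for stress against control in *C. major*, lost it in 306 and turned in 1, and kept it in 333, lost it in 187 and turned in 1 in *C. rosea*, and over the times they kept it in 324 and lost it in 119 in *C. major* and kept it in 347 and lost it in 263 in *C. rosea*. With the plants and depth at hand, simulated data returned 4% of 2-fold and 48% of 8-fold changes between stress and control in *C. major* and 4% and 26% in *C. rosea*, so small changes stay out of reach. For each change given below, the cause was not tested. The replicate block was not run for stress against control in *C. rosea*. *PPCK* and *PEPC1* H1 stand for 7 pm and 4 am against 8 am and 1 pm, *PEP-CK1* H1 for 1 pm and 7 pm against 4 am and 8 am, and *BAM3* for 4 am against the other times where no comparison is named.

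Under DESeq2, counts were heat shock proteins genes higher in *C. major* 49, genes over the times in control *C. major* 576, genes over the times in stress *C. major* 4, genes with an interaction in *C. major* 127, carboxylation and decarboxylation groups over the times in control *C. major* 2, *C. rosea* genes changed by stress 412, genes over the times in control *C. rosea* 50, genes over the times in stress *C. rosea* 79, heat shock proteins genes over the times in stress *C. rosea* 6, carboxylation and decarboxylation groups over the times in control *C. rosea* 0 and carboxylation and decarboxylation groups over the times in stress *C. rosea* 0. Calls ended for *PEP-CK1* H1 in control *C. rosea* (1.65) and *PEP-CK1* H1 in stress *C. rosea* (1.71). Calls were gained for *PEP-CK1* H1 in control *C. major* (2.99), *BAM3* H2 in stress *C. major* (2.39) and *PPCK* in stress *C. rosea* (1.93). The sign turned for *PEPC1* H1 in control *C. rosea* (0.18), *PEPC1* H1 in stress *C. rosea* (0.02) and *BAM3* H1 of *C. rosea* between stress and control at 4 am (0.22). With DESeq2's size factors, counts were genes over the times in stress *C. major* 2, genes with an interaction in *C. major* 4, carboxylation and decarboxylation groups over the times in control *C. major* 2 and carboxylation and decarboxylation groups over the times in stress *C. rosea* 2. Calls were gained for *BAM3* H2 in control *C. rosea* (3.45). The direction reversed for *PEPC1* H1 in control *C. rosea* (0.18), *PEPC1* H1 in stress *C. rosea* (0.02) and *BAM3* H1 of *C. rosea* between stress and control at 4 am (0.22). Without the low-count filter, counts were genes over the times in control *C. major* 354, genes over the times in stress *C. major* 12, genes with an interaction in *C. major* 7, carboxylation and decarboxylation groups over the times in control *C. major* 3, *C. rosea* genes changed by stress 430, heat shock proteins genes higher in *C. rosea* 55 and carboxylation and decarboxylation groups over the times in control *C. rosea* 1. Calls ended for *BAM3* H1 in control *C. rosea* (2.93), *PEP-CK1* H1 in control *C. rosea* (1.62) and *BAM3* H1 in stress *C. rosea* (2.67). With edgeR's earlier quasi-likelihood pipeline, counts were *C. major* genes changed by stress 484, light-harvesting antenna genes lower in *C. major* 17, heat shock proteins genes higher in *C. major* 5, ABA and dehydration genes higher in *C. major* 4, raffinose family synthesis genes higher in *C. major* 4, genes over the times in control *C. major* 71, genes with an interaction in *C. major* 5, carboxylation and decarboxylation groups over the times in control *C. major* 0, *C. rosea* genes changed by stress 8, heat shock proteins genes higher in *C. rosea* 0, raffinose family synthesis genes higher in *C. rosea* 1, genes over the times in control *C. rosea* 72, genes over the times in stress *C. rosea* 72, heat shock proteins genes over the times in stress *C. rosea* 30, genes with an interaction in *C. rosea* 11, carboxylation and decarboxylation groups over the times in control *C. rosea* 0 and carboxylation and decarboxylation groups over the times in stress *C. rosea* 0. Calls ended for *BAM3* H2 in control *C. major* (2.55), *BAM3* H1 in control *C. rosea* (2.99), *PEP-CK1* H1 in control *C. rosea* (1.59), *BAM3* H1 in stress *C. rosea* (2.67), *PEP-CK1* H1 in stress *C. rosea* (2.08) and *BAM3* H2 of *C. rosea* between stress and control over the times (-2.69). With limma on log2(TPM + 1), counts were *C. major* genes changed by stress 1423, heat shock proteins genes higher in *C. major* 18, ABA and dehydration genes higher in *C. major* 6, genes over the times in stress *C. major* 4, genes with an interaction in *C. major* 2, *C. rosea* genes changed by stress 30, heat shock proteins genes higher in *C. rosea* 1, raffinose family synthesis genes higher in *C. rosea* 1, genes over the times in stress *C. rosea* 76, heat shock proteins genes over the times in stress *C. rosea* 29, genes with an interaction in *C. rosea* 7, carboxylation and decarboxylation groups over the times in control *C. rosea* 0 and carboxylation and decarboxylation groups over the times in stress *C. rosea* 0. Calls ended for *BAM3* H2 in control *C. major* (2.61), *BAM3* H1 in control *C. rosea* (3.71), *PEP-CK1* H1 in control *C. rosea* (1.27), *BAM3* H1 in stress *C. rosea* (2.35), *PEP-CK1* H1 in stress *C. rosea* (1.92) and *BAM3* H2 of *C. rosea* between stress and control over the times (-2.31). The direction reversed for *PEPC1* H1 in control *C. major* (-0.13), *PPCK* in stress *C. major* (-0.04), *BAM3* H1 of *C. major* between stress and control at 4 am (-0.12), *PEPC1* H1 in control *C. rosea* (0.02) and *PEPC1* H1 in stress *C. rosea* (0.06). With limma on log2(TPM + 0.1), with and without its low-value filter, counts were carboxylation and decarboxylation groups over the times in control *C. rosea* 0 and carboxylation and decarboxylation groups over the times in stress *C. rosea* 0. Calls ended for *BAM3* H2 in control *C. major* (2.65), *BAM3* H1 in control *C. rosea* (4.12), *PEP-CK1* H1 in control *C. rosea* (1.27), *BAM3* H1 in stress *C. rosea* (2.38), *PEP-CK1* H1 in stress *C. rosea* (1.93) and *BAM3* H2 of *C. rosea* between stress and control over the times (-2.37). The direction reversed for *PEPC1* H1 in control *C. major* (-0.14), *PPCK* in stress *C. major* (-0.04), *BAM3* H1 of *C. major* between stress and control at 4 am (-0.12), *PEPC1* H1 in control *C. rosea* (0.02) and *PEPC1* H1 in stress *C. rosea* (0.06). With the replicate block, counts were *C. major* genes changed by stress 397, light-harvesting antenna genes lower in *C. major* 14, heat shock proteins genes higher in *C. major* 14, ABA and dehydration genes higher in *C. major* 4, raffinose family synthesis genes higher in *C. major* 5, genes over the times in stress *C. major* 16, genes with an interaction in *C. major* 4, carboxylation and decarboxylation groups over the times in control *C. major* 2, genes over the times in stress *C. rosea* 105, heat shock proteins genes over the times in stress *C. rosea* 42, genes with an interaction in *C. rosea* 12 and carboxylation and decarboxylation groups over the times in control *C. rosea* 1. Calls ended for *PEP-CK1* H1 in control *C. rosea* (1.42) and *BAM3* H1 in stress *C. rosea* (2.45). The direction reversed for *PEPC1* H1 in control *C. major* (-0.12), *PPCK* in stress *C. major* (-0.25), *PEP-CK1* H1 in stress *C. major* (-0.01), *PEPC1* H1 in control *C. rosea* (0.02) and *PEPC1* H1 in stress *C. rosea* (0.03). With the mean of the 4 time contrasts, counts were *C. major* genes changed by stress 4326, heat shock proteins genes higher in *C. major* 60, *C. rosea* genes changed by stress 581 and heat shock proteins genes higher in *C. rosea* 8. Values changed sign for *CYP75B1* Cmu00.g13832 between stress and control (1.90) and *HSP23.6* Cro0.g87231 between stress and control (-0.93). With only the 12 libraries of the condition, counts were genes over the times in control *C. major* 94, genes over the times in stress *C. major* 36 and genes over the times in control *C. rosea* 453. Without the low-complexity libraries, counts were *C. major* genes changed by stress 916, light-harvesting antenna genes lower in *C. major* 14, heat shock proteins genes higher in *C. major* 17, ABA and dehydration genes higher in *C. major* 9, genes over the times in stress *C. major* 4, genes with an interaction in *C. major* 12, carboxylation and decarboxylation groups over the times in control *C. major* 2, *C. rosea* genes changed by stress 48, heat shock proteins genes higher in *C. rosea* 0, raffinose family synthesis genes higher in *C. rosea* 2, genes over the times in control *C. rosea* 553, genes over the times in stress *C. rosea* 357, genes with an interaction in *C. rosea* 100 and carboxylation and decarboxylation groups over the times in stress *C. rosea* 2. The value was percent of variance on component 2 of *C. rosea* 12.0. Calls ended for *BAM3* H2 in control *C. major* (2.57). Calls were gained for *BAM3* H2 in control *C. rosea* (3.44). Values changed sign for *BAM3* H1 of *C. rosea* between stress and control at 4 am (0.50). With the most abundant member alone, counts were carboxylation and decarboxylation groups over the times in control *C. rosea* 0. Calls ended for *BAM3* H1 in control *C. rosea* (3.14), *PEP-CK1* H1 in control *C. rosea* (1.52) and *BAM3* H1 in stress *C. rosea* (3.12). The direction reversed for *BAM3* H1 of *C. rosea* between stress and control at 4 am (1.31) and *BAM3* H1 of *C. rosea* between stress and control over the times (0.67). With all genes past the filter, the value was percent of variance on component 1 of *C. major* 18.3, percent of variance on component 2 of *C. major* 7.8 and percent of variance on component 2 of *C. rosea* 6.1. With DESeq2's vst, the value was percent of variance on component 1 of *C. major* 42.7 and percent of variance on component 1 of *C. rosea* 21.4. With log2(TPM + 1) in the component analysis, the value was percent of variance on component 1 of *C. rosea* 13.7 and percent of variance on component 2 of *C. rosea* 11.5. With an estimated correlation, no list call of camera held, with an adjusted p of 0.293 (circadian clock morning in *C. major*), 0.176 (raffinose family synthesis in *C. major*), 0.402 (heat shock proteins in *C. major*), 0.176 (ABA and dehydration in *C. major*), 0.476 (photoprotection in *C. major*), 0.176 (light-harvesting antenna in *C. major*), 0.399 (senescence in *C. major*), 0.476 (plastid-encoded genes in *C. major*), 0.313 (guard cell markers in *C. major*), 0.46 (raffinose family synthesis in *C. rosea*), 0.923 (heat shock proteins in *C. rosea*) and 0.923 (ABA and dehydration in *C. rosea*).

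Leaving out each plant in turn, the lowest and highest values were 13 to 48 (heat shock proteins genes higher in *C. major*), 7 to 24 (ABA and dehydration genes higher in *C. major*), 2 to 10 (genes over the times in stress *C. major*), 0 to 36 (genes with an interaction in *C. major*), 2.48 to 2.64 (*BAM3* H2 in control *C. major*), 835 to 2735 (*C. major* genes changed by stress), 53 to 286 (genes over the times in control *C. major*), 0 to 2 (carboxylation and decarboxylation groups over the times in control *C. major*), -0.97 to 0.87 (*PEPC1* H1 in control *C. major*), 7 to 15 (raffinose family synthesis genes higher in *C. major*), 1.61 to 2.28 (*BAM3* H1 in control *C. major*), -1.08 to 1.51 (*BAM3* H1 of *C. major* between stress and control at 4 am), -0.41 to 1.17 (*BAM3* H1 of *C. major* between stress and control over the times), -2.03 to -0.61 (*BAM3* H2 of *C. major* between stress and control over the times), -0.80 to 0.49 (*PPCK* in stress *C. major*), -0.17 to 0.21 (*PEP-CK1* H1 in stress *C. major*), 0 to 38 (heat shock proteins genes higher in *C. rosea*), 52 to 446 (genes over the times in control *C. rosea*), 0 to 2 (carboxylation and decarboxylation groups over the times in control *C. rosea*), 2.90 to 3.26 (*BAM3* H1 in control *C. rosea*), 0.72 to 2.23 (*PEP-CK1* H1 in control *C. rosea*), 2.23 to 3.19 (*BAM3* H1 in stress *C. rosea*), 7 to 62 (genes with an interaction in *C. rosea*), -0.14 to 0.19 (*PEPC1* H1 in control *C. rosea*), -0.43 to 0.40 (*BAM3* H1 of *C. rosea* between stress and control at 4 am), 128 to 260 (*C. rosea* genes changed by stress), 6 to 10 (raffinose family synthesis genes higher in *C. rosea*), 40 to 186 (genes over the times in stress *C. rosea*), 4 to 70 (heat shock proteins genes over the times in stress *C. rosea*), 0 to 1 (carboxylation and decarboxylation groups over the times in stress *C. rosea*), 1.86 to 2.79 (*PEP-CK1* H1 in stress *C. rosea*), 3.19 to 3.73 (*BAM3* H2 in control *C. rosea*), -3.10 to -2.41 (*BAM3* H2 of *C. rosea* between stress and control over the times), -0.95 to 0.44 (*PEPC1* H1 in stress *C. rosea*), 18.0 to 22.4 (percent of variance on component 1 of *C. rosea*), 81.8 to 100.0 (percent of symbols with the same highest time in stressed plants).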

Differences from the paper's values

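Of the alternatives in this part, the one without the low-complexity libraries was chosen after the values were seen. Of 120 TPM values of the paper's source tables that were set beside the files, none was off by more than 0.05 TPM once the tables were rounded to 1 decimal. With the 500 most variable genes, the shares of variance of components 1 and 2 were 35.6% and 10.4% in *C. major* and 17.8% and 15.5% in *C. rosea*. They do not differ by over 1.5 times from those read by eye in Fig. 5e and Fig. 5f (45% and 12%, 22% and 15%). With all genes past the filter, 18.3% and 7.8% in *C. major* and 6.1% on component 2 of *C. rosea* did. With log2(TPM + 1), 13.7% on component 1 of *C. rosea* did.

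The paper states that *PPCK* transcripts are absent during the day. The *PPCK* ortholog was low at 1 pm in control *C. major* (22.2 TPM) and in control and stressed *C. rosea* (40.8 and 42.6 TPM), but at 8 am it was at 61.8 TPM in control *C. major* and at 477.0 in control and 601.1 in stressed *C. rosea*, and stressed *C. major* had 193.5 TPM at 8 am and 160.9 at 1 pm. The highest mean was at 7 pm in both conditions of *C. major* and at 4 am in both conditions of *C. rosea*. Of the settings run, evening and night differed from the day only with DESeq2 in stressed *C. rosea* (log2 difference 1.93, adjusted p = 0.0365, highest over the alternatives 0.985).

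The paper states that both *BAM3* homoeologs are high at night, and all 4 control means were highest at 4 am. The test of 4 am against the other times passed for H2 in control *C. major* and H1 in control *C. rosea*, and not for H1 in control *C. major* (adjusted p = 0.272) or H2 in control *C. rosea* (adjusted p = 0.103). Settings that call the first are the one without stress plant 2 (adjusted p = 0.0136, highest over the alternatives 0.625), and those that call the second are DESeq2's size factors (0.0372), without stress plant 5 (8.7e-04) and without the low-complexity libraries (2.1e-04, chosen after the values were seen; highest over the alternatives 0.953).

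The paper states that there is no mRNA of *PHS1* H2. It was above 0 in 1 library of each species, at 1.51 and 0.750 TPM.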

Other observations

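No test in this part was chosen after its result was seen. The antenna gene *LHCB5* (Cmu00.g7853) fell from 670.2 ± 24.7 TPM in control to 60.1 ± 13.7 TPM in stressed *C. major* (edgeR log2 fold change -3.31, SE 0.26, adjusted p = 5.2e-06), and *CAB7* (Cmu18.g660) changed by -2.49 (SE 0.22, adjusted p = 1.4e-05). The dehydrin *COR47* (Cmu21.g40) rose from 116.4 to 1040.0 TPM (3.42, SE 0.34, adjusted p = 8.4e-05), *HSP17.4B* (Cmu13.g1272) changed by 3.40 (SE 0.45, adjusted p = 5.8e-04) and *NCED1* (Cmu00.g20929), of ABA synthesis, by 6.10 (SE 1.15, adjusted p = 0.00461). None of these calls ended when 1 plant was left out.

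Copies of the genes of raffinose synthesis moved in both directions in *C. major*: *GOLS2* (Cmu08.g965) by 5.86 (SE 0.74, adjusted p = 1.5e-04) and *GOLS1* (Cmu00.g21256) by 2.95 (SE 0.35, adjusted p = 1.6e-04), but *GOLS1* (Cmu00.g338) by -4.28 (SE 0.51, adjusted p = 1.8e-04) and *RFS2* (Cmu07.g12) by -3.87 (SE 0.61, adjusted p = 0.00176). In *C. rosea*, *RFS2* (Cro0.g72721) changed by 6.73 (SE 0.99, adjusted p = 1.3e-05), *GOLS1* (Cro0.g23620) by 4.36 (SE 0.68, adjusted p = 5.2e-05) and *SAG39* (Cro0.g70669) by 6.78 (SE 0.87, adjusted p = 3.0e-06). *DREB1D* (Cro0.g33720) changed by -8.35 (SE 1.08, adjusted p = 2.3e-05), and the call ended without stress plant 9 (adjusted p = 0.0793).

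Each fold written with at least is against a floor of 3 counts that covers counting error only, and since up to 57.7% of genes with 100 or more counts in both sister plants were at 0 in a library, it is no firm bound. The largest changes were ranked only among annotated genes that passed the FDR of 0.05, had plants that do not overlap and an average log2 CPM of at least 2. The largest ranges over the times, given further below for both species, hold only among genes that passed the FDR of 0.05 over the times. Genes without such a call can have larger ranges. Of the annotated genes higher in stressed *C. major*, those with the largest changes and all libraries of the other condition at 0 were *MJE1* Cmu00.g16340 (at least 5601.1-fold, adjusted p = 1.1e-05; above 0 in 4 of 12 libraries), *At3g16150* Cmu00.g1708 (at least 4522.7-fold, adjusted p = 1.7e-05; above 0 in 9 of 12 libraries), *DAO* Cmu12.g1333 (at least 4459.8-fold, adjusted p = 3.3e-05; above 0 in 12 of 12 libraries), *SRC2* Cmu00.g5795 (at least 1897.1-fold, adjusted p = 0.0415; above 0 in 3 of 12 libraries; call ends without control 1, control 2, control 3, stress 2 and stress 5, adjusted p = 0.0636 to 0.14), *RPM1* Cmu00.g7273 (at least 1441.5-fold, adjusted p = 0.00551; above 0 in 10 of 12 libraries), *RFS5* Cmu00.g21190 (at least 1552.1-fold, adjusted p = 0.00189; above 0 in 10 of 12 libraries), *ENODL1* Cmu00.g20978 (at least 1177.9-fold, adjusted p = 0.00264; above 0 in 8 of 12 libraries), *LYSMD2* Cmu26.g580 (at least 1017.8-fold, adjusted p = 0.0026; above 0 in 8 of 12 libraries), *HVA22D* Cmu08.g271 (at least 980.1-fold, adjusted p = 0.00289; above 0 in 12 of 12 libraries) and *At3g50690* Cmu00.g20086 (at least 984.2-fold, adjusted p = 0.00978; above 0 in 7 of 12 libraries; call ends without stress 2, adjusted p = 0.0688). Of the annotated genes lower in stressed *C. major*, those with the largest changes and all libraries of the other condition at 0 were *LOX2.1* Cmu11.g227 (at least 1667.7-fold, adjusted p = 0.00147; above 0 in 7 of 12 libraries), *BETV4* Cmu00.g10203 (at least 1084.8-fold, adjusted p = 0.00424; above 0 in 6 of 12 libraries) and *XTH33* Cmu27.g350 (at least 811.5-fold, adjusted p = 0.0131; above 0 in 8 of 12 libraries; call ends without control 1, stress 2, stress 3 and stress 5, adjusted p = 0.05 to 0.0687), and those above 0 in both, with the log2 fold change, were *GGP3* Cmu00.g9487 (-11.11, SE 1.98, adjusted p = 0.00547), *XTH7* Cmu00.g4890 (-10.70, SE 1.16, adjusted p = 1.5e-04), *CLH1* Cmu00.g16057 (-9.65, SE 0.80, adjusted p = 5.2e-06), *CAD* Cmu11.g1067 (-9.60, SE 1.06, adjusted p = 1.4e-04), *sbt3* Cmu01.g247 (-9.39, SE 0.97, adjusted p = 8.1e-05), *AATL1* Cmu26.g1267 (-9.31, SE 1.58, adjusted p = 0.0036) and *NIK2* Cmu07.g141 (-8.78, SE 1.10, adjusted p = 3.0e-04). Of the annotated genes higher in stressed *C. rosea*, those with the largest changes and all libraries of the other condition at 0 were *PI4KG7* Cro0.g11388 (at least 10437.6-fold, adjusted p = 4.1e-14; above 0 in 11 of 12 libraries), *Os01g0794400* Cro0.g110407 (at least 2063.7-fold, adjusted p = 5.4e-07; above 0 in 9 of 12 libraries), *DET2* Cro0.g36566 (at least 1435.6-fold, adjusted p = 2.6e-05; above 0 in 5 of 12 libraries), *BANGLUC* Cro0.g102523 (at least 1553.4-fold, adjusted p = 0.00303; above 0 in 6 of 12 libraries; call ends without control 6, adjusted p = 0.0715), *HIPP24* Cro0.g11887 (at least 1140.4-fold, adjusted p = 6.4e-05; above 0 in 10 of 12 libraries), *At2g29380* Cro0.g96278 (at least 1165.5-fold, adjusted p = 8.8e-05; above 0 in 8 of 12 libraries), *SAG13* Cro0.g23981 (at least 935.6-fold, adjusted p = 2.9e-04; above 0 in 4 of 12 libraries), *RPM1* Cro0.g8875 (at least 945.0-fold, adjusted p = 0.00141; above 0 in 5 of 12 libraries), *TET3* Cro0.g96254 (at least 693.8-fold, adjusted p = 0.00263; above 0 in 7 of 12 libraries; call ends without stress 1, adjusted p = 0.154) and *HSP17.9-D* Cro0.g75300 (at least 892.5-fold, adjusted p = 0.00552; above 0 in 5 of 12 libraries; call ends without stress 5 and stress 9, adjusted p = 0.0958 to 0.129). Of the annotated genes lower in stressed *C. rosea*, those with the largest changes and all libraries of the other condition at 0 were *TLP1* Cro0.g44073 (at least 955.1-fold, adjusted p = 3.8e-04; above 0 in 9 of 12 libraries), *GATA16* Cro0.g23538 (at least 650.4-fold, adjusted p = 0.00381; above 0 in 9 of 12 libraries) and *ERF025* Cro0.g50141 (at least 524.3-fold, adjusted p = 0.0316; above 0 in 9 of 12 libraries; call ends without control 6, stress 1, stress 5 and stress 9, adjusted p = 0.0547 to 0.414), and those above 0 in both, with the log2 fold change, were *4CLL9* Cro0.g124638 (-10.09, SE 2.35, adjusted p = 0.0237; call ends without control 7, control 8, stress 1, stress 5 and stress 9, adjusted p = 0.055 to 0.251), *DREB1D* Cro0.g33720 (-8.35, SE 1.08, adjusted p = 2.3e-05; call ends without stress 9, adjusted p = 0.0793), *UGT88B1* Cro0.g113103 (-6.75, SE 1.56, adjusted p = 0.0209; call ends without control 6, control 7, stress 1, stress 5 and stress 9, adjusted p = 0.0512 to 0.185), *PUB43* Cro0.g84163 (-5.75, SE 1.42, adjusted p = 0.0359; call ends without control 7, control 8, stress 1, stress 5 and stress 9, adjusted p = 0.121 to 0.169), *XTH1* Cro0.g72865 (-5.41, SE 1.07, adjusted p = 0.00724; call ends without control 6, stress 1, stress 5 and stress 9, adjusted p = 0.0749 to 0.448), *PXMP2* Cro0.g108845 (-5.13, SE 0.73, adjusted p = 7.2e-06) and *TBL43* Cro0.g11263 (-5.09, SE 1.07, adjusted p = 0.0062; call ends without control 6 and stress 5, adjusted p = 0.0786 to 0.25).

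In control *C. major*, the genes with the largest range over the times, by the time of the highest level, were at 4 am *SIGE* Cmu00.g18264 (adjusted p = 0.0045; call ends without control 1 and control 3, adjusted p = 0.0786 to 0.084), *RVE1* Cmu00.g20581 (adjusted p = 6.7e-04; call ends without control 2, adjusted p = 0.0681) and *YSL6* Cmu24.g838 (adjusted p = 0.0109; call ends without control 2 and control 3, adjusted p = 0.0533 to 0.206), at 8 am *OPT3* Cmu24.g1306 (adjusted p = 0.0388; call ends without control 2 and control 3, adjusted p = 0.144 to 0.179), *CYP75B1* Cmu00.g13832 (adjusted p = 2.8e-05) and *relA* Cmu04.g722 (adjusted p = 0.0193; call ends without control 1, control 2 and control 3, adjusted p = 0.101 to 0.377), at 1 pm *HSP70* Cmu25.g731 (adjusted p = 7.5e-08; call ends without control 3, adjusted p = 0.0647), *DREB1D* Cmu04.g1297 (adjusted p = 3.3e-07) and *BT2* Cmu07.g1252 (adjusted p = 0.00263; call ends without control 3, adjusted p = 0.225), at 7 pm *hspC2* Cmu00.g3581 (adjusted p = 6.7e-04; call ends without control 3, adjusted p = 0.061), *ATJ8* Cmu00.g2393 (adjusted p = 0.0332; call ends without control 2 and control 3, adjusted p = 0.127 to 0.474) and *PSA3* Cmu01.g882 (adjusted p = 0.00381; call ends without control 3, adjusted p = 0.598). In control *C. rosea*, the genes with the largest range over the times, by the time of the highest level, were at 4 am *COL2* Cro0.g31307 (adjusted p = 2.4e-07), *At1g01500* Cro0.g80406 (adjusted p = 9.9e-06) and *RPT2* Cro0.g678 (adjusted p = 3.8e-04; call ends without control 6, control 7 and control 8, adjusted p = 0.136 to 0.329), at 8 am *ISU1* Cro0.g50618 (adjusted p = 7.0e-08), *COL2* Cro0.g119424 (adjusted p = 1.1e-06) and *CYP82G1* Cro0.g84192 (adjusted p = 0.00176; call ends without control 7 and control 8, adjusted p = 0.255 to 0.864), at 1 pm *CAB40* Cro0.g101264 (adjusted p = 8.1e-13), *DREB1D* Cro0.g9189 (adjusted p = 4.7e-15) and *BT2* Cro0.g77211 (adjusted p = 1.3e-25), at 7 pm *SAHH* Cro0.g97944 (adjusted p = 0.00929; call ends without control 6, control 7 and control 8, adjusted p = 0.395 to 0.526), *ADO3* Cro0.g44791 (adjusted p = 0.0167; call ends without control 6, control 7 and control 8, adjusted p = 0.106 to 0.691) and *KCR1* Cro0.g125462 (adjusted p = 0.047; call ends without control 6, control 7, control 8, stress 1 and stress 9, adjusted p = 0.0838 to 0.526).

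In *C. major*, the members higher and lower in stress at an FDR of 0.05 (edgeR), with those adjusted over the list alone, were: circadian clock morning 0 and 6 of 37 (list alone 0 and 9; camera down, adjusted p = 4.0e-06, and adjusted p = 0.293 with an estimated correlation); PEP carboxylation 1 and 3 of 21 (list alone 4 and 4; median 0.25, camera down, adjusted p = 0.957, and adjusted p = 0.972 with an estimated correlation); C4 acid decarboxylation 1 and 2 of 14 (list alone 3 and 2; median 0.77, camera up, adjusted p = 0.456, and adjusted p = 0.546 with an estimated correlation); vacuolar malate transport 4 and 1 of 52 (list alone 4 and 1; median 0.34, camera up, adjusted p = 0.394, and adjusted p = 0.514 with an estimated correlation); phosphorolytic starch breakdown 1 and 0 of 21 (list alone 1 and 3; median -0.32, camera down, adjusted p = 0.234, and adjusted p = 0.514 with an estimated correlation); starch synthesis 0 and 5 of 41 (list alone 2 and 7; median -0.34, camera down, adjusted p = 0.396, and adjusted p = 0.663 with an estimated correlation); raffinose family synthesis 11 and 4 of 27 (list alone 16 and 4; median 2.63, camera up, adjusted p = 5.3e-05, and adjusted p = 0.176 with an estimated correlation); heat shock proteins 32 and 0 of 124 (list alone 61 and 2; median 1.49, camera up, adjusted p = 2.9e-09, and adjusted p = 0.402 with an estimated correlation); ABA and dehydration 20 and 0 of 63 (list alone 31 and 2; median 1.39, camera up, adjusted p = 8.7e-07, and adjusted p = 0.176 with an estimated correlation); photoprotection 2 and 8 of 33 (list alone 2 and 11; median -0.67, camera down, adjusted p = 0.00416, and adjusted p = 0.476 with an estimated correlation); light-harvesting antenna 0 and 33 of 40 (list alone 0 and 35; median -1.93, camera down, adjusted p = 9.9e-23, and adjusted p = 0.176 with an estimated correlation); flavonoid and anthocyanin synthesis 2 and 2 of 28 (list alone 2 and 2; median 0.61, camera up, adjusted p = 0.123, and adjusted p = 0.514 with an estimated correlation); antioxidant enzymes 1 and 3 of 62 (list alone 3 and 3; median 0.16, camera up, adjusted p = 0.826, and adjusted p = 0.898 with an estimated correlation); wounding and jasmonate 2 and 5 of 80 (list alone 3 and 6; median -0.01, camera down, adjusted p = 0.678, and adjusted p = 0.898 with an estimated correlation); senescence 4 and 0 of 22 (list alone 5 and 0; median 1.15, camera up, adjusted p = 0.0144, and adjusted p = 0.399 with an estimated correlation); plastid-encoded genes 0 and 2 of 17 (list alone 0 and 4; median -2.03, camera down, adjusted p = 3.9e-05, and adjusted p = 0.476 with an estimated correlation); epidermis and wax markers 3 and 3 of 65 (list alone 3 and 3; median 0.64, camera up, adjusted p = 0.396, and adjusted p = 0.663 with an estimated correlation); vein markers 2 and 0 of 38 (list alone 2 and 1; median 0.15, camera up, adjusted p = 0.386, and adjusted p = 0.494 with an estimated correlation); reference genes 8 and 0 of 70 (list alone 8 and 0; median 0.16, camera up, adjusted p = 0.396, and adjusted p = 0.546 with an estimated correlation). In these lists no member passed with edgeR: circadian clock evening (38 tested; median -0.26, camera down, adjusted p = 0.386, and adjusted p = 0.514 with an estimated correlation; list alone 0 and 0); amylolytic starch breakdown (51 tested; median 0.20, camera up, adjusted p = 0.96, and adjusted p = 0.972 with an estimated correlation; list alone 0 and 0); guard cell markers (34 tested; median -0.71, camera down, adjusted p = 0.0141, and adjusted p = 0.313 with an estimated correlation; list alone 0 and 0).

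In *C. rosea*, the members higher and lower in stress at an FDR of 0.05 (edgeR), with those adjusted over the list alone, were: circadian clock morning 0 and 1 of 40 (list alone 0 and 4; median -0.53, camera down, adjusted p = 0.193, and adjusted p = 0.923 with an estimated correlation); PEP carboxylation 0 and 2 of 36 (list alone 2 and 5; median 0.31, camera up, adjusted p = 0.462, and adjusted p = 0.923 with an estimated correlation); vacuolar malate transport 1 and 0 of 58 (list alone 1 and 0; median 0.08, camera up, adjusted p = 0.272, and adjusted p = 0.923 with an estimated correlation); amylolytic starch breakdown 0 and 1 of 59 (list alone 0 and 1; median -0.31, camera up, adjusted p = 0.733, and adjusted p = 0.923 with an estimated correlation); raffinose family synthesis 10 and 1 of 37 (list alone 19 and 5; median 1.72, camera up, adjusted p = 3.2e-11, and adjusted p = 0.46 with an estimated correlation); heat shock proteins 17 and 0 of 200 (list alone 57 and 0; median 1.62, camera up, adjusted p = 2.2e-19, and adjusted p = 0.923 with an estimated correlation); flavonoid and anthocyanin synthesis 0 and 1 of 31 (list alone 0 and 1; median 0.18, camera up, adjusted p = 0.355, and adjusted p = 0.923 with an estimated correlation); antioxidant enzymes 0 and 3 of 77 (list alone 0 and 3; median 0.05, camera up, adjusted p = 0.657, and adjusted p = 0.923 with an estimated correlation); senescence 3 and 0 of 34 (list alone 5 and 0; median 0.66, camera up, adjusted p = 0.193, and adjusted p = 0.923 with an estimated correlation). In these lists no member passed with edgeR: circadian clock evening (50 tested; median -0.10, camera down, adjusted p = 0.797, and adjusted p = 0.923 with an estimated correlation; list alone 0 and 0); C4 acid decarboxylation (17 tested; median 0.17, camera up, adjusted p = 0.527, and adjusted p = 0.923 with an estimated correlation; list alone 0 and 0); phosphorolytic starch breakdown (28 tested; median 0.41, camera up, adjusted p = 0.462, and adjusted p = 0.923 with an estimated correlation; list alone 0 and 0); starch synthesis (53 tested; median -0.36, camera down, adjusted p = 0.393, and adjusted p = 0.923 with an estimated correlation; list alone 0 and 1); ABA and dehydration (64 tested; median 0.36, camera up, adjusted p = 0.0221, and adjusted p = 0.923 with an estimated correlation; list alone 1 and 2); photoprotection (36 tested; median -0.78, camera down, adjusted p = 0.193, and adjusted p = 0.923 with an estimated correlation; list alone 0 and 1); light-harvesting antenna (66 tested; median -0.33, camera down, adjusted p = 0.527, and adjusted p = 0.923 with an estimated correlation; list alone 0 and 0); wounding and jasmonate (76 tested; median -0.45, camera down, adjusted p = 0.462, and adjusted p = 0.923 with an estimated correlation; list alone 0 and 0); plastid-encoded genes (19 tested; median 0.24, camera up, adjusted p = 0.355, and adjusted p = 0.923 with an estimated correlation; list alone 0 and 0); guard cell markers (35 tested; median -0.07, camera down, adjusted p = 0.801, and adjusted p = 0.923 with an estimated correlation; list alone 0 and 0); epidermis and wax markers (61 tested; median -0.50, camera down, adjusted p = 0.823, and adjusted p = 0.934 with an estimated correlation; list alone 0 and 0); vein markers (40 tested; median -0.07, camera down, adjusted p = 0.882, and adjusted p = 0.934 with an estimated correlation; list alone 0 and 0); reference genes (93 tested; median -0.24, camera up, adjusted p = 0.393, and adjusted p = 0.923 with an estimated correlation; list alone 0 and 0).

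These lists are without the genes removed for their product names. With all symbols as fixed, some counts of members higher and lower in stressed *C. major* changed (edgeR). They were 0 and 1 of 58 for amylolytic starch breakdown, 2 and 5 of 53 for starch synthesis and 20 and 2 of 76 for ABA and dehydration. Antioxidant enzymes had 1 and 5 of 83, senescence 4 and 2 of 41, plastid-encoded genes 1 and 2 of 25 and vein markers 4 and 0 of 60. With all symbols as fixed, 3 camera calls of *C. major* end, for senescence (41 tested, median 0.38, adjusted p = 0.347), plastid-encoded genes (25 tested, -0.99, adjusted p = 0.0532) and guard cell markers (40 tested, -0.63, adjusted p = 0.06), and in *C. rosea* plastid-encoded genes gain one (31 tested, 0.51, adjusted p = 0.0231, but 0.946 with an estimated correlation), while the medians of senescence (-0.33) and PEP carboxylation (-0.18) turn negative. A list's median and its camera direction differ in sign for PEP carboxylation in *C. major* (median 0.25, down) and for amylolytic starch breakdown (-0.31, up) and reference genes (-0.24, up) in *C. rosea*.

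Among the 4 times, the members that differ in control and in stressed plants were in *C. major* circadian clock morning 2 and 0 of 37 (list alone 6 and 0), PEP carboxylation 1 and 0 of 22 (list alone 2 and 0), phosphorolytic starch breakdown 1 and 0 of 21 (list alone 1 and 1), heat shock proteins 10 and 0 of 126 (list alone 38 and 26), photoprotection 1 and 0 of 33 (list alone 3 and 0), light-harvesting antenna 3 and 1 of 40 (list alone 12 and 8), flavonoid and anthocyanin synthesis 1 and 0 of 29 (list alone 3 and 0), antioxidant enzymes 4 and 0 of 62 (list alone 5 and 0); in *C. rosea* circadian clock morning 4 and 2 of 42 (list alone 17 and 7), circadian clock evening 1 and 1 of 51 (list alone 6 and 2), C4 acid decarboxylation 1 and 1 of 17 (list alone 3 and 4), amylolytic starch breakdown 4 and 0 of 60 (list alone 4 and 5), raffinose family synthesis 1 and 1 of 41 (list alone 2 and 1), heat shock proteins 23 and 65 of 208 (list alone 64 and 117), ABA and dehydration 1 and 0 of 67 (list alone 3 and 0), photoprotection 0 and 1 of 36 (list alone 1 and 1), light-harvesting antenna 8 and 14 of 66 (list alone 22 and 36), antioxidant enzymes 1 and 0 of 77 (list alone 2 and 1), senescence 3 and 0 of 36 (list alone 5 and 1), plastid-encoded genes 1 and 0 of 19 (list alone 3 and 0), vein markers 1 and 0 of 44 (list alone 1 and 2). The other lists had 0 such members over all genes tested (edgeR), and those that had some over the list alone were in *C. major* circadian clock evening (9 and 1 of 38), senescence (3 and 0 of 23), raffinose family synthesis (2 and 0 of 27), ABA and dehydration (2 and 0 of 68), reference genes (2 and 0 of 71), amylolytic starch breakdown (1 and 1 of 52) and wounding and jasmonate (1 and 0 of 81), and in *C. rosea* PEP carboxylation (5 and 1 of 36).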
